# Adipocyte heterogeneity regulated by the Bithorax Complex-Wnt signaling crosstalk in *Drosophila*

**DOI:** 10.1038/s44319-025-00625-z

**Published:** 2025-12-03

**Authors:** Rajitha-Udakara-Sampath Hemba-Waduge, Mengmeng Liu, Xiao Li, Jasmine L Sun, Elisabeth A Budslick, Sarah E Bondos, Jun-Yuan Ji

**Keywords:** Wnt/Wingless Signaling, The Bithorax Complex, Lipid Homeostasis, Adipocyte Heterogeneity, *Drosophila*, Development, Genetics, Gene Therapy & Genetic Disease, Metabolism

## Abstract

Adipocytes play essential roles in lipid metabolism and energy homeostasis, with regional differences affecting their functions and disease susceptibility. However, the mechanisms underlying this regional heterogeneity remain unclear. Here we demonstrate that the *Bithorax Complex* (*BX-C*) genes, specifically *abdominal A* (*abd-A*) and *Abdominal B* (*Abd-B*), define regional differences in *Drosophila* larval adipocytes. Abdominal adipocytes, expressing *abd-A* and *Abd-B* exhibit unique characteristics compared to thoracic adipocytes, with active Wnt/Wingless signaling further amplifying these regional differences. Depleting *abd-A* and *Abd-B* in adipocytes delays larval-pupal transition, causes pupal lethality, and attenuates the expression of Wnt/Wg target genes, thereby dampening Wnt signaling-induced lipid mobilization. Additionally, Wnt signaling enhances the transcription of *abd-A* and *Abd-B*, establishing a feedforward loop that reinforces the interplay between Wnt signaling and *BX-C* genes. These findings reveal how the cell-autonomous expression of *BX-C* genes defines adipocyte heterogeneity, a process further modulated by Wnt signaling in *Drosophila* larvae.

## Synopsis

Regional adipocyte heterogeneity supports metabolic homeostasis, yet mechanisms remain unclear. This study reveals that the interplay between Wnt/Wingless signaling and Hox proteins (Abd-A and Abd-B) defines the regional heterogeneity of larval fat body in *Drosophila*.

- Active Wnt/Wg signaling stimulates lipid mobilization in the abdominal adipocytes, but not in the thoracic adipocytes in *Drosophila* larvae.
- The Bithorax complex (*BX-C*) *Hox* genes, *abd-A* and *Abd-B,* are expressed in abdominal adipocytes but are absent in thoracic adipocytes.
- Abd-A and Abd-B play a permissive role in modulating both Wnt-activated and Wnt-repressed gene expression in abdominal adipocytes.
- Adipocytes lacking *abd-A* and *Abd-B* expression – whether thoracic or occasionally abdominal – fail to activate or repress Wnt target genes, rendering these adipocytes unresponsive to Wnt signaling-induced lipid mobilization.
- Wnt signaling stimulates *abd-A* and *Abd-B* transcription, creating a feedforward loop that reinforces the interaction between Wnt signaling and *BX-C* genes.

## Abstract (web summary)

Regional adipocyte heterogeneity supports metabolic homeostasis, yet mechanisms remain unclear. This study reveals that the interplay between Wnt/Wingless signaling and Hox proteins (Abd-A and Abd-B) defines the regional heterogeneity of larval fat body in *Drosophila*.

## Introduction

Adipocytes in different parts of the body exhibit distinct functions and regulatory mechanisms, with varying metabolic profiles that are essential for maintaining lipid metabolism and energy homeostasis. Disruptions in these processes are linked to diseases such as obesity, diabetes, cardiovascular diseases, and cancer (Bhaskaran et al, 2014; Desvergne et al, 2006; Lusis et al, 2008; Renehan et al, 2008; Rosen and MacDougald, 2006; Tchkonia et al, 2013). Notably, the specific locations of excess fat accumulation can pose distinct health vulnerabilities: visceral fat, located around internal organs, significantly increases the risk of diseases compared to subcutaneous fat stored in the lower body (Despres, 2012; Jensen, 2008; Tchkonia et al, 2013). Thus, it is important to understand the signaling pathways and developmental processes that regulate adipocyte heterogeneity across different regions of the body.

*Drosophila* serves as a prominent model organism for studying lipid metabolism, inter-organ communications, and disease modeling (Bier, 2005; Leopold and Perrimon, 2007). Its fat body functions analogously to mammalian adipose tissue in regulating lipid homeostasis (Arrese and Soulages, 2010; Baker and Thummel, 2007; Leopold and Perrimon, 2007). In *Drosophila* larvae, the fat body consists of a monolayer of adipocytes aligned along the anteroposterior axis (Rizki, 1978). While fundamental metabolic processes—such as glycolysis, the TCA cycle, and lipid metabolism—are conserved between *Drosophila* and mammals (Heier and Kuhnlein, 2018; Mattila and Hietakangas, 2017), key lipid metabolic events, including adipogenesis (adipocyte differentiation), lipogenesis, and lipolysis, occur at distinct developmental stages in *Drosophila*. Adipogenesis is restricted to late embryogenesis, whereas lipogenesis, lipolysis, and fatty acid β-oxidation are primarily active during the larval and pupal stages (Heier and Kuhnlein, 2018; Hoshizaki, 2005; Mattila and Hietakangas, 2017; Rizki, 1978). This temporal separation contrasts with the more intricately interconnected and continuous nature of these processes in mammals, making *Drosophila* a valuable model for independently dissecting different aspects of lipid metabolism.

Wnt signaling is well-established to negatively regulate adipogenesis in mammals (Ross et al, 2000; Waki et al, 2007), but its role in regulating lipogenesis and lipolysis remains less understood. Previous studies indicate that active Wnt signaling suppresses the expression of lipogenic enzymes in β-catenin-deficient mouse adipocytes and the liver of juvenile turbot (Bagchi et al, 2020; Liu et al, 2016). ChIP-seq analysis further reveals the enrichment of Tcf7l2/TCF4 at lipogenic genes in cultured adipocytes, suggesting direct regulation by Wnt signaling (Bagchi et al, 2020). Recent research in *Drosophila* larval adipocytes has shown that Wnt/Wingless (Wg) signaling represses genes involved in de novo lipogenesis, fatty acid β-oxidation, and lipid droplet-associated proteins (Liu et al, 2024). This results in the inhibition of lipogenesis while concurrently promoting lipolysis and lipid mobilization. Conversely, the downregulation of Wnt/Wg signaling increased the expression of lipid metabolism-related genes and triglyceride levels, suggesting its important role in regulating lipid metabolism in adipocytes (Liu et al, 2024).

Evolutionarily conserved homeobox (*Hox*) genes are crucial in establishing anteroposterior segmental differences in the body plan across animal lineages (Garcia-Fernandez, 2005; Gehring et al, 2009). In *Drosophila*, *Hox* genes are organized into two clusters: the *Antennapedia Complex* (*ANT-C*), which controls the anterior segment identity, and the *Bithorax Complex* (*BX-C*), which regulates the posterior segment identity. The *BX-C* cluster includes three *Hox* genes: *Ultrabithorax* (*Ubx*), *abdominal-A* (*abd-A*), and *Abdominal-B* (*Abd-B*). While BX-C proteins are well-known for their roles in regulating embryonic segmentation (Bender, 2020; Gehring et al, 2009; Maeda and Karch, 2006), their postembryonic roles in different tissues, particularly adipose tissue, remain less understood. Immunostaining studies have confirmed the presence of BX-C proteins in the abdominal fat body (Marchetti et al, 2003). However, their expression was reported to decline in third-instar (L3) wandering larvae, a reduction necessary for the derepression of autophagy-related genes and the activation of developmental autophagy (Banreti et al, 2014; Duffraisse et al, 2020). Despite these insights, the role of BX-C proteins in regulating lipid metabolism and adipocyte heterogeneity has remained unexplored.

Here, we report that adipocyte heterogeneity in the *Drosophila* larval fat body is defined by the differential expression of BX-C proteins Abd-A and Abd-B, which are abundant in abdominal, but not in thoracic adipocytes. This regional difference is further amplified by active Wnt/Wg signaling. Abd-A and Abd-B, but not Ubx, are specifically expressed in abdominal adipocytes of L3 wandering larvae, where they modulate Wnt/Wg target gene expression and lipid metabolism. Depleting *BX-C* genes in abdominal adipocytes delays larval-pupal transition and causes pupal lethality. Furthermore, Wnt/Wg signaling enhances the transcription of *abd-A* and *Abd-B* in abdominal adipocytes, establishing a feedforward loop that reinforces adipocyte heterogeneity along the anteroposterior body axis in *Drosophila* larvae.

## Results

### Regional differences in larval adipocytes correlate with the differential expression of BX-C proteins

This study was prompted by a curious observation linking fat storage to Wnt/Wg signaling in *Drosophila*. At the L3 wandering stage, *Axin*^*127*^ mutant larvae become transparent (Fig. 1B, compared to the control in Fig. 1A) and eventually die as pupae (Zhang et al, 2017). Such phenotypes are characteristic of disrupted lipid storage, which affects larval opacity. Axin (Axn) functions as a negative regulator of Wnt/Wg signaling (Hamada et al, 1999). Previous studies demonstrated that defective Axn activates Wnt/Wg signaling, leading to decreased triglyceride levels and increased free fatty acids, thereby disrupting lipid homeostasis (Liu et al, 2024; Zhang et al, 2017). Active Wnt signaling promotes lipolysis and fatty acid β-oxidation while inhibiting lipogenesis through the transcriptional repression of key factors involved in these processes (Liu et al, 2024). Interestingly, fat accumulation defects in *Axn*^*127*^ mutants were exclusively restricted to the abdominal fat body, while the thoracic region remained unaffected (Fig. 1B). This striking regional difference in adipocytes has not been previously described.

**Figure 1:**
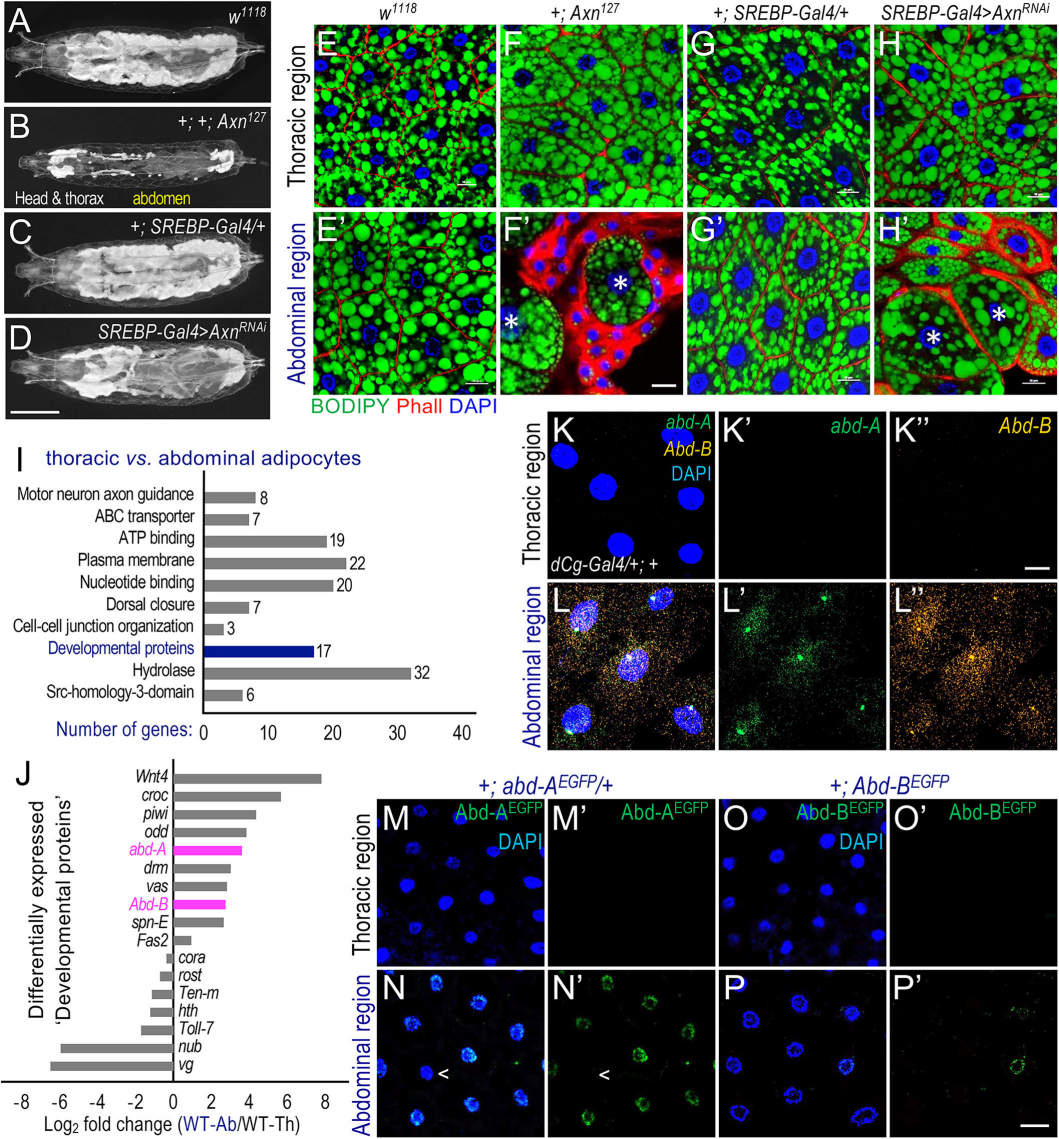
Regional differences in *Drosophila* larval fat body correlate with differential expression of *abd-A* and *Abd-B.* (**A**–**D**) Whole larvae images of (**A**) *w*^*1118*^, (**B**) +; *Axn*^*127*^, (**C**) *+; SREBP-Gal4/+*, and (**D**) *UAS-Axn*^*RNAi*^*/+; SREBP-Gal4/+*, showing transparency in the abdominal region upon activation of Wnt signaling. Scale bar in (**D**) applies to images shown in (**A**–**D**): 1.0 mm. (**E**–**H**) Representative confocal images of larval adipocytes from indicated genotypes, stained with DAPI (blue), BODIPY (green), and Phalloidin (Phall, red). Occasional large adipocytes are marked with asterisks (*). Genotypes: (**E**–**E’**) *w*^*1118*^, (**F**–**F’**) +; *Axn*^*127*^ (**G**– **G’**) *+; SREBP-Gal4/+*, and (**H**–**H’**) *UAS-Axn*^*RNAi*^*/+; SREBP-Gal4/+*. Scale bar in (**F’**) applies to images shown in (**E**–**E’**) to (**H**–**H’**): 10 μm. (**I**) Common pathways differentially regulated between the thoracic and abdominal regions of fat body dissected from ‘*dCg-Gal4/+;+*’ larvae (*n* = 3, independent biological repeats). (**J**) Expression patterns of 17 genetic factors categorized under ‘Developmental proteins’. *abd-A* and *Abd-B* show significantly higher expression levels in the abdominal region (‘WT-Ab’) of larval fat body compared to the thoracic region (‘WT-Th’). (**K**, **L**) HCR RNA-FISH imaging of *abd-A* (green) and *Abd-B* (orange) mRNA transcripts in larval adipocytes dissected from ‘*dCg-Gal4/+;+*’ control larvae. Scale bar in (**K”**) applies to images shown in (**K**, **L**): 10 μm. (**M**–**P**) Expression pattern of endogenously EGFP-tagged Abd-A and Abd-B in the larval fat body. Genotypes: (**M**–**M’**, **N**–**N’**) ‘*+; abd-A*^*EGFP*^*/+*’ and (**O**–**O’**, **P**–**P’**) ‘*+; Abd-B*^*EGFP*^’. Adipocytes that do not exhibit *abd-A* expression are marked with ‘<’. Scale bar in (**P’**) applies to images shown in (**M**–**M’**) to (**P**–**P’**): 20 μm. Source data are available online for this figure.

Using the GAL4-UAS system to activate Wnt signaling in the larval fat body, we consistently observed similar regional differences. Depleting *Axn* with fat body-specific Gal4 drivers, such as *SREBP-Gal4* (Fig. 1C vs. Fig. 1D; Appendix Fig. S1A vs. Appendix Fig. S1B), *dCg-Gal4* (Appendix Fig. S1D vs. Appendix Fig. S1E), and *r4-Gal4* (Appendix Fig. S1F vs. Appendix Fig. S1G), caused defects in the abdominal fat body, but left the thoracic region unaffected. Similarly, depleting *slmb* (*supernumerary limbs*, which encodes an E3 ubiquitin ligase responsible for degrading Armadillo/Arm, the β-catenin homolog) (Jiang and Struhl, 1998), activated Wnt signaling and disrupted lipid metabolism in abdominal adipocytes, while sparing the thoracic adipocytes mostly unaffected (Appendix Fig. S1C vs. Appendix Fig. S1A). These observations suggest that the regional differences observed are not caused by unrelated lesions on the *Axn*^*127*^ chromosome or by random variegations of the Gal4-UAS system.

At the cellular level, larval adipocytes from both thoracic and abdominal regions in *w*^*1118*^ (Fig. 1E,E’) and *SREBP-Gal4* heterozygous controls (Fig. 1G,G’) were uniformly sized and shaped. In contrast, in *Axn*^*127*^ homozygotes or *Axn*-depleted larvae, lipid accumulation was markedly reduced in the abdominal region compared to the thoracic region (Fig. 1F’ vs. Fig. 1F; Fig. 1H’ vs. Fig. 1H). The activation of Wnt signaling is stronger in *Axn*^*127*^ larvae than in *Axn*^*RNAi*^ larvae, resulting in a more substantial decrease in average adipocyte size in *Axn*^*127*^ (Appendix Fig. S2A). These effects are evident when we repeat the quantifications by considering only the Wnt-active small adipocyte population (Appendix Fig. S2B). While thoracic adipocytes remained uniform in size (Fig. 1F,H), abdominal adipocytes were predominantly smaller, with occasional large cells interspersed (Fig. 1F’,H’). These observations reveal distinct responses of thoracic and abdominal adipocytes to active Wnt signaling.

The large size of larval adipocytes and their abundant lipid droplets make single-cell RNA-seq analysis difficult. 

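Regional transcript levels were taken from the gene counts the authors deposited for 12 libraries of 4 groups, with 3 libraries per group: thoracic control (WT-Th), abdominal control (WT-Ab), thoracic Axn knockdown (Axn-Th) and abdominal Axn knockdown (Axn-Ab). Totals ran from 4165651 to 5667594 counts in WT-Th and from 4604001 to 5495543 in WT-Ab. Counts were scaled with trimmed-mean factors and fitted for all 4 groups together in edgeR. Quasi-likelihood tests with Benjamini-Hochberg adjustment over the 8594 tested genes gave the adjusted p values below 0.05 that were called. Levels as CPM, counts scaled to the effective library size, are given as mean and SD with n = 3, and log2 fold changes with their standard error (SE). In WT-Ab against WT-Th, 28 genes were higher and 28 lower. DESeq2 called 70 and 76 on the same counts, and leaving out any 1 of the 6 libraries left 10 to 15 higher and 11 to 13 lower. With replicate number as a block, 16 and 17 were called. Without adjustment the counts were 422 and 400. The groups' CPM values did not overlap for 16.0% of genes. By chance 10% would be reached if the 6 libraries were exchangeable, which leaves a possible pairing by number out of account. In counts simulated from these libraries, 12.9% of genes planted with a 2-fold change and 86.0% of those with a 4-fold change were recovered, so a short list of calls did not exclude many smaller regional differences.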

To analyze the differences between thoracic and abdominal adipocytes, we performed transcriptomic analysis on dissected fat body regions from control ‘*dCg-Gal4/+; +*’ animals (Appendix Fig. S1D,H). 

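Regional differences were also tested on lists of named pathway members, since the category memberships behind the clustering were not analysed here. With camera at a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 16 lists, 3 passed between WT-Ab and WT-Th. The glycolysis and gluconeogenesis list was higher in WT-Ab (median log2 fold change 0.61, adjusted p = 2.9e-06). The Toll and Imd list was lower (median -0.49, adjusted p = 8.7e-07), and so was the Hippo list (median -0.35, adjusted p = 0.00128). None of these 3 held under fry (adjusted p = 0.159) or when the correlation was estimated from the data. Among called genes with a mean of at least 5 CPM and no overlap between the groups, the largest falls in WT-Ab were bi (FBgn0000179, X, 4412856 to 4485647, BDGP6; 2 counts over WT-Ab and 235 over WT-Th, ratio 117, 95% interval 32.1 to 974) and Had2 (FBgn0033949, 2R, 14629910 to 14631023; log2 fold change -4.96, SE 0.452). The largest rises under the same limits were meep (FBgn0063667, 3L, 1201871 to 1203036; 3.98, SE 0.747) and CG9270 (FBgn0032908, 2L, 20929456 to 20934113; 3.65, SE 0.469). CG9270 overlaps CR33319 on the other strand, and the strand used in counting is not stated, so its level is uncertain. meep kept its call in 1 of 6 fits with a library left out, that without WT-Th replicate 3, and not with replicate number as a block (adjusted p = 0.0838).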

Differential gene expression and pathway analysis identified significant differences in biological processes such as ‘hydrolase,’ ‘plasma membrane,’ ‘nucleotide binding,’ and ‘developmental proteins’ (Fig. 1I). Within the ‘developmental proteins’ category, 10 out of 17 genes showed significantly higher expression in the abdominal adipocytes (Fig. 1J). Five of these genes (*piwi*, *vas*, *spn-E*, *croc*, and *Fas2*) are expressed in gonads (Tu et al, 2020), likely reflect the presence of embedded primordial gonads in the abdominal fat body and were therefore excluded from further analyses. Additionally, depleting or overexpressing *drm* (*drumstick*), *odd* (*odd skipped*), and *Wnt4* (Appendix Fig. S3) did not affect fat accumulation or adipocyte size. 

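Of the 17 genes in this list, 16 had enough counts for the test, and 10 of them were higher in WT-Ab and 6 lower. With Benjamini-Hochberg adjustment over all genes (edgeR quasi-likelihood test), 6 of the 10 were called: Wnt4, piwi, abd-A, croc, Fas2 and spn-E. Adjusted over the list alone, all 10 higher and all 6 lower genes passed, but the list was chosen by the study on these same samples, so this count is not independent evidence. DESeq2 over all genes called 8 higher, and the fit with replicate number as a block called 4, without croc and spn-E. Wnt4 (FBgn0010453, 2L, 7255419 to 7277171, BDGP6) had 59 counts over WT-Ab and 0 over WT-Th, at least 19.7-fold, and its fitted log2 fold change of 8.10 depends on the prior count. The genes odd (28 counts against 2, ratio 14.0, 95% interval 3.54 to 121) and drm (log2 fold change 3.04, SE 0.678, adjusted p = 0.102) were higher without passing over all genes. drm passed with DESeq2 (adjusted p = 0.00107) and, among edgeR fits with 1 library left out, only without WT-Th replicate 1 (4.81, adjusted p = 0.0199). Toll-7 (-1.67, SE 0.180), Ten-m (-1.68, SE 0.192) and hth (-1.29, SE 0.167) were called lower in WT-Ab. Ten-m shares bases with lncRNA:CR45962 on its own strand and hth with asRNA:CR44018 on the other strand, so both levels are uncertain. vg was left out by the count filter, with 25 counts over WT-Th and 0 over WT-Ab, at least 8.32-fold lower.

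**Figure D1:**
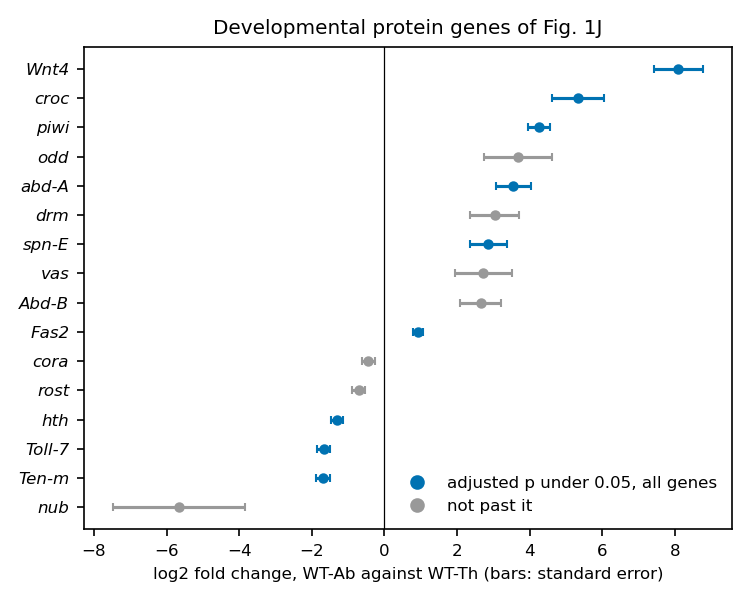
Log2 fold change and standard error for the 16 tested developmental genes in WT-Ab against WT-Th (edgeR). Blue, adjusted p below 0.05 over all genes; grey, not. The fitted values of Wnt4, croc, odd and nub depend on the prior count.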

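Each of the 5 genes set aside as gonadal had few counts or a small change. piwi (FBgn0004872, 2L, 10982205 to 10987420, BDGP6) rose from 0.362 ± 0.122 CPM in WT-Th to 7.47 ± 0.921 CPM in WT-Ab (mean ± SD, n = 3; log2 fold change 4.27, SE 0.304, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 1.3e-04). croc (FBgn0014143, 3L, 21474133 to 21476479) had 49 counts over WT-Ab and 1 over WT-Th, a ratio of 49.1 (95% interval 8.41 to 1978). spn-E (FBgn0003483, 3R, 15837419 to 15844415) rose by 2.87 (SE 0.506, adjusted p = 0.0311) and Fas2 (FBgn0000635, X, 4132887 to 4206093) by 0.92 (SE 0.145, adjusted p = 0.0201). vas (FBgn0283442, 2L, 15061656 to 15074311) rose by 2.73 (SE 0.782, adjusted p = 0.245). These calls were not stable: croc kept its call in 2 of 6 fits with 1 library left out, spn-E in 1 (without WT-Th replicate 3) and Fas2 in 1 (without WT-Ab replicate 3). With replicate number as a block, croc (adjusted p = 0.0678) and spn-E (0.0631) did not pass. piwi overlaps SCAR on the other strand and vas overlaps solo on its own strand, so their levels are uncertain. A list of gonad genes was higher in WT-Ab (camera, median log2 fold change 1.92, adjusted p = 2.2e-06; fry, 8.7e-05; estimated correlation, 0.0178). Without the genes the study names, the same list did not pass (adjusted p = 0.130). The paper proposes that these transcripts likely came from primordial gonads within the abdominal fat body. The rise of piwi recurred with Axn knocked down, from Axn-Th to Axn-Ab (4.56, SE 0.269, adjusted p = 2.1e-05). Summed over the gonad list, levels were 5.74 ± 2.68 CPM in Axn-Th and 36.6 ± 1.14 CPM in Axn-Ab (SD, n = 3). That sum includes genes the study names.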

Wnt4 is known to antagonize Wg/Wnt1 signaling in the ventral ectoderm of *Drosophila* embryos and suppress Wg-induced axis formation in *Xenopus* embryos (Gieseler et al, 1999). Therefore, these genes were also excluded from further analyses.

To validate the purity of our RNA-Seq datasets, we cross-referenced our data with nine genes known to be enriched in the larval intestine, as reported in the FlyAtlas2 database (https://flyatlas.gla.ac.uk/FlyAtlas2/index.html): *CG16723*, *Muc68E*, *CG18404*, *Bace*, *CG43187*, *LManIII*, *CG6996*, *CG43348*, and *Mip*. As shown in Appendix Fig. S4A,B, these genes were undetectable or barely detectable in our RNA-seq analyses of dissected fat bodies due to extremely low counts. In contrast, the expression of typical adipocyte-enriched genes, including *FASN1*, *Lsd-1*, *Lsd-2*, and *whd*, was robust and consistent, indicating minimal intestinal contamination and confirming the high purity of our samples.

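In the 3 dCg/+ libraries the paper used, Muc68E had 0, 0 and 4 counts, Bace 4, 0 and 0, CG43187 2, 0 and 0, and LManIII 0, 2 and 0. The other 5 genes had 0 in each, against totals of 11685086 to 18802174 counts. The dCg/+ library left out by the study, replicate 4, had 2 counts for Muc68E and 0 for the rest. Over the 3 WT-Th and the 3 WT-Ab libraries, the sums were 18 and 1 for Muc68E, 8 and 2 for Bace, 4 and 4 for CG43187, 2 and 1 for LManIII, 3 and 0 for CG43348, 1 and 0 for CG16723, and 0 and 2 for CG6996. CG18404 and Mip had 0 in both groups. CG6996 overlaps asRNA:CR32224 on the other strand, so its counts are uncertain. Summed over the 9 genes, WT-Th libraries held 1.38, 5.77 and 2.48 normalized CPM and WT-Ab libraries 0.281, 1.03 and 1.48. The 4 AiBi libraries held 2.08 to 33.8 and the 3 Axn-Ab libraries 2.89 to 11.1. LManIII (FBgn0032066, 2L, 8765273 to 8768710, BDGP6) reached 826 counts in AiBi replicate 1, which the study left out, and 4, 14 and 2 in AiBi replicates 2 to 4. Muc68E had 41, 12 and 56 counts in the 3 Axn-Ab libraries and 1 over Axn-Th.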

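Typical adipocyte genes stood far above these counts. By total counts, FASN1 (FBgn0283427, 2L, 3056598 to 3068177, BDGP6) had 587 ± 104 CPM in WT-Th, 907 ± 287 CPM in WT-Ab and 795 ± 179 CPM in dCg/+ (mean ± SD, n = 3). Lsd-1 (FBgn0039114, 3R, 23763857 to 23766662) had 658 ± 12.1 CPM in WT-Th and 999 ± 287 CPM in WT-Ab (SD, n = 3). Lsd-2 (FBgn0030608, X, 15069127 to 15076220) had 307 ± 22.5 and 242 ± 21.7 CPM (SD, n = 3), and whd (FBgn0261862, 2R, 10469473 to 10478567) had 377 ± 38.03 and 301 ± 64.6 CPM (SD, n = 3). None of these 4 passed between WT-Ab and WT-Th by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p = 0.651, 0.611, 0.562 and 0.611). That does not show equal levels, since in simulation 12.9% of planted 2-fold changes were recovered in this comparison. Lsd-1 overlaps CG10214, and whd overlaps CG11777 and asRNA:CR45134, all on the other strand, so their levels are uncertain. The paper concludes from the pair of observations that intestinal carry-over was small. The midgut genes bear on carry-over from the midgut alone. A list of 28 midgut digestive enzyme genes, added after the counts were seen, held far more. It summed to 1098 ± 637 normalized CPM in WT-Th and 898 ± 851 in WT-Ab (SD, n = 3), and to 290 ± 108 in dCg/+ (SD, n = 4). Whether the fat body makes some of these RNAs was not tested, so the low counts above do not rule out midgut RNA. A wing imaginal disc list was lower in WT-Ab (camera, median log2 fold change -2.68, adjusted p = 0.00112) but did not pass when WT-Th replicate 1 was left out (median -0.69, adjusted p = 0.148).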

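Both Hox genes had low counts in the thorax. abd-A (FBgn0000014, 3R, 16807214 to 16830049, BDGP6) had 5.07 ± 1.05 CPM in WT-Th and 59.9 ± 10.0 CPM in WT-Ab (mean ± SD, n = 3; log2 fold change 3.56, SE 0.479, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.00711). Left-out fits gave 3.40 to 3.68, and the call was lost only without WT-Th replicate 1 (adjusted p = 0.0552). Abd-B (FBgn0000015, 3R, 16927212 to 16972236) had 1 to 4 counts per WT-Th library and 10 to 19 per WT-Ab library. Its log2 fold change of 2.65 (SE 0.573) did not pass over all genes (adjusted p = 0.0835). It passed with DESeq2 (2.69, adjusted p = 0.0253) and in none of the 6 fits with 1 library left out, over which it ran from 2.30 to 3.17. Over the 16 tested developmental genes alone its adjusted p was 0.00125. Ubx (FBgn0003944, 3R, 16656623 to 16734426) rose by 2.28 (SE 0.948, adjusted p = 0.483).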

Given their established roles in specifying regions along the anteroposterior axis, we focused on the homeobox genes *abd-A* and *Abd-B* (Fig. 1J), which encode two of the three members of the Bithorax Complex (BX-C) (Bender, 2020; Gehring et al, 2009; Maeda and Karch, 2006). Using multiplexed HCR RNA-FISH (hybridization chain reaction RNA fluorescence in situ hybridization) imaging technology (Choi et al, 2018), we confirmed that *abd-A* and *Abd-B* mRNAs are specifically expressed in abdominal adipocytes (Fig. 1L–L”), but not thoracic adipocytes (Fig. 1K–K”) of wild-type larvae, consistent with our RNA-seq data. This spatial expression pattern is also consistent with previous reports of BX-C protein expression in the abdominal fat body (Marchetti et al, 2003). However, immunostaining for BX-C proteins in larval adipocytes has yielded inconsistent results (Banreti et al, 2014; Duffraisse et al, 2020; Marchetti et al, 2003). To overcome this limitation, we used CRISPR-generated EGFP-tagged endogenous BX-C lines, which enabled more sensitive and specific detection.

To examine Ubx expression in the fat body, we used a CRISPR-Cas9-generated EGFP-tagged Ubx line (Domsch et al, 2019). Ubx^EGFP^ fusion proteins were readily detected in the haltere discs of both early L3 pre-wandering and L3 wandering larvae (Appendix Fig. S5DA–A’,D–D’) (Domsch et al, 2019). However, no Ubx^EGFP^ signal was observed in the fat body at either stage (Appendix Fig. S5B–C’,E–F’). Similarly, we detected no discernible Ubx^EGFP^ expression in the ovaries during either the pre-wandering or wandering stages (Appendix Fig. S5G–H’), and only a weak signal in the testes during the pre-wandering stages (Appendix Fig. S5I–J’).

To further analyze Abd-A and Abd-B expression, we used CRISPR-Cas9 to genetically tag their endogenous loci with EGFP. The design of this strategy is illustrated in Appendix Fig. S6, and both transgenic lines were validated by sequencing (see “Methods” for details). Endogenous Abd-A^EGFP^ (Fig. 1M,M’ vs. Fig. 1N,N’) and Abd-B^EGFP^ (Fig. 1O,O’ vs. Fig. 1P,P’) were detected in the nuclei of abdominal adipocytes but not in thoracic adipocytes. Both Abd-A^EGFP^ and Abd-B^EGFP^ proteins were also expressed in subsets of cells within the ovaries and testes during the pre-wandering and wandering larval stages (Appendix Fig. S7). Interestingly, expression of these proteins in abdominal adipocytes was heterogeneous, with sporadic cells lacking detectable levels (Fig. 1N’,P’). Together, these observations confirm that endogenous *abd-A* and *Abd-B* are specifically expressed in abdominal, but not thoracic, adipocytes.

To analyze the role of BX-C proteins in larval adipocytes, we generated transgenic RNAi lines using the pNP vector (Qiao et al, 2018), which allows simultaneous depletion of multiple BX-C members. These transgenic RNAi lines were validated by sequencing (Appendix Fig. S8A) and further confirmed by RNA-seq analysis (see below in Fig. 3B). 

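In the RNA counts, abd-A in AiBi stood at 58.2% of dCg/+ and Abd-B at 53.2%, a reduction of 41.8% and 46.8%. Scaled by total counts, the reductions were 21.1% and 27.8%. Both genes were targeted by 1 construct. The sample records name fat body without a region, while a legend of the supplement names the abdominal fat body. The RNAi lines for single genes were not analysed here.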

Simultaneous depletion of Abd-A and Abd-B in larval adipocytes delayed the larval-pupal transition by one day, whereas individual depletion had weaker effects (Appendix Fig. S9). Depleting all three *BX-C* genes led to similar effects to co-depletion of Abd-A and Abd-B (Appendix Fig. S9), indicating that Ubx plays little role in this process. This observation is consistent with the undetectable levels of Ubx^EGFP^ in larval adipocytes (Appendix Fig. S5). Based on these observations, we focused our subsequent analyses on the role of Abd-A and Abd-B.

### Differential expression of Abd-A and Abd-B defines region-specific Wnt regulation of lipid metabolism

The region-specific effects of Wnt signaling on lipid accumulation, along with the expression of Abd-A and Abd-B in abdominal adipocytes, prompted us to investigate their potential interplay in shaping adipocyte heterogeneity (Fig. 2A). To test whether altering Abd-A and Abd-B levels modulates lipid metabolism, potentially in synergy with Wnt signaling, we examined whether ectopic expression of *abd-A* or *Abd-B* in thoracic adipocytes, combined with *Axn* depletion, could recapitulate the lipid accumulation defects observed in abdominal adipocytes. In the control (*Axn* depletion), fat accumulation was reduced in most adipocytes, consistent with previous findings (Liu et al, 2024), with occasional large adipocytes interspersed (Fig. 2C’ vs. Fig. 2B’). In contrast, thoracic adipocytes remain unaffected (Fig. 2C vs. Fig. 2B). However, ectopic expression of *abd-A* (Fig. 2E,E’) or *Abd-B* (Fig. 2G,G’) in the *Axn*-depleted background induced heterogeneity in thoracic adipocytes, mimicking the phenotypes of abdominal adipocytes with active Wnt signaling. In contrast, ectopic expression of *abd-A* alone (Fig. 2D,D’) or *Abd-B* alone (Fig. 2F,F’) did not affect adipocyte size or cellular homogeneity compared to the control (Fig. 2B,B’). These results suggest that ectopic expression of Abd-A or Abd-B in thoracic adipocytes amplifies Wnt signaling-induced adipocyte defects, indicating they act as key modulators of Wnt signaling effects in larval adipocytes.

**Figure 2:**
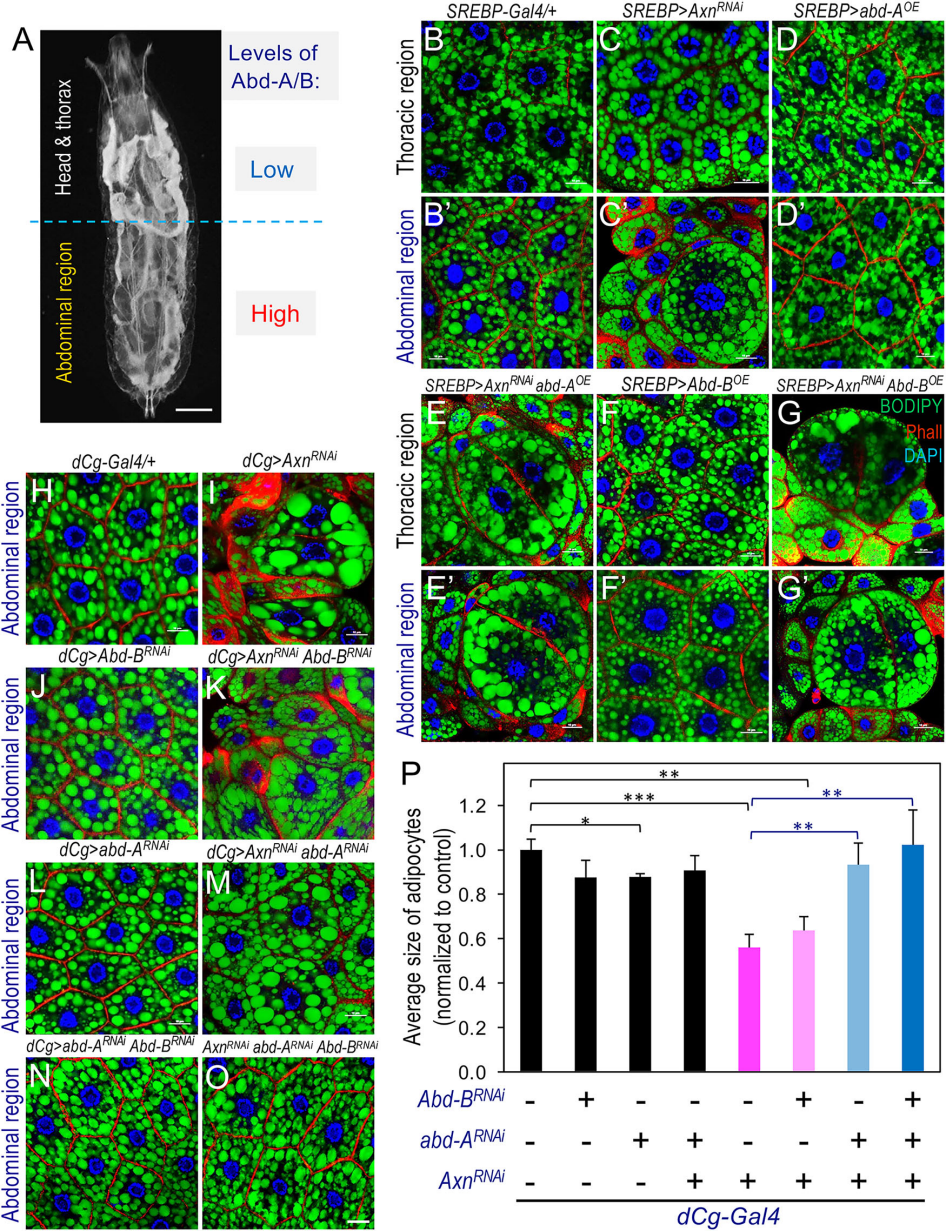
Differential expression of *abd-A* and *Abd-B* determines region-specific activation of Wnt signaling in larval adipose tissue. (**A**) Schematic diagram illustrating the transparency observed in the abdominal region of larval fat body upon activation of Wnt signaling and the relative abundance of Abd-A and Abd-B in larval adipose tissue. Scale bar: 0.5 mm. (**B**–**G**) Representative confocal images of larval adipocytes from the thoracic region (**B**–**G**) and the abdominal region (**B’**–**G’**) of the larval fat body. Genotypes are as follows: (**B**– **B’**) *+/+; SREBP-Gal4/+*; (**C**–**C’**) *UAS-Axn*^*RNAi*^*/+; SREBP-Gal4/+*; (**D**–**D’**) *UAS-Abd-A*^*+*^*/* + *; SREBP-Gal4/+* (OE: overexpression); (**E**–**E’**) *UAS-Abd-A*^*+*^*/UAS-Axn*^*RNAi*^*; SREBP-Gal4/+*; (**F**–**F’**) *UAS-Abd-B*^*+*^*/* + *; SREBP-Gal4/+*; and (**G**–**G’**) *UAS-Abd-B*^*+*^*/UAS-Axn*^*RNAi*^*; SREBP-Gal4/+*. (**H**–**O**) Confocal images of abdominal adipocytes showing significant rescue of adipocyte defects upon depleting *abd-A*, *Abd-B*, or both. Genotypes are as follows: (**H**) *dCg-Gal4/+; +*; (**I**) *dCg-Gal4/UAS-Axn*^*RNAi*^*; +*; (**J**) *dCg-Gal4/+; UAS-Abd-B*^*RNAi*^*/+*; (**K**) *dCg-Gal4/UAS-Axn*^*RNAi*^*; UAS-Abd-B*^*RNAi*^*/+*; (**L**) *dCg-Gal4/+; UAS-Abd-A*^*RNAi*^*/+*; (**M**) *dCg-Gal4/UAS-Axn*^*RNAi*^*; UAS-Abd-A*^*RNAi*^*/+*; (**N**) *dCg-Gal4/+; UAS-Abd-A*^*RNAi*^*/UAS-Abd-B*^*RNAi*^; and (**O**) *dCg-Gal4/UAS-Axn*^*RNAi*^*; UAS-Abd-A*^*RNAi*^*/UAS-Abd-B*^*RNAi*^. (**P**) Quantification of adipocyte sizes shown in (**H**–**O**) (*n* = 3 independent biological replicates, and 3–10 cells were measured in each repeat). Scale bar in (**O**) applies to all images from (**B**–**B’**) to (**O**) in this figure: 10 μm. Data are presented as mean ± SD (comparing with *dCg/+*: *P = 0.0137; **P = 1.438E-03; ***P = 6.179E-04; comparing with *dCg/Axn*^*RNAi*^ and [*dCg/Axn*^*RNAi*^*+Abd-A*^*RNAi*^]: **P = 4.903E-03; *dCg/Axn*^*RNAi*^ and [*dCg/Axn*^*RNAi*^*+Abd-A*^*RNAi*^*/Abd-B*^*RNAi*^]: **P = 8.817E-03; based on one-tailed unpaired *t* tests because our experimental model is based on well-defined directional predictions regarding Wnt signaling outcomes). Source data are available online for this figure.

If Wnt signaling-induced adipocyte heterogeneity in the abdominal region depends on Abd-A or Abd-B, we hypothesized that co-depletion of Axn and Abd-A (or Abd-B) would alleviate the adipocyte defects caused by elevated Wnt signaling in this region. Indeed, co-depletion of *Axn* and *abd-A* resulted in more uniform abdominal adipocytes compared to *Axn* depletion alone (Fig. 2M vs. Fig. 2I). Knocking down *Abd-B* also reduced adipocyte heterogeneity (Fig. 2K vs. Fig. 2I), though less effectively than *abd-A* depletion (Fig. 2K vs. Fig. 2M). Simultaneous depletion of *abd-A*, *Abd-B*, and *Axn* robustly suppressed adipocyte heterogeneity (Fig. 2O vs. Fig. 2I, quantified in Fig. 2P and Appendix Fig. S10A), suggesting partial redundancy between *abd-A* and *Abd-B*. In controls, individual or combined *abd-A* and *Abd-B* depletion had no obvious effect (Fig. 2L,J,N). Additionally, the transparency observed in *Axn-*depleted larvae was partially rescued by co-depletion of *abd-A* and markedly rescued when both *abd-A* and *Abd-B* were depleted (Appendix Fig. S12). These observations support the crucial roles of Abd-A and Abd-B in modulating Wnt signaling-induced fat body defects and adipocyte heterogeneity.

To further validate the interplay between Abd-A/Abd-B and Wnt signaling, we simultaneously depleted *abd-A* and *Abd-B* in the larval fat body. Depletion of *abd-A* in the context of active Wnt signaling (Appendix Fig. S8F) significantly reversed the fat body defects observed with *Axn* depletion alone (Appendix Fig. S8E). This rescue effect was even more pronounced when both *abd-A* and *Abd-B* were co-depleted (Appendix Fig. S8G vs. Appendix Fig. S8E). Additionally, we observed that Wnt-derived low TG accumulation levels are partially rescued upon concomitant depletion of *abd-A* and *Abd-B* (Appendix Fig. S10B). In contrast, depletions of *abd-A* alone (Appendix Fig. S8C) or combined *abd-A*/*Abd-B* depletion without Wnt activation (Appendix Fig. S8D) had no detectable effect on adipocyte heterogeneity. Taken together, these observations establish a causal relationship between BX-C proteins and Wnt signaling in regulating lipid homeostasis in larval adipocytes.

### Effects of Abd-A and Abd-B depletion on lipid metabolism-related gene expression in larval adipocytes

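For fat body recorded without a region, gene counts of 4 dCg/+ and 4 AiBi libraries were deposited. The authors state that dCg/+ replicate 4 and AiBi replicate 1 were excluded after principal component analysis. The 6 remaining libraries were used first, with all 8 given beside them. In the 6, totals ran from 11685086 to 18802174 counts in dCg/+ and from 16736546 to 23314510 in AiBi, and 8528 genes were tested. Between 70.8% and 77.9% of nonzero counts in this table were even numbers, as when both mates of a read pair are counted, against 45.6% to 47.4% in the regional table. On the first principal component of all 8 libraries (64.5% of variance), the excluded dCg/+ replicate 4 lay at -46.3, within the range of its group (-59.6 to -37.6). The excluded AiBi replicate 1 lay at 67.4, with the other AiBi libraries at 35.5 to 45.4. On the second component (11.3%), dCg/+ replicate 4 lay at 39.6 and the other dCg/+ libraries at -33.3 to 1.36.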

To systematically identify the target genes of Abd-A and Abd-B in larval adipocytes, we performed RNA-Seq analyses on dissected larval fat bodies with both proteins depleted (genotype: “*dCg-Gal4/pNP-abdA-AbdB*^*RNAi*^*;+*”; abbreviated as ‘*AiBi*’). Depletion efficiencies were further validated through RT-qPCR analysis (Appendix Fig. S11A,B). 

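With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 1525 genes were higher and 1382 lower in AiBi over the 6 libraries, and 1761 and 1600 over all 8. Of the calls from 6 libraries, 2651 of 2896 tested in both fits were kept with all 8. Scaling by total counts gave 3617 higher and 331 lower, and requiring an absolute log2 fold change of at least 1 left 1003 and 239. Fits with 1 library left out gave 1071 to 1373 higher and 835 to 1265 lower, with 897 lower without AiBi replicate 2 and 835 without AiBi replicate 3. CPM values did not overlap between the groups for 50.2% of genes, with 10% reached by chance. In simulation, 39.1% of planted 2-fold changes and 83.6% of 4-fold changes were recovered. The simulated fit called 87 genes, far fewer than the data. Fewer calls make the adjusted threshold stricter, so these shares may be too low. Jig (FBgn0038239, 3R, 14560935 to 14561521, BDGP6) had 0 counts in dCg/+ and 276 to 1603 in AiBi libraries. Its 2163 summed counts, most of them from the library with 1603, put the rise at no less than 413-fold. CG13135 (FBgn0032184, 2L, 10122129 to 10122771) rose at least 381-fold from 0. Both bounds use the summed counts as deposited, not halved. The fitted changes of both genes depend on the prior count. CG14852 (FBgn0038242, 3R, 14565927 to 14566513), a neighbour of Jig, had 1563 counts against 1 (ratio 896, 95% interval 161 to 35423). The interval leaves out variation between libraries and takes each count as 1 independent read. CG14852 overlaps CG31313 on the other strand, so its level is uncertain. CG42827 (FBgn0262009, 3R, 23372924 to 23373600) had 2 counts over AiBi and 684 over dCg/+ (ratio 596, 95% interval 164 to 4935), and it was near absent from all knockdown libraries of both experiments. CG14567 fell by 4.03 (SE 0.237) and Cyp6d5 by 3.95 (SE 0.314).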

The analysis identified 1,734 significantly upregulated genes and 1249 downregulated genes. 

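Both targets were lower in AiBi, and neither was lost. abd-A (FBgn0000014, 3R, 16807214 to 16830049, BDGP6) had 82.2 ± 8.19 CPM in dCg/+ and 47.8 ± 1.41 CPM in AiBi (mean ± SD, n = 3; log2 fold change -0.78, SE 0.109, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.00210). Abd-B (FBgn0000015, 3R, 16927212 to 16972236) had 7.15 ± 0.486 and 3.78 ± 0.450 CPM (SD, n = 3; -0.91, SE 0.164, adjusted p = 0.00516). Both calls held in each fit with 1 library left out, from -0.86 to -0.72 for abd-A and from -0.98 to -0.82 for Abd-B. Over all 8 libraries the changes were -0.65 (SE 0.162, adjusted p = 0.0116) and -0.67 (SE 0.205, adjusted p = 0.0274). The excluded dCg/+ replicate 4 held 52.3 CPM of abd-A and 6.81 of Abd-B, and the excluded AiBi replicate 1 held 46.6 and 6.35, so for abd-A the excluded control library lay near the AiBi values. Scaled by total counts, Abd-B changed by -0.47 (adjusted p = 0.0567). Ubx (FBgn0003944, 3R, 16656623 to 16734426) changed by 0.13 (SE 0.281, adjusted p = 0.755) and Antp (FBgn0260642, 3R, 6896253 to 6999228) by -0.12 (SE 0.151, adjusted p = 0.572). Their signs changed under some alternatives, and Ubx stood at 2.79 ± 0.815 CPM in dCg/+ (SD, n = 3), so a modest change of Ubx was not excluded.

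**Figure D2:**
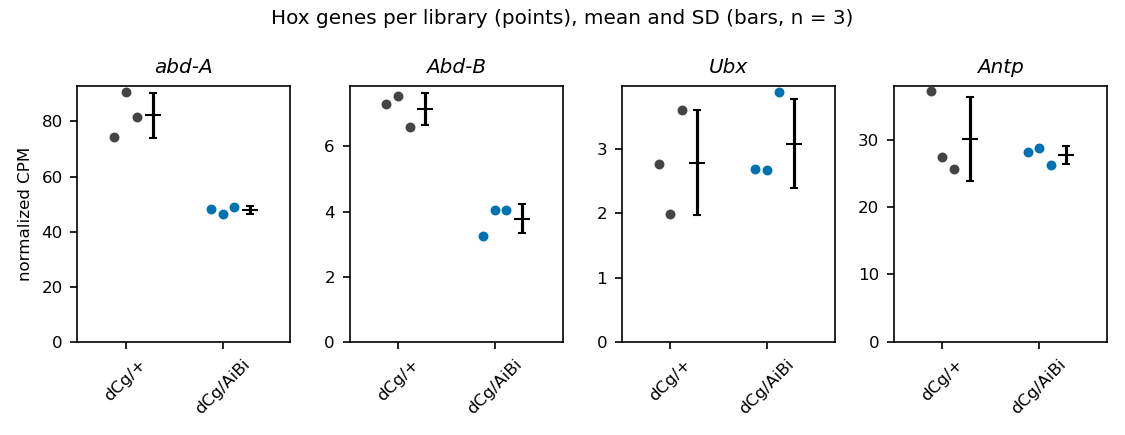
Normalized CPM of 4 Hox genes in the dCg/+ and AiBi libraries used by the paper. Points, libraries; bars, mean and SD, n = 3.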

As expected, both *abd-A* and *Abd-B* were downregulated, while other Hox genes like *Ubx* and *Antp* remained unaffected (Fig. 3B).

**Figure 3:**
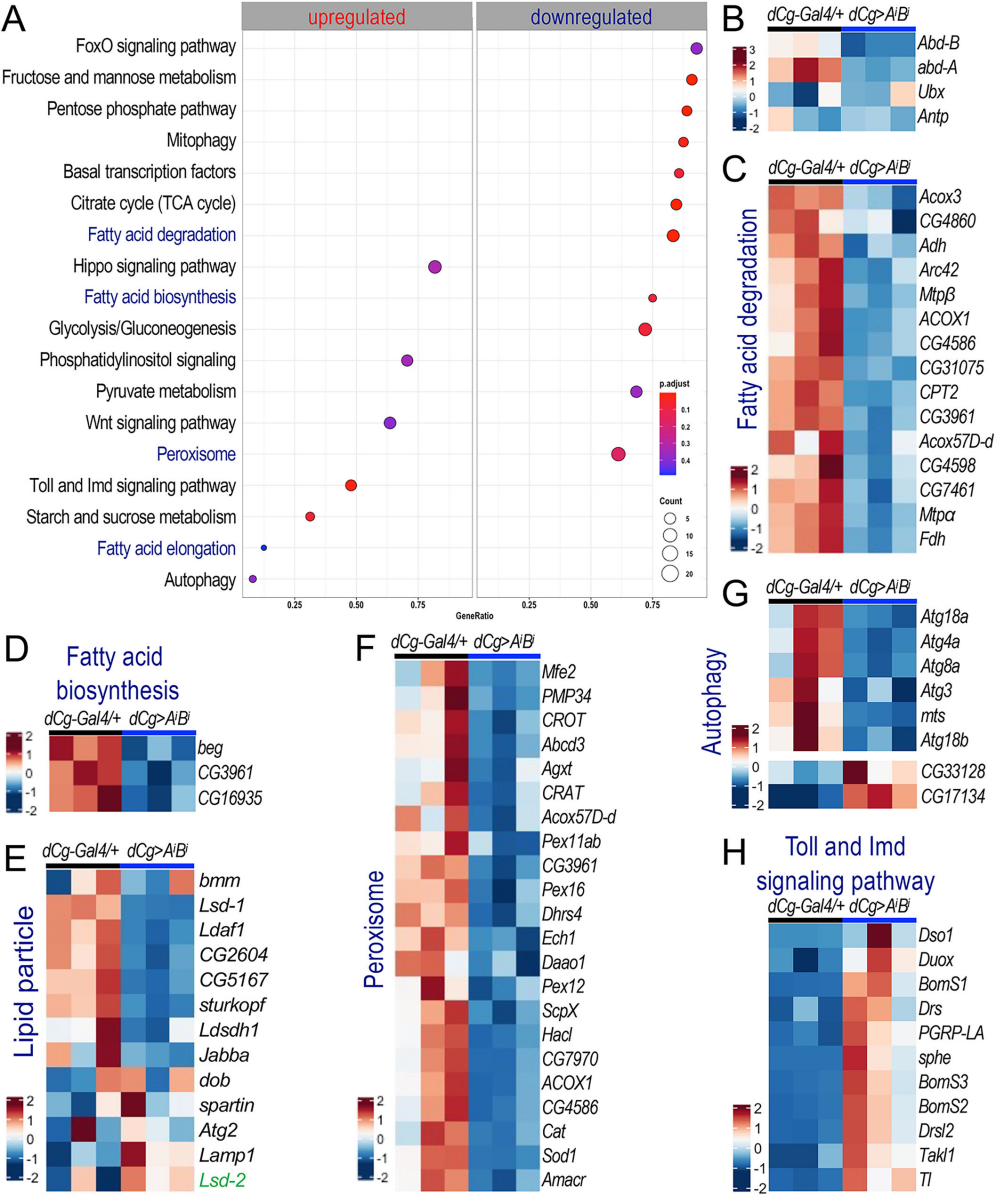
Effects of *abd-A* and *Abd-B* depletion in larval adipocytes on lipid metabolism-related gene expression. (**A**) Common pathways related to developmental signaling, lipid metabolism, and carbohydrate metabolism that are significantly altered in the larval fat body following the depletion of *abd-A* and *Abd-B* (p-value based on one-tailed unpaired *t* tests). (**B**) Heatmap showing the mRNA levels of *Abd-B*, *abd-A, Ubx*, and *Antp* in ‘*dCg-Gal4/+;+*’ (*dCg/+*) and ‘*dCg-Gal4/pNP-[abd-A Abd-B]*^*RNAi*^*/ +*’ (abbreviated as ‘*dCg/A*^*i*^*B*^*i*^’). (**C**–**H**) Heatmaps illustrating gene expression levels in various metabolic pathways: (**C**) ‘Fatty acid degradation’ pathway, (**D**) ‘Fatty acid biosynthesis’ pathway, (**E**) ‘Lipid particle’, (**F**) ‘Peroxisome’ pathway, (**G**) ‘Autophagy,’ and (**H**) ‘Toll and Imd signaling pathway’ (*n* = 3, independent biological repeats).

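Among lipid lists tested with camera over the 6 AiBi and dCg/+ libraries, the fatty acid degradation list moved most. All 19 members were lower in AiBi (median log2 fold change -0.59, adjusted p = 4.1e-06), and edgeR called 14 of them. The fatty acid biosynthesis list of 11 genes did not pass (median -0.13, adjusted p = 0.349), and none of its members was called. With all 8 libraries its median was -0.19 (adjusted p = 0.529). FASN1 changed by -0.12 (SE 0.221, adjusted p = 0.701) over the 6 libraries and by 0.26 (SE 0.296, adjusted p = 0.517) over all 8, where the excluded AiBi replicate 1 held 1866 CPM and the excluded dCg/+ replicate 4 held 918 CPM. bgm changed by 0.0036 (SE 0.315, adjusted p = 0.995). In contrast, CPT2 (FBgn0035383, 3L, 2981022 to 2983551, BDGP6) fell from 60.9 ± 2.56 to 40.8 ± 1.96 CPM (mean ± SD, n = 3; -0.58, SE 0.0971, adjusted p = 0.00402) and Acox3 (FBgn0031813, 2L, 6426724 to 6448403) from 230 ± 6.60 to 156.5 ± 17.3 CPM (SD, n = 3; -0.55, SE 0.112, adjusted p = 0.00794). All 8 lists that passed in AiBi also passed under fry, and none did when the inter-gene correlation was estimated from 6 libraries.

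**Figure D3:**
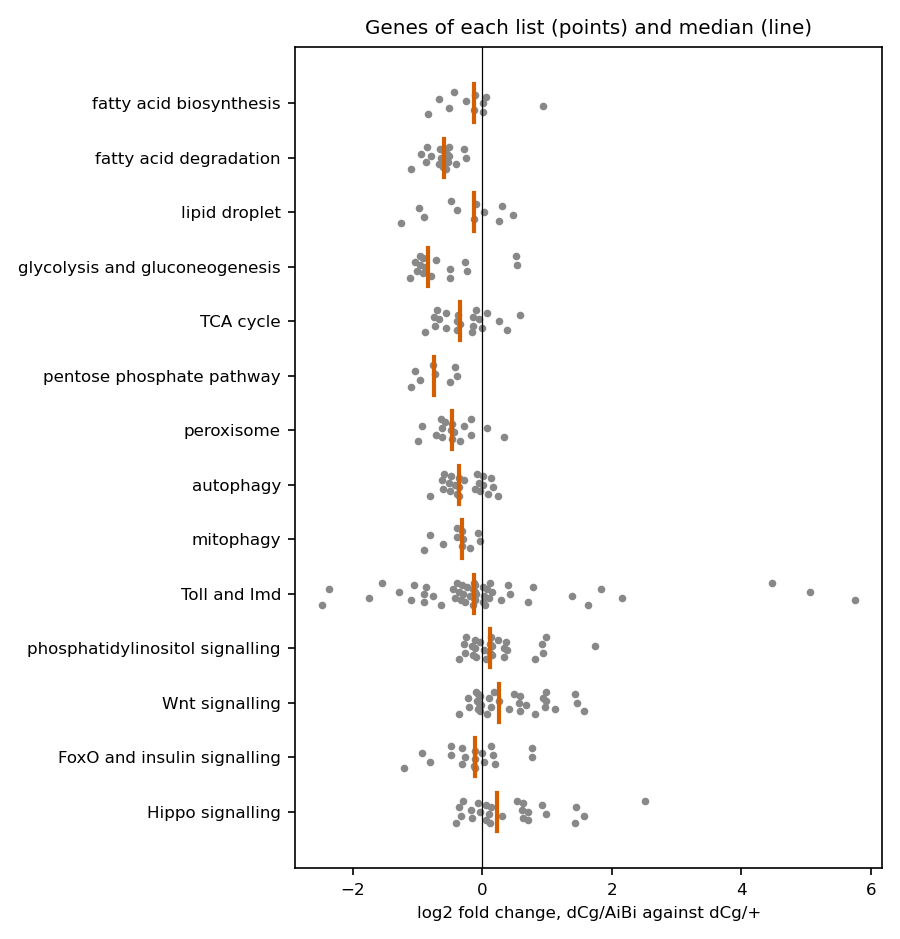
Log2 fold changes of the members of each pathway list in AiBi against dCg/+ over the 6 libraries used by the paper (edgeR). Points, genes; orange line, median.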

Pathway and Gene Ontology (GO) cluster analyses revealed signaificantly downregulated lipid metabolism-related pathways in the *AiBi* group, including ‘fatty acid metabolism’ (Appendix Fig. S13A), ‘fatty acid degradation’ (Fig. 3C), and ‘fatty acid biosynthesis’ (Fig. 3D). 

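The glycolysis and gluconeogenesis list of 16 genes had a median log2 fold change of -0.84 in AiBi (camera with Benjamini-Hochberg adjustment, adjusted p = 9.2e-04), and 11 members were called lower. For the TCA cycle, 17 of 21 members were lower (median -0.34, adjusted p = 0.0109; 9 called). The pentose phosphate list of 8 genes had a median of -0.75 (adjusted p = 0.0109; 4 called). The paper proposes that both homeobox genes regulate lipid and carbohydrate metabolism in larval adipocytes, and also states that AiBi delayed the larval-pupal transition by a day. Lists of other tissues were higher in AiBi (blood-cell genes, median 2.08, adjusted p = 6.2e-05, and muscle genes, median 1.27, adjusted p = 1.1e-05).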

Carbohydrate metabolism-related pathways, such as ‘glycolysis/gluconeogenesis’, ‘citrate cycle (TCA cycle)’, and the ‘pentose phosphate pathway’, were also downregulated (Fig. 3A). In addition, genes involved in lipid particle organization (Fig. 3E), peroxisomal metabolism (Fig. 3F), autophagy (Fig. 3G), and mitophagy (Appendix Fig. S13B) were significantly affected. 

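The peroxisome list was lower in AiBi (17 genes, median log2 fold change -0.48, camera with Benjamini-Hochberg adjustment, adjusted p = 0.00153; 10 called), and all 11 mitophagy genes fell (median -0.31, adjusted p = 0.0109; 4 called). The lipid droplet list did not pass with camera (median -0.12, adjusted p = 0.168; 1 called higher and 3 lower) and passed under fry (adjusted p = 0.0326). Lsd-1 (FBgn0039114, 3R, 23763857 to 23766662, BDGP6) accounted for its largest fall (-1.26, SE 0.0944, edgeR quasi-likelihood test, adjusted p = 2.6e-04) but overlaps CG10214 on the other strand, so its level is uncertain. With all 8 libraries Lsd-1 fell by 1.23 (SE 0.109), with 1890 CPM in the excluded dCg/+ replicate 4 and 872 in the excluded AiBi replicate 1. Lsd-2 (FBgn0030608, X, 15069127 to 15076220) changed by 0.26 (SE 0.145, adjusted p = 0.199).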

Notably, the depletion of *abd-A/Abd-B* reduced the expression of autophagy-related genes (Fig. 3G). This finding contrasts with previous reports that Hox proteins repress autophagy during the L3 wandering stage (Banreti et al, 2014; Duffraisse et al, 2020), potentially due to differences in larval staging. 

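The autophagy list of 23 genes had a median log2 fold change of -0.36 in AiBi (camera with Benjamini-Hochberg adjustment, adjusted p = 0.0165), with 6 members called lower by edgeR.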

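The Wnt list of 31 genes was higher over the 6 libraries (median log2 fold change 0.26, camera with Benjamini-Hochberg adjustment, adjusted p = 0.0257; 8 called higher) and over all 8 (median 0.38, adjusted p = 0.00884). The call was lost without dCg/+ replicate 3 (adjusted p = 0.0789). Hippo members had a median of 0.22 (adjusted p = 0.0638; fry, 0.0101; 10 called higher and 1 lower), and with all 8 libraries the Hippo list passed (median 0.46, adjusted p = 0.0269). The phosphatidylinositol list did not pass (median 0.12, adjusted p = 0.327; fry, 0.0326). For the 50 Toll and Imd genes the median was -0.13 and the mean 0.11, with 8 called higher and 4 lower, and the list did not pass (adjusted p = 0.868). FoxO members leaned lower (median -0.12, adjusted p = 0.150; 2 called higher and 5 lower). Of direct Wnt targets, Notum rose from 0.508 to 1.13 CPM (log2 fold change 1.12, SE 0.388, edgeR quasi-likelihood test, adjusted p = 0.0578) and over all 8 libraries by 0.95 (SE 0.329, adjusted p = 0.0453).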

Interestingly, the co-depletion of *abd-A* and *Abd-B* also upregulated several signaling pathways, including ‘Toll and Imd signaling’ (Fig. 3H), ‘phosphatidylinositol signaling’ (Appendix Fig. S13C), ‘Wnt signaling’ (Appendix Fig. S13D), ‘FoxO signaling’ (Appendix Fig. S13E), and ‘Hippo signaling’ (Appendix Fig. S13F). Moreover, genes involved in ‘imaginal disc-derived wing morphogenesis’ were also significantly affected (Appendix Fig. S13G). These findings reveal the multifaceted roles of *BX-C* genes in regulating lipid and carbohydrate metabolism, as well as developmental signaling pathways, in larval adipocytes.

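A list of wing imaginal disc genes, chosen here as a marker of disc tissue, was higher in AiBi (10 genes tested, median log2 fold change 1.496, camera with Benjamini-Hochberg adjustment, adjusted p = 0.0441; fry, 0.0215). edgeR called 5 members higher and 1 lower. Whether disc tissue was carried along or adipocytes changed cannot be told from bulk counts.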

### Abd-A and Abd-B modulate the expression of Wnt-activated target genes in larval adipocytes

Our genetic analyses revealed that co-depleting *abd-A* and *Abd-B* reversed the fat accumulation defects caused by active Wnt signaling in larval adipocytes (Fig. 2H–O). To explore the mechanism, we conducted RNA-seq analyses of the abdominal fat body from *Axn*-depleted larvae and controls (*dCg-Gal4/+;+*), as Wnt signaling-induced defects were confined to the abdominal region. 

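For the abdominal comparison, the 3 Axn-Ab libraries held 5822834 to 6952952 counts. With the fit of all 12 regional libraries (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), 1761 genes were higher and 1970 lower in Axn-Ab against WT-Ab. The scaling mattered most: trimmed-mean factors were 1.76 to 2.02 in Axn-Ab and 0.706 to 0.769 in WT-Ab, and scaling by total counts called 6403 higher and 552 lower. The 10 most abundant genes held 14.7% to 19.5% of counts in Axn-Ab and 45.9% to 51.0% in WT-Ab. A list of 6 abundant larval fat body genes fell in Axn-Ab (median log2 fold change -3.56, camera, adjusted p = 7.0e-05), from a summed 498679 ± 54679 to 46750 ± 13947 CPM (SD, n = 3). CPM values did not overlap for 59.0% of genes, with 10% reached by chance. In simulation, 13.6% of planted 2-fold and 54.2% of 4-fold changes were recovered. With 45 genes called there, far fewer than in the data, the adjusted threshold was stricter, so these shares may be too low. CG33093 (FBgn0053093, 3R, 22530694 to 22531922, BDGP6) had 0 counts in WT-Ab and rose at least 198-fold. CG18609 (FBgn0034382, 2R, 18742517 to 18743626) rose at least 55.7-fold and Cyp4p2 (FBgn0033395, 2R, 9237512 to 9239831) at least 51.5-fold, and their fitted changes depend on the prior count. CG42827 (FBgn0262009, 3R, 23372924 to 23373600) fell at least 611-fold, to 0 counts. Among called genes with a mean of at least 5 CPM and no overlap between the groups, the next largest falls were meep (-6.96, SE 0.860) and snRNA:U2:34ABa (-5.91, SE 0.292), a gene with near-identical copies whose reads cannot be assigned with certainty.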

Depletion efficiency of *Axn* was plotted based on RNA-Seq data (Appendix Fig. S11C). 

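Axn (FBgn0026597, 3R, 30022842 to 30035311, BDGP6) stood at 74.0% of WT-Ab in Axn-Ab: 12.5 ± 0.932 against 9.24 ± 1.78 CPM (mean ± SD, n = 3; log2 fold change -0.43, SE 0.170). The fall did not pass (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.0594). It ran from -0.59 to -0.37 in fits with 1 library left out and passed in 1, that without Axn-Ab replicate 2 (adjusted p = 0.0232). Scaled by total counts, Axn was higher in Axn-Ab (0.95, adjusted p = 0.0027), and with DESeq2 size factors it was lower as with trimmed-mean factors (-0.45, adjusted p = 0.0529). The direction in the abdomen therefore depended on whether a composition factor was used. In the thorax, Axn-Th stood at 51.4% of WT-Th (-0.96, SE 0.175, adjusted p = 0.00777). Axn overlaps ZIPIC and asRNA:CR44045 on the other strand, and reads of these genes may add to its count.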

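Among the 16 pathway lists, 13 passed in Axn-Ab against WT-Ab (camera with Benjamini-Hochberg adjustment), and all 13 also passed under fry. The Wnt list was higher (median log2 fold change 0.57, adjusted p = 0.00964; 14 called higher and 3 lower), though not once the genes named in the paper were removed (adjusted p = 0.0786). The fatty acid degradation list fell (19 of 19 lower, median -1.09, adjusted p = 2.7e-06), with glycolysis and gluconeogenesis (median -1.61, adjusted p = 1.0e-05) and the pentose phosphate pathway (median -1.36, adjusted p = 0.00702). TCA cycle genes had a median of -0.13 and a mean of -0.58 (adjusted p = 0.0383), and the call was lost without WT-Ab replicate 2 (0.0671) or Axn-Ab replicate 3 (0.0556).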

As expected, the ‘Wnt signaling pathway’ was upregulated, while genes involved in metabolic processes, particularly ‘fatty acid metabolism’ and carbohydrate metabolism-related pathways such as ‘glycolysis/Gluconeogenesis,’ ‘citrate cycle (TCA cycle),’ and ‘pentose phosphate pathway’, were markedly downregulated (Fig. 4A). Additionally, direct Wnt signaling target genes such as *Notum*, *fz3*, and *nkd* were markedly upregulated (Fig. 4B).

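All 3 named Wnt targets rose in Axn-Ab against WT-Ab. Notum (FBgn0044028, 3L, 16023480 to 16032752, BDGP6) rose from 1.14 ± 0.819 to 191 ± 11.6 CPM (mean ± SD, n = 3; log2 fold change 7.40, SE 0.389, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 1.2e-06). fz3 (FBgn0027343, X, 769945 to 784222) rose from 0.637 ± 0.298 to 14.9 ± 4.70 CPM (SD, n = 3; 4.49, SE 0.463, adjusted p = 3.0e-05). nkd (FBgn0002945, 3L, 19003741 to 19045449) rose from 7.43 ± 0.921 to 307 ± 45.8 CPM (SD, n = 3; 5.37, SE 0.441, adjusted p = 8.7e-06).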

**Figure 4:**
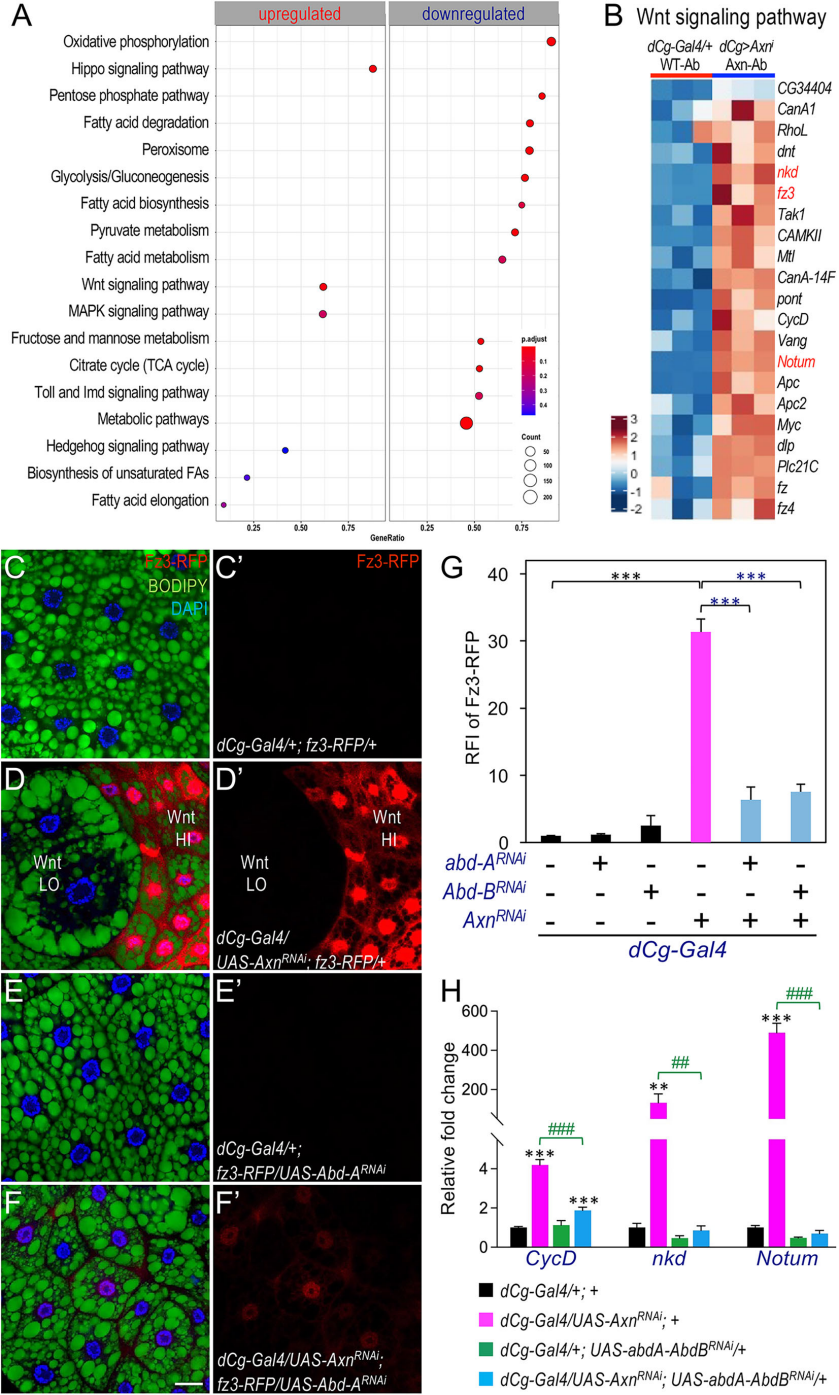
Abd-A and Abd-B are required for the expression of Wnt-activated target genes in larval adipocytes. (**A**) Common pathways related to developmental signaling, lipid metabolism, and carbohydrate metabolism that are significantly altered in the abdominal region of larval fat body upon *Axn* depletion (*dCg-Gal4/Axn*^*RNAi*^*; +*) compared to the control (*dCg-Gal4/+;+*). Gene Set Enrichment Analysis (GSEA) was carried out using permutation testing implemented in the *clusterProfiler* R package, with p-values adjusted for multiple comparisons using the Benjamini–Hochberg false discovery rate (FDR) method. (**B**) Heatmap representing the expression levels of genes in the ‘Wnt signaling pathway’ in samples from ‘WT-Ab’ (‘Wild-type Abdominal’ region of ‘*dCg-Gal4/+;+*’ larvae) versus ‘Axn-Ab’ (‘Axn Abdominal’ region of ‘*dCg-Gal4/Axn*^*RNAi*^*;+*’ larvae). *fz3* is highlighted in red as it was used in subsequent analysis. (**C**–**C’**–**H**–**H’**) Representative confocal images of abdominal adipocytes stained with BODIPY (green) and DAPI (blue), showing *dCg-Gal4* driven depletion of *abd-A* and/or *Abd-B* along with *Axn* depletion in the *fz3-RFP* background. Genotypes are as follows: (**C**–**C’**) *dCg-Gal4/+; fz3-RFP/+*; (**D**–**D’**) *dCg-Gal4/UAS-Axn*^*RNAi*^*; fz3-RFP/+*; (**E**–**E’**) *dCg-Gal4/+; fz3-RFP/UAS-Abd-A*^*RNAi*^; and (**F**–**F’**) *dCg-Gal4/UAS-Axn*^*RNAi*^*; fz3-RFP/UAS-Abd-A*^*RNAi*^. (**G**) Quantification of relative fluorescence intensity (RFI) of the *fz3-RFP* reporter in a Wnt-activated background with or without *abd-A* or *Abd-B* depletion. Signal intensity in the red channel (Fz3-RFP) was measured in each image across three independent biological replicates. Data are presented as mean ± SD. Corresponding genotypes are indicated below the bar chart (comparing with *dCg/fz3* and [*dCg/fz3*+*Axn*^*RNAi*^]: ***P = 1.192E-05; comparing with [*dCg/fz3*+*Axn*^*RNAi*^] and [*dCg/fz3*+*Axn*^*RNAi*^*/abd-A*^*RNAi*^]: ***P = 3.704E-05; comparing with [*dCg/fz3*+*Axn*^*RNAi*^] and [*dCg/fz3*+*Axn*^*RNAi*^*/Abd-B*^*RNAi*^]: ***P = 5.616E-05; based on one-tailed unpaired *t* tests because our experimental model is based on well-defined directional predictions regarding Wnt signaling outcomes). (**H**) RT-qPCR analysis of Wnt-activated target genes *CycD*, *nkd*, and *Notum* (*n* = 3, independent biological repeats). The corresponding genotypes are color-coded and indicated below the bar chart. Scale bar in (**F**) applies to all images from (**C**–**C’**) to (**F**–**F’**) in this figure: 10 µm. Asterisks (*) indicate comparisons with the ‘*dCg-Gal4/+*’ control, while pound signs (#) indicate comparisons with ‘*dCg-Gal4/Axn*^*RNAi*^*; +*’. Data are presented as mean ± SD (For *CycD*: comparing with *dCg/+* and [*dCg/Axn*^*RNAi*^] ***P = 4.021E-05; comparing with *dCg/+* and [*dCg/abd-A*^*RNAi*^*,Abd-B*^*RNAi*^] ***P = 9.522E-04; ^###^*P* = 2.462E-04. For *nkd*: **P = 7.228E-03; ^##^*P* = 7.202E-03. For *Notum*: ***P = 7.141E-05; ^###^*P* = 8.026E-04; based on one-tailed unpaired *t* tests because our experimental model is based on well-defined directional predictions regarding Wnt signaling outcomes). Source data are available online for this figure.

Since active Wnt signaling can regulate target gene transcription both positively and negatively (Liu et al, 2024), we examined the effects of Abd-A and Abd-B on Wnt signaling-regulated gene expression at the cellular level. Using the *fz3-RFP* reporter as a marker for Wnt-activated genes (Olson et al, 2011), no detectable expression was observed in the control samples (Fig. 4C,C’). In contrast, *Axn* depletion in abdominal adipocytes induced strong *fz3-RFP* expression in small adipocytes with active Wnt signaling, while adjacent large adipocytes with low Wnt activity showed no expression (Fig. 4D,D’; quantified in Fig. 4G). This pattern mirrors previous observations with *nkd*, another direct Wnt target (Liu et al, 2024).

To evaluate the role of Abd-A and Abd-B in Wnt-activated target gene expression, we co-depleted them together with *Axn*. Co-depletion effectively abolished *Axn*^*RNAi*^-induced *fz3-RFP* expression. Specifically, co-depleting *Axn* with *abd-A* (Fig. 4F,F’ vs. Fig. 4D,D’) or *Abd-B* (Appendix Fig. S14B–B’ vs. Fig. 4D–D’) substantially reduced *fz3-RFP* expression (quantified in Fig. 4G), restoring adipocyte heterogeneity in the abdominal fat body. In contrast, depleting *abd-A* or *Abd-B* alone had little to no effect on *fz3-RFP* expression (Fig. 4E,E’; Appendix Fig. S14A,A’; quantified in Fig. 4G). To further assess the effect of Abd-A/Abd-B depletion on Wnt signaling, we performed RT-qPCR on additional Wnt-activated target genes, including *CycD*, *nkd*, and *Notum*. As shown in Fig. 4H, co-depletion of Abd-A and Abd-B abolished the upregulation of these genes induced by *Axn* depletion. These observations suggest that Abd-A and Abd-B play a permissive role in the expression of Wnt target genes in abdominal adipocytes.

### *abd-A* and *Abd-B* depletion stimulate Wnt signaling-repressed target gene expression in larval adipocytes

We next asked whether Abd-A and Abd-B also regulate the expression of Wnt-repressed genes. Pathway analyses revealed that many lipid and carbohydrate metabolism-related pathways were downregulated by active Wnt signaling (Fig. 4A). Specifically, key regulators of fatty acid biosynthesis, including *FASN1* (encoding Fatty acid synthase 1), *bgm* (*bubblegum*, encoding a long-chain-fatty-acid-CoA ligase) (Fig. 5A), as well as fatty acid degradation genes like *CPT2* (encoding carnitine palmitoyltransferase 2) and *Acox3* (Acyl-CoA oxidase 3), showed marked reductions (Fig. 5B). Additionally, lipid droplet-associated proteins (LDAPs), including *Lsd1* (encoding Lipid storage droplet-1) and *Lsd2* (encoding Lipid storage droplet-2), were also downregulated by active Wnt signaling (Fig. 5C), consistent with our previous findings (Liu et al, 2024).

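In Axn-Ab against WT-Ab, the lists that fell also included fatty acid biosynthesis (median log2 fold change -0.59, camera with Benjamini-Hochberg adjustment, adjusted p = 0.0205), peroxisome (-0.75, adjusted p = 0.00435), lipid droplet (-1.03, adjusted p = 0.00266), autophagy (-0.29, adjusted p = 0.00435), and Toll and Imd (-0.93, adjusted p = 0.00111). Without the genes the paper names, fatty acid biosynthesis did not pass (adjusted p = 0.0827). Mitophagy (adjusted p = 0.441) and phosphatidylinositol (adjusted p = 0.491) did not pass. Changes in AiBi and in Axn-Ab were correlated: over 8056 genes Spearman's coefficient was 0.595, and it was 0.320 without the count filter and 0.330 under DESeq2. Of 3625 genes called in Axn-Ab, 80.7% had the same sign in AiBi. Of 1576 genes called in both, 1454 (92.3%) had the same sign, 898 of them lower and 556 higher, and 122 had opposite signs.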

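The 4 named genes fell in Axn-Ab against WT-Ab in the counts as well. FASN1 (FBgn0283427, 2L, 3056598 to 3068177, BDGP6) fell from 1243 ± 441 to 231 ± 37.8 CPM (mean ± SD, n = 3; log2 fold change -2.43, SE 0.417, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 7.9e-04). bgm (FBgn0027348, 2L, 14013004 to 14019328) fell by 2.11 (SE 0.390, adjusted p = 0.00126), CPT2 (FBgn0035383, 3L, 2981022 to 2983551) by 1.11 (SE 0.241, adjusted p = 0.00344) and Acox3 (FBgn0031813, 2L, 6426724 to 6448403) by 1.88 (SE 0.292, adjusted p = 4.1e-04). Scaled by total counts, CPT2 changed by 0.25 (adjusted p = 0.211), so the fall of CPT2 is relative to the bulk of other transcripts.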

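Lsd-1 (FBgn0039114, 3R, 23763857 to 23766662, BDGP6) fell from 1349 ± 343 CPM in WT-Ab to 211 ± 51.8 CPM in Axn-Ab (mean ± SD, n = 3; log2 fold change -2.67, SE 0.363, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 1.6e-04). CG10214 overlaps it on the other strand. Lsd-2 (FBgn0030608, X, 15069127 to 15076220) changed by -0.33 (SE 0.144), which did not pass (adjusted p = 0.0813). Among fits with 1 library left out, the Lsd-2 fall passed only without Axn-Ab replicate 2 (-0.52, adjusted p = 0.00977), and scaled by total counts Lsd-2 rose by 1.05 (adjusted p = 0.0014).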

**Figure 5:**
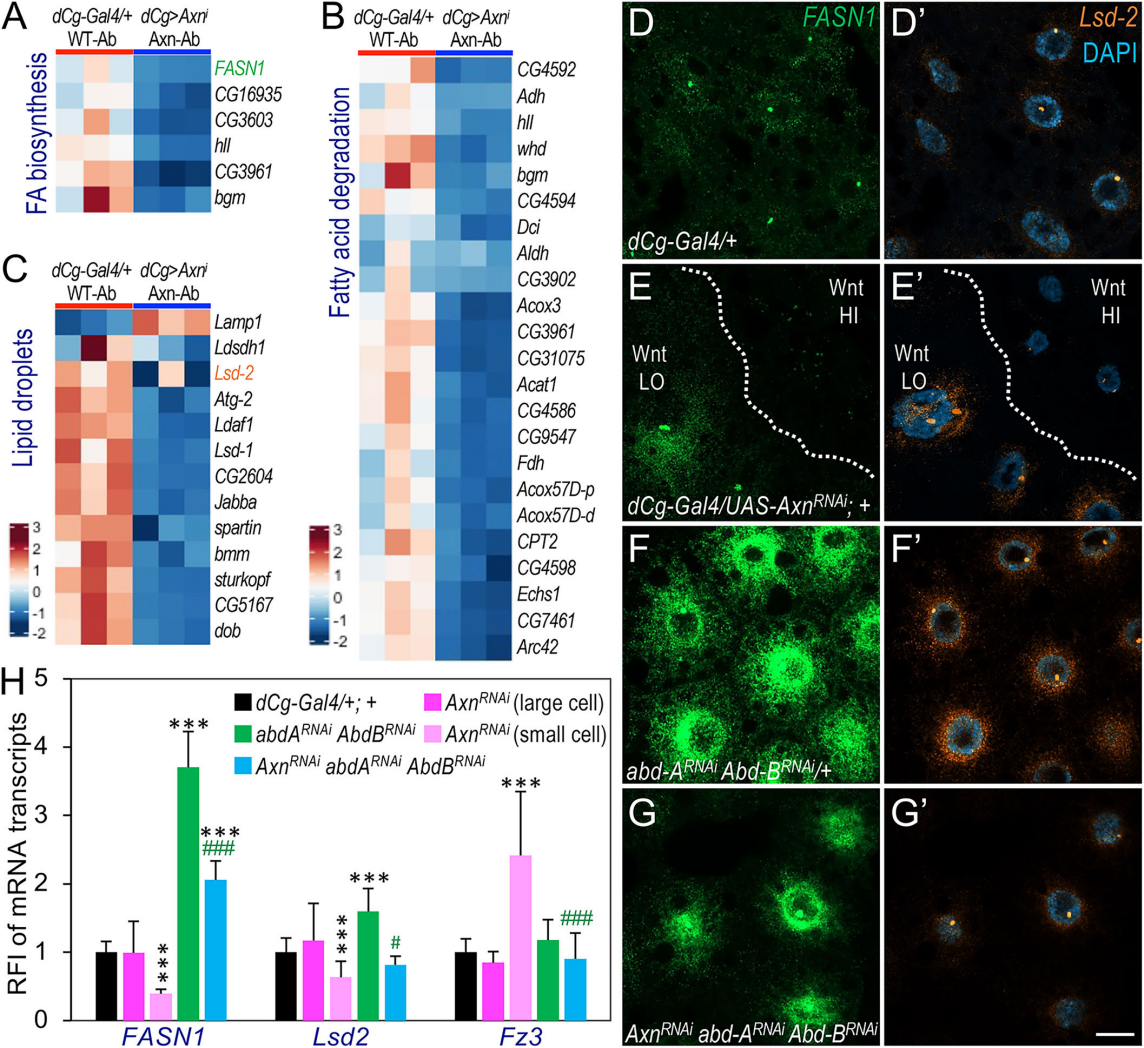
Abd-A and Abd-B are required for the expression of Wnt-repressed target genes in larval adipocytes. (**A**–**C**) Heatmaps showing the gene expression levels of the ‘Fatty acid biosynthesis’ (**A**), ‘Fatty acid degradation’ (**B**), and ‘Lipid particle’ (**C**) pathways in WT-Ab (‘Wild-type Abdominal’ region of ‘*dCg-Gal4/+;+*’ larvae) *vs*. Axn-Ab (‘Axn Abdominal’ region of ‘*dCg-Gal4/Axn*^*RNAi*^*;+*’ larvae). *FASN1* in (**A**) and *Lsd-2* in (**C**) are highlighted in green and orange, respectively, as these genes were used in the subsequent analyses. (**D**–**D’**–**G**–**G’**) Representative confocal images showing mRNA transcripts of *FASN1* (green) and *Lsd-2* (orange) in abdominal adipocytes, detected by the HCR RNA-FISH assay. Large adipocytes, marked as “Wnt LO” to indicate low Wnt/Wg signaling activity, are outlined with dotted lines in the left half of the images (**E**– **E’**), while adjacent smaller adipocytes, labeled “Wnt HI,” represent cells with high Wnt/Wg signaling activity in the right half of the images. Genotypes: (**D**– **D’**) *dCg-Gal4/+*, (**E**–**E’**) *dCg-Gal4/Axn*^*RNAi*^*; +*, (**F**–**F’**) *dCg-Gal4/+; abd-A*^*RNAi*^*/ Abd-B*^*RNAi*^, and (**G**–**G’**) *dCg-Gal4/Axn*^*RNAi*^*; abd-A*^*RNAi*^*/ Abd-B*^*RNAi*^. Scale bar in (**G’**) applies to all images from (**D**–**D’**) to (**G**– **G’**): 20 µm. (**H**) Quantification of *FASN1*, *Lsd-2*, and *fz3* mRNA transcripts. For each genotype, the fluorescent intensities of four to 23 cells were measured using ImageJ, and the relative fluorescent intensity (RFI) was normalized to the control genotype (*dCg-Gal4/+*). Asterisks (*) indicate comparisons with the ‘*dCg-Gal4/+*’ control, while pound signs (#) indicate comparisons with ‘*dCg-Gal4/Axn*^*RNAi*^*; +*’ (small cells). Data are presented as mean ± SD (For *FASN1*: comparing with *dCg/+* and [*dCg/Axn*^*RNAi*^] ***P = 6.860E-11; comparing with *dCg/+* and [*dCg/abd-A*^*RNAi*^*,Abd-B*^*RNAi*^] ***P = 5.557E-13; ^###^*P* = 2.242E-12. For *Lsd-2*: comparing with *dCg/+* and [*dCg/Axn*^*RNAi*^] ^***^P = 5.537E-04; comparing with *dCg/+* and [*dCg/abd-A*^*RNAi*^*,Abd-B*^*RNAi*^] ***P = 5.879E-05; ^#^*P* = 0.0448. For *fz3*: ***P = 1.086E-06; ^###^*P* = 2.294E-08; based on one-tailed unpaired *t* tests because our experimental model is based on well-defined directional predictions regarding Wnt signaling outcomes). Source data are available online for this figure.

To further analyze the effect of *abd-A* and *Abd-B* depletion on Wnt-repressed genes, we performed HCR RNA-FISH analysis using probes targeting *FASN1* and *Lsd2*. Consistent with our RNA-Seq data (Fig. 5A,C), depletion of *Axn*, which activates Wnt signaling, caused a marked reduction in *FASN1* and *Lsd2* expression (Fig. 5E,E’ vs. Fig. 5D,D’). In contrast, depleting *abd-A* and *Abd-B* significantly increased the expression of both genes compared to controls (Fig. 5F,F’ vs. Fig. 5D,D’; quantified in Fig. 5H). Moreover, co-depleting *abd-A* and *Abd-B* in a Wnt-activated background rescued the reduced expression of these genes (Fig. 5G,G’ vs. Fig. 5E,E’; quantified in Fig. 5H), suggesting that Abd-A and Abd-B are required for Wnt-repressed gene expression. Consistent with the results from the *fz3-RFP* reporter (Fig. 4C–F; Appendix Fig. S14), co-depleting *abd-A* and *Abd-B* also reversed the Wnt-induced increase in *fz3* expression (Appendix Fig. S15; quantified in Fig. 5H).

Taken together, these observations support a permissive role for Abd-A and Abd-B in enabling Wnt-modulated transcriptional responses in abdominal adipocytes, affecting both Wnt-activated and Wnt-repressed target genes. This dual regulatory role is further explored below.

### Wnt signaling potentiates the expression of *abd-A* and *Abd-B* in larval adipocytes

Similar to other key genes controlling complex developmental processes, the *abd-A* and *Abd-B* loci contain large intronic regions that may integrate complex developmental cues and signaling inputs. Our CUT&RUN (Cleavage Under Targets & Release Using Nuclease) analysis using *dTCF/Pan*^*EGFP*^ wing imaginal discs (Liu et al, 2024) revealed multiple dTCF/Pan binding peaks within the gene bodies of the *abd-A* (Fig. 6A) and *Abd-B* loci (Appendix Fig. S16C), as well as the intergenic region between them (Appendix Fig. S16B). We also performed CUT&RUN on purified nuclei from *dTCF/Pan*^*EGFP*^ larval fat bodies. Although these datasets exhibit high noise-to-signal ratios, likely due to the lipid-rich nature of adipocytes and suboptimal experimental conditions, they are presented here for comparison. As shown in Appendix Fig. S16, several dTCF/Pan-binding sites in larval adipocytes overlap with those identified in wing discs (indicated by arrows), despite the elevated background. These findings are consistent with direct regulation of *abd-A* and *Abd-B* transcription by the Wnt signaling pathway.

**Figure 6:**
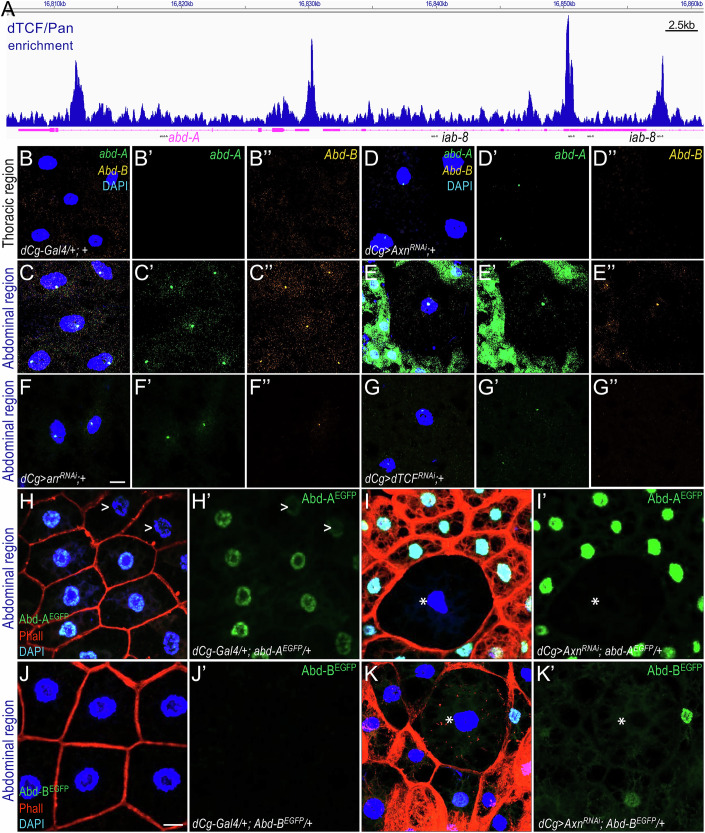
Wnt signaling may directly regulate the expression of *abd-A* and *Abd-B* in larval adipocytes. (**A**) Screenshot from the Integrative Genomics Viewer (IGV) browser showing dTCF/Pan binding peaks at the *abd-A* and part of the *iab-8* loci, detected via CUT&RUN assay performed on wing discs. The y-axis is autoscaled, and the different isoforms of these genes are collapsed and displayed in magenta. Scale bar: 2.5 kb. (**B**–**B”–G**–**G”**) Representative confocal images showing the mRNA transcripts of *abd-A* (green) and *Abd-B* (orange) in thoracic (**B**–**B”**, **D**–**D”**) and abdominal (**C**–**C”**, **E**–**E”**, **F**–**F”**, **G**–**G”**) adipocytes, detected by HCR RNA-FISH. These images were acquired and processed using identical confocal microscopy settings. Genotypes: (**B**–**B”**,** C**–**C”**) *dCg-Gal4/+; +*, (**D**–**D”**, **E**–**E”**) *dCg-Gal4/UAS-Axn*^*RNAi*^*; +*, (**F**–**F”**) *dCg-Gal4/UAS-Arr*^*RNAi*^*; +*, and (**G**–**G”**) *dCg-Gal4/UAS-dTCF*^*RNAi*^*; +*. Scale bar in (**F**) applies to all the images shown in (**B**–**B”**) to (**G**–**G”**): 10 µm. (**H**, **I**) Depleting *Axn* in the Abd-A^EGFP^ background. Genotypes: (**H**–**H’**) *dCg-Gal4/+; Abd-A*^*EGFP*^*/+* (control) and (**I**–**I’**) *dCg-Gal4/UAS-Axn*^*RNAi*^*; Abd-A*^*EGFP*^*/+*. Adipocytes with lower levels of Abd-A^EGFP^ expression are marked with ‘>’, and adipocytes with low Wnt activity are marked with an asterisk (*). (**J**–**K’**) Depletion of *Axn* in the Abd-B^EGFP^ background. Genotypes: (**J**–**J’**) *dCg-Gal4/+; Abd-B*^*EGFP*^*/+* (control*)* and (**K**–**K’**) *dCg-Gal4/UAS-Axn*^*RNAi*^*; Abd-B*^*EGFP*^*/+*. Adipocytes with low Wnt activity are marked with an asterisk (*). Scale bar in (**J**) applies to images (**H**– **H’**) to (**K**–**K’**): 10 µm. Source data are available online for this figure.

To test whether Wnt signaling regulates *abd-A* and *Abd-B* transcription, we used multiplexed HCR RNA-FISH to analyze their mRNA transcripts. In control larvae, *abd-A* and *Abd-B* expression was higher in abdominal adipocytes (Fig. 6C–C”) and low or undetectable in thoracic adipocytes (Fig. 6B–B”). Notably, smaller adipocytes displayed higher Wnt activity when Wnt signaling is activated (Fig. 4D–D’) (Liu et al, 2024). We observed that Wnt signaling activation significantly increased *abd-A* expression in abdominal adipocytes, particularly in cells with higher Wnt activity (Fig. 6E,E’), while thoracic adipocytes showed little change (Fig. 6D’). Conversely, suppressing Wnt signaling by depleting *Arrow* (*arr*) (Fig. 6F,F”) or *dTCF/pan* (Fig. 6G,G”) significantly reduced *Abd-A* and *Abd-B* expression in abdominal adipocytes. Together, these observations suggest that Wnt signaling might have a direct role in regulating *abd-A* and *Abd-B* transcription, enhancing their transcription under active Wnt signaling and reducing it when Wnt signaling is downregulated.

To analyze the effect of Wnt signaling on Abd-A and Abd-B protein levels, we activated Wnt signaling in larvae with Abd-A or Abd-B tagged with EGFP at their endogenous loci. In control larvae, Abd-A^EGFP^ levels were significantly higher in abdominal adipocytes (Fig. 6H,H’) compared to the thoracic region (Appendix Fig. S17A,A’), with noticeable heterogeneity. Active Wnt signaling increased Abd-A^EGFP^ levels in abdominal adipocytes, particularly in the smaller, Wnt-active adipocytes (Fig. 6I,I’), whereas thoracic adipocytes showed no apparent change (Appendix Fig. S17B,B’). Similar to thoracic adipocytes, larger abdominal adipocytes lacked detectable Abd-A^EGFP^ expression (Fig. 6I’). These observations are noteworthy, as they further support a permissive role for Abd-A in facilitating Wnt activation in larval adipocytes, regardless of their thoracic or abdominal location.

In contrast, endogenous Abd-B^EGFP^ expression was low and undetectable in most larval adipocytes of the *dCg-Gal4* heterozygous control (Fig. 6J,J’; thoracic region shown in Appendix Fig. S17C,C’). However, active Wnt signaling increased Abd-B^EGFP^ expression in small abdominal adipocytes (Fig. 6K,K’; thoracic region shown in Appendix Fig. S17D,D’). Similar results were observed in ectopically tagged Abd-A^EGFP^ and Abd-B^EGFP^ lines, generated using re-engineered BAC clones to introduce EGFP tags (Kudron et al, 2018) (Appendix Fig. S17E,E’ vs. Appendix Fig. S17F,F’, and Appendix Fig. S17G,G’ vs. Appendix Fig. S17H,H’). Taken together, these observations suggest that active Wnt signaling directly stimulates *abd-A* transcription, and to a lesser extent, *Abd-B*, in abdominal adipocytes.

### Wnt targets are predominantly expressed in the abdominal region of the larval fat body

Our results presented above suggest that both Abd-A and Abd-B positively modulate Wnt signaling (Fig. 2), which in turn directly stimulates their own transcription (Fig. 6). This interaction reveals a crosstalk between the Abd-A/Abd-B and Wnt signaling pathways (Fig. 7A). Given the significantly higher expression of *abd-A* and *Abd-B* in abdominal compared to thoracic adipocytes (Fig. 1J), we further analyzed how this interplay contributes to regional differences among larval adipocytes. To address this, we performed RNA-seq on dissected thoracic and abdominal fat bodies from *Axn*-depleted larvae. 

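All 12 regional libraries entered this comparison. Totals were 5586352 to 6778603 counts in Axn-Th, 5822834 to 6952952 in Axn-Ab, 4165651 to 5667594 in WT-Th and 4604001 to 5495543 in WT-Ab. Axn-Ab against Axn-Th called 1199 genes higher and 1620 lower (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), and Axn-Th against WT-Th called 383 and 362. The effect of Axn knockdown in the abdomen minus that in the thorax was tested as a contrast of its own, with 485 genes higher and 1055 lower. The counts of genes higher depended on single libraries: without Axn-Th replicate 3, Axn-Ab against Axn-Th had 600 higher, and without Axn-Ab replicate 3, the difference of effects had 246. Without Axn-Th replicate 1 the difference of effects had 785. On the first principal component (47.4% of variance), Axn-Th replicates 1, 2 and 3 lay at 41.0, -7.15 and -20.4, so the thoracic knockdown libraries differed among themselves. Replicate 1 also held more RNA of the muscle gene Mhc (236 CPM beside 106 and 72.3) and the Malpighian tubule gene Uro (51.7 beside 5.89 and 0.528). In simulation, the difference of effects recovered 3.33% of planted 2-fold and 46.7% of planted 4-fold changes. That fit called 31 genes, far fewer than the data, which makes the adjusted threshold stricter, so these shares may be too low. Genes past the threshold in Axn-Ab alone are still no proof of a regional difference, since not passing in Axn-Th does not show the absence of an effect.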

Control thoracic fat body samples were designated as ‘WT-Th’ (wild-type thoracic), abdominal samples as ‘WT-Ab’ (wild-type abdominal), *Axn*^*RNAi*^ thoracic fat bodies as ‘Axn-Th’ (*Axn*^*RNAi*^ thoracic), and *Axn*^*RNAi*^ abdominal samples as ‘Axn-Ab’ (*Axn*^*RNAi*^ abdominal) (Fig. 7B). RNA-seq analyses confirmed that *Axn* was depleted in both ‘Axn-Th’ and ‘Axn-Ab’ compared to controls (Fig. 7C). 

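Axn had 13.4 ± 1.34 CPM in WT-Th, 6.89 ± 0.434 in Axn-Th, 12.5 ± 0.932 in WT-Ab and 9.24 ± 1.78 in Axn-Ab (mean ± SD, n = 3). The fall passed in the thorax and in each of its 6 fits with 1 library left out, from -1.02 to -0.88, and not in the abdomen. The difference between the regional effects was 0.53 (SE 0.243, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.163). Axn was thus not shown to be depleted more in the abdomen, where the Wnt response was stronger. By total counts the 4 means were 10.2, 6.53, 9.22 and 17.7 CPM in the same order. These values are uncertain because ZIPIC and asRNA:CR44045 overlap Axn on the other strand.

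**Figure D4:**
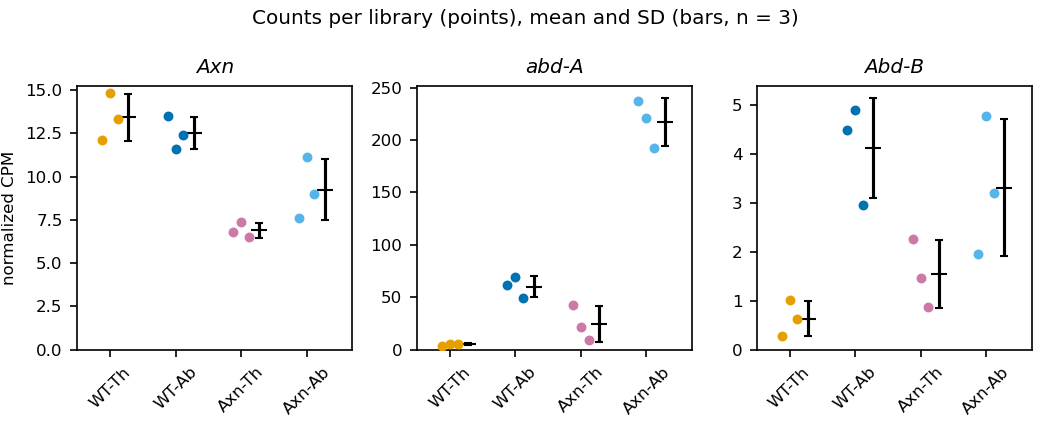
Normalized CPM of Axn, abd-A and Abd-B in the 12 regional libraries. Points, libraries; bars, mean and SD, n = 3.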

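In the controls, abd-A was 1 of the 28 genes called higher in WT-Ab than in WT-Th. Abd-B had 0.633 ± 0.364 CPM in WT-Th and 4.12 ± 1.03 CPM in WT-Ab (mean ± SD, n = 3), a rise that did not pass over all genes.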

As expected, *abd-A* and *Abd-B* mRNA levels were higher in abdominal adipocytes (‘WT-Ab’) than in thoracic adipocytes (‘WT-Th’; Fig. 7C). Activation of Wnt signaling via *Axn* depletion further increased *abd-A* expression in abdominal adipocytes (‘Axn-Ab’) compared to thoracic adipocytes (‘Axn-Th’), while the effect on *Abd-B* expression level was marginal (Fig. 7C).

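abd-A had 24.5 ± 17.2 CPM in Axn-Th and 217 ± 22.7 CPM in Axn-Ab (mean ± SD, n = 3; log2 fold change 3.14, SE 0.436, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 4.6e-04). The Axn-Th libraries ranged from 8.97 to 43.0 CPM. abd-A rose over the matching control in both regions, by 2.27 in the thorax (SE 0.467, adjusted p = 0.0136) and by 1.86 in the abdomen (SE 0.414, adjusted p = 0.00413). The thoracic call was lost without WT-Th replicate 1 (adjusted p = 0.0552) or WT-Th replicate 3 (0.0504). The difference of these effects was -0.42 (SE 0.608, adjusted p = 0.672), and it changed sign without Axn-Th replicate 1 (0.25). Abd-B had 1.54 ± 0.697 and 3.31 ± 1.40 CPM (SD, n = 3), with 5 to 15 and 24 to 56 counts per library. Its rise of 1.08 (SE 0.480) did not pass (adjusted p = 0.108), and against WT-Ab it changed by -0.32 (SE 0.466, adjusted p = 0.607).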

**Figure 7:**
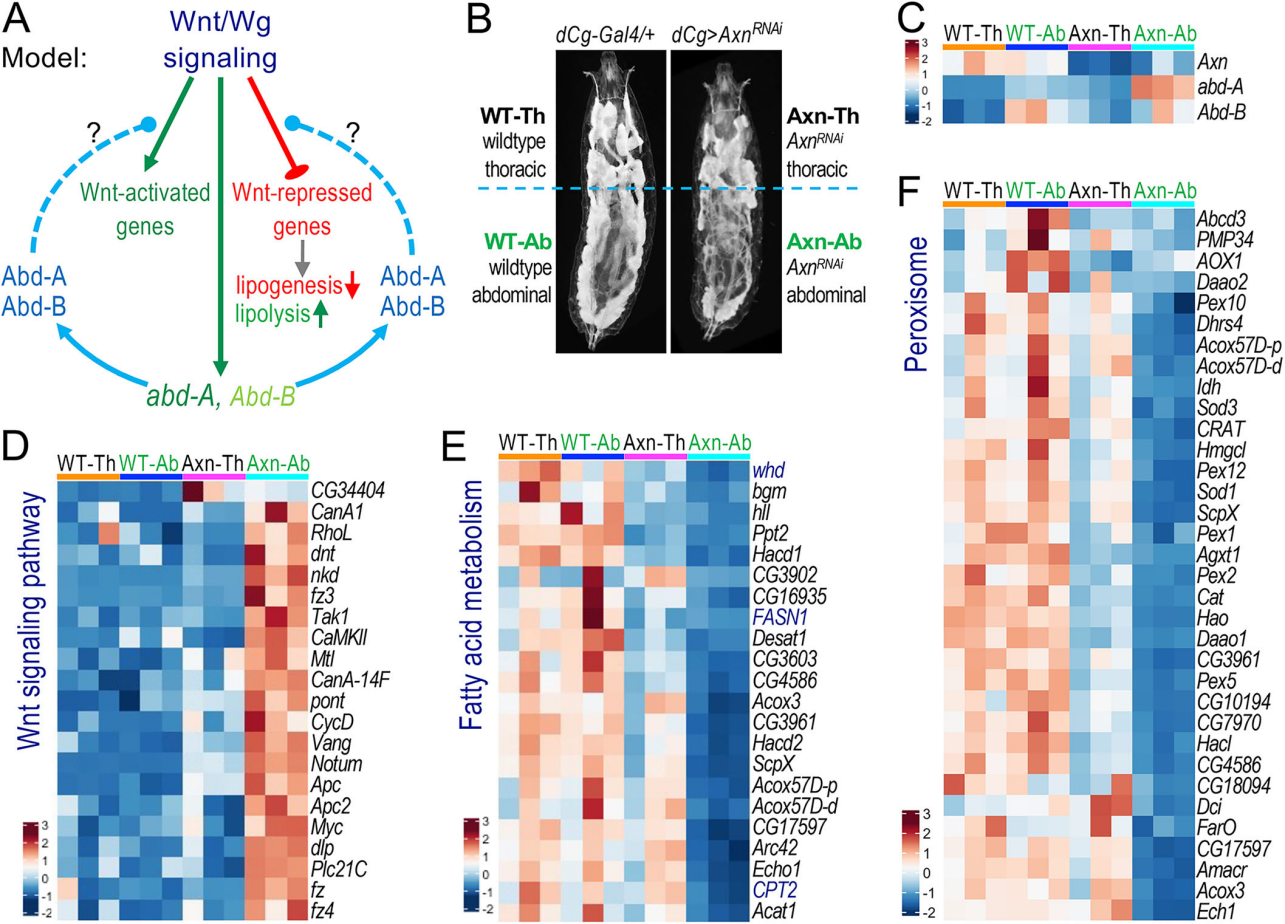
Crosstalk between Wnt/Wg signaling and Abd-A/Abd-B defines regional difference in the larval fat body. (**A**) The proposed model illustrates the crosstalk between Wnt/Wg signaling and Abd-A/Abd-B. Wnt signaling might have a direct role in regulating *abd-A* expression and, to a lesser extent, *Abd-B*. Both Abd-A and Abd-B proteins are required for the activation and repression of Wnt target gene expression. We propose that this model explains the interplay between Wnt/Wg signaling and Abd-A/Abd-B in most of the abdominal adipocytes. In contrast, this genetic circuit is inactive in thoracic adipocytes and in occasional abdominal adipocytes lacking Abd-A and Abd-B expression. The exact molecular mechanism by which Abd-A and Abd-B exert their permissive role in modulating Wnt target gene expression remains unknown and is indicated by dashed lines and question marks in the model. (**B**) Whole larvae images showing distinct regions used for RNA-seq analysis. Thoracic and abdominal regions of control larvae (*dCg-Gal4/+;+*) are labeled as ‘WT-Th’ and ‘WT-Ab’, respectively. The thoracic and abdominal regions of ‘*dCg-Gal4/UAS-Axn*^*RNAi*^*; +*’ larvae are labeled as ‘Axn-Th’ and ‘Axn-Ab’, respectively. (**C**) Heatmap representing mRNA levels of *Axn*, *abd-A*, and *Abd-B* in ‘WT-Th’, ‘WT-Ab’, ‘Axn-Th’, and ‘Axn-Ab’ samples. (**D**) Heatmap representing gene expression levels of the ‘Wnt signaling pathway,’ showing prominent Wnt-activated gene expression in ‘Axn-Ab,’ while ‘Axn-Th’ resembles ‘WT-Th’ and ‘WT-Ab’. (**E**) Heatmap showing the gene expression levels of ‘Fatty acid metabolism’ genes, and (**F**) heatmap showing the gene expression levels of ‘Peroxisome’ related genes, both demonstrating that Wnt-repressed gene expression is significantly reduced in ‘Axn-Ab,’ while ‘AT’ resembles ‘WT-Th’ and ‘WT-Ab’ (*n* = 3, independent biological repeats).

Our analysis of candidate genes, such as *fz3*, *CycD*, *nkd*, and *Notum* (Fig. 4), as well as *FASN1* and *Lsd-2* (Fig. 5), suggested a permissive role of Abd-A and Abd-B in modulating both Wnt-activated and Wnt-repressed gene expression. Using DAVID GO analysis of our RNA-seq data, we identified a set of genes categorized under the ‘Wnt signaling pathway,’ including known Wnt-targets like *fz3*, *nkd*, *Notum*, and *CycD* (Fig. 7D). 

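In controls, Notum had 2.66 ± 1.11 CPM in WT-Th and 1.14 ± 0.819 CPM in WT-Ab (mean ± SD, n = 3), and fz3 had 0.463 ± 0.317 and 0.637 ± 0.298 CPM (SD, n = 3). nkd had 14.8 ± 8.49 and 7.43 ± 0.921 CPM (SD, n = 3), and CycD (FBgn0010315, X, 15906822 to 15909676, BDGP6) had 13.0 ± 1.58 and 12.5 ± 0.458 CPM (SD, n = 3). None of the 4 passed between WT-Ab and WT-Th (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.404, 0.897, 0.477 and 0.946). Equal levels are not shown by this, since 12.9% of 2-fold changes were recovered there in simulation.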

As expected, these Wnt target genes showed low expression in control fat bodies (both ‘WT-Th’ and ‘WT-Ab’). However, Wnt signaling activation in Axn-Ab significantly upregulated these genes compared to Axn-Th, where their expression remained low and resembled that of the control samples (‘WT-Th’ and ‘WT-Ab’) (Fig. 7D). 

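Notum, fz3 and nkd were higher in Axn-Ab than in Axn-Th, by 1.26 (SE 0.267, adjusted p = 0.00475), 3.46 (SE 0.402, adjusted p = 2.0e-04) and 2.79 (SE 0.380, adjusted p = 4.1e-04) in log2 fold change (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). CycD rose by 0.48 (SE 0.172) without passing (adjusted p = 0.0525), and among fits with 1 library left out passed only without Axn-Th replicate 1 (0.60, adjusted p = 0.0328). The thorax did not stay at control level for each gene. Notum rose from 2.66 ± 1.11 CPM in WT-Th to 80.1 ± 12.7 CPM in Axn-Th (mean ± SD, n = 3; 4.93, SE 0.342, adjusted p = 6.1e-05). nkd rose to 44.3 ± 17.7 CPM (SD, n = 3; 1.59, SE 0.381, adjusted p = 0.0280), a call lost without WT-Th replicate 2 (adjusted p = 0.0790), WT-Th replicate 3 (0.105) or Axn-Th replicate 1 (0.0850). fz3 at 1.32 ± 0.454 CPM (SD, n = 3; adjusted p = 0.117) and CycD (adjusted p = 0.2997) did not pass in the thorax. Tested as a difference of effects, abdomen exceeded thorax by 2.47 for Notum (SE 0.519, adjusted p = 0.00863), 3.78 for nkd (SE 0.552, adjusted p = 0.00208) and 3.00 for fz3 (SE 0.788, adjusted p = 0.0242). The fz3 difference held in 6 of 12 fits with 1 library left out, with its highest adjusted p without WT-Th replicate 1 (0.290). The paper reports these genes as raised in Axn-Ab compared with Axn-Th. The difference of effects tests whether the response to Axn knockdown was larger in the abdomen.

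**Figure D5:**
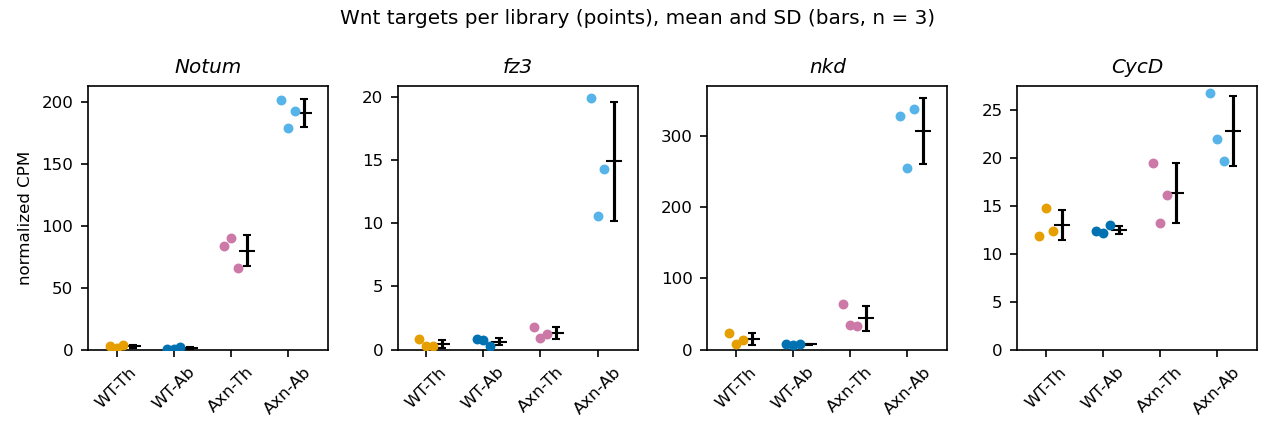
Normalized CPM of Notum, fz3, nkd and CycD in the 12 regional libraries. Points, libraries; bars, mean and SD, n = 3.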

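Between Axn-Ab and Axn-Th, the Hedgehog list was higher (median log2 fold change 0.73, camera with Benjamini-Hochberg adjustment, adjusted p = 9.96e-04; 10 of 14 called higher and 1 lower). The Hippo list was also higher (median 0.28, adjusted p = 0.0321), a call lost without Axn-Th replicate 2 (adjusted p = 0.0892), Axn-Ab replicate 1 (0.0655) or Axn-Ab replicate 2 (0.0515). MAPK members had a median of 0.25 without passing (adjusted p = 0.0594; 7 called higher and 4 lower), and passed under fry (adjusted p = 0.00272). As a difference of effects, all 3 passed, with medians of 0.78 for Hedgehog (adjusted p = 0.00148), 0.50 for Hippo (7.2e-04) and 0.38 for MAPK (0.0109). The Wnt list gave a median of 0.54 there (adjusted p = 0.00148).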

Interestingly, similar trends were observed for genes associated with other key signaling pathways, such as ‘MAPK signaling’ (Appendix Fig. S18A), ‘Hedgehog signaling’ (Appendix Fig. S18B), and ‘Hippo signaling’ (Appendix Fig. S18C). Gene expression was predominantly enhanced in ‘Axn-Ab’ compared to ‘Axn-Th’, which closely resembled the control regions (‘WT-Th’ and ‘WT-Ab’). These results further support the role of Abd-A and Abd-B in facilitating Wnt-activated gene expression in abdominal adipocytes (Fig. 7A).

We also identified a set of Wnt signaling-repressed genes involved in regulating both lipogenesis and lipid mobilization (Liu et al, 2024), categorized under the ‘fatty acid metabolism’ pathway. 

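Lists of fatty acid biosynthesis (median log2 fold change 0.29, camera with Benjamini-Hochberg adjustment, adjusted p = 0.211) and degradation (median -0.09, adjusted p = 0.211) did not pass between WT-Ab and WT-Th. The degradation list passed without WT-Th replicate 1 (adjusted p = 0.0370) or without WT-Ab replicate 2 (0.0353), with medians of -0.14 and -0.15. A list not passing does not show equal levels.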

In control samples, these genes were expressed at similar levels in thoracic (‘WT-Th’) and abdominal (‘WT-Ab’) adipocytes (Fig. 7E). However, their expression levels were significantly reduced in Wnt-active abdominal adipocytes (‘Axn-Ab’) compared to Wnt-active thoracic adipocytes (‘Axn-Th’). This trend was consistent across genes associated with ‘fatty acid biosynthesis’ (Appendix Fig. S18D), ‘fatty acid degradation’ (Appendix Fig. S18E), ‘Toll and Imd signaling pathway’ (Appendix Fig. S18F), and peroxisome-related genes (Fig. 7F). 

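Against Axn-Th, Axn-Ab was lower in the fatty acid degradation list (17 members called, median log2 fold change -1.18, camera with Benjamini-Hochberg adjustment, adjusted p = 3.4e-09) and in the biosynthesis list (median -0.80, adjusted p = 0.0259). The biosynthesis call was lost without Axn-Th replicate 2 (median -0.08, adjusted p = 0.0578) or Axn-Ab replicate 1 (0.0615). As a difference of effects, both lists passed, with medians of -1.04 (adjusted p = 1.2e-07) and -1.23 (adjusted p = 0.0109). All 11 lists that passed for the difference also passed under fry, and none with the correlation estimated. Among single genes, FASN1 fell by 0.67 from Axn-Th to Axn-Ab without passing (SE 0.398, edgeR quasi-likelihood test, adjusted p = 0.223), Acox3 by 1.83 (SE 0.292, adjusted p = 9.4e-04) and Lsd-1 by 2.12 (SE 0.356, adjusted p = 0.00123). The paper proposes that abdominal adipocytes are the ones sensitive to Wnt activity. A list of 6 larval fat body genes also had a negative difference of effects (median -2.82, adjusted p = 8.6e-06).

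**Figure D6:**
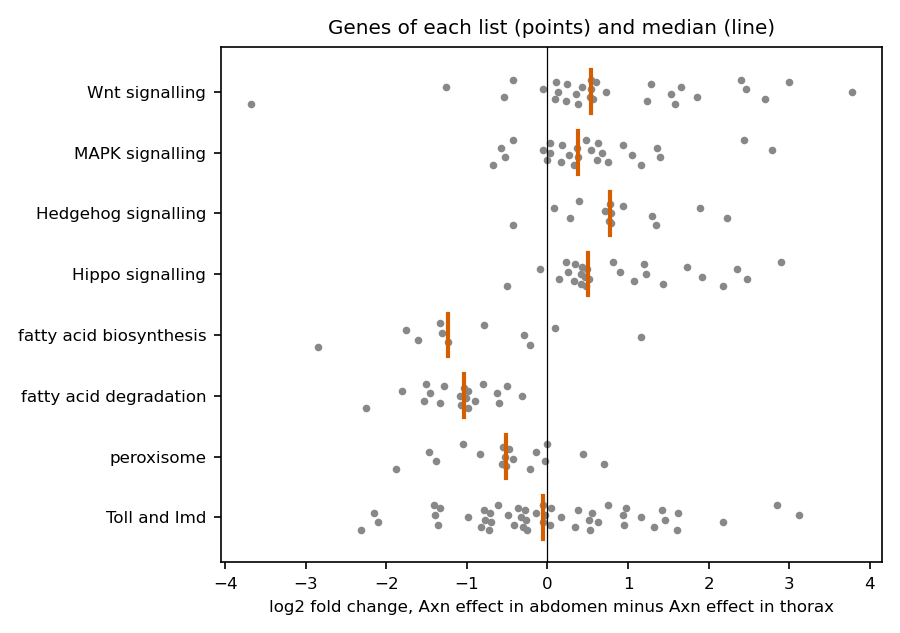
Log2 effect of Axn knockdown in the abdomen minus that in the thorax for the members of each pathway list (edgeR). Points, genes; orange line, median.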

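The Toll and Imd list was lower in Axn-Ab than in Axn-Th (median log2 fold change -0.73, camera with Benjamini-Hochberg adjustment, adjusted p = 9.96e-04; 18 called lower and 2 higher). It was lower in the control abdomen too, and fell in the thoracic knockdown (median -0.57, adjusted p = 2.1e-05). Its difference of effects did not pass (median -0.06, adjusted p = 0.414).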

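Peroxisome members were lower in Axn-Ab than in Axn-Th (17 genes, median log2 fold change -0.52, camera with Benjamini-Hochberg adjustment, adjusted p = 0.00230; 7 called). In Axn-Th against WT-Th the list was lower as well (median -0.27, adjusted p = 0.0468), but not under fry (adjusted p = 0.0976), nor without WT-Th replicate 2 (0.132) or Axn-Th replicate 1 (0.185). The difference of effects had a median of -0.52 (adjusted p = 0.0107).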

Notably, the suppression of peroxisomal genes by Wnt signaling was primarily restricted to the abdominal region (‘Axn-Ab’) (Fig. 7F). These findings suggest that Abd-A and Abd-B are required not only for activating Wnt target genes but also for repressing genes involved in lipid metabolism and developmental signaling pathways in larval adipocytes.

Collectively, our results suggest that Abd-A and Abd-B play a permissive role in regulating both Wnt-activated and Wnt-repressed gene expression in larval adipocytes, with their effects being most pronounced in abdominal adipocytes where endogenous *abd-A* and *Abd-B* are expressed (Fig. 7A). The presence of Abd-A and Abd-B in abdominal adipocytes enables them to respond to Wnt signaling by promoting lipid mobilization and repressing lipogenesis. In contrast, adipocytes lacking *abd-A* and *Abd-B* expression, whether in the thoracic or abdominal regions, fail to activate or repress Wnt target genes, leaving thoracic and occasional abdominal adipocytes unresponsive to Wnt signaling-induced lipid mobilization.

## Discussion

This study reveals that the differential expression of BX-C proteins Abd-A and Abd-B defines adipocyte heterogeneity in *Drosophila* larvae, a process further amplified by active Wnt/Wg signaling. Abd-A and Abd-B exert a permissive effect on Wnt/Wg target gene transcription, while Wnt/Wg signaling, in turn, enhances *abd-A* and *Abd-B* expression specifically in abdominal adipocytes (Fig. 7A). This reciprocal regulatory interplay reinforces larval adipocyte heterogeneity and fine-tunes lipid homeostasis in *Drosophila*.

### The role of Abd-A and Abd-B in regulating lipid metabolism

Previous studies have shown the expression of *BX-C* proteins in the abdominal fat body of *Drosophila* larvae using immunostaining techniques (Marchetti et al, 2003). However, the functional significance of these proteins in lipid metabolism has remained unexplored. Our transcriptomic analyses of ‘*AiBi*’ adipocytes showed a marked downregulation of metabolic pathways, including those involved in carbohydrate and fatty acid metabolism. Further analyses revealed the effect of *abd-A* and *Abd-B* depletion on various metabolic processes, such as the ‘pentose phosphate pathway,’ ‘TCA cycle,’ ‘fatty acid degradation,’ ‘fatty acid degradation,’ and ‘fatty acid biosynthesis’. These findings suggest the physiological role of Abd-A and Abd-B in regulating lipid and carbohydrate metabolism in larval adipocytes.

It remains unclear whether Abd-A and Abd-B directly regulate the transcription of those lipid metabolism-related genes or act through indirect mechanisms. Addressing this question requires ChIP-seq or related analyses, though technical challenges must be overcome. The development of ChIP-grade antibodies specific to Abd-A and Abd-B, or the use of EGFP-tagged Abd-A and Abd-B strains, offers potential solutions for ChIP-seq or CUT&RUN analyses. However, the abundance of lipid droplets and the limited number of larval adipocytes present significant obstacles, as evidenced by our previous CUT&RUN attempts, which suffered from poor signal-to-noise ratios (Appendix Fig. S16) (Liu et al, 2024). Performing CUT&RUN in other tissues, such as the central nervous system (Duckhorn, 2022), or at different stages, like late embryogenesis, may provide alternative avenues for investigation but could introduce additional complexities. Overcoming these technical hurdles will require future advancements in technology. Interestingly, in mammals, HOXB13, a homolog of Abd-B, has been shown to repress genes involved in de novo lipogenesis and steroid metabolism (Lu et al, 2022). Specifically, depletion of HOXB13 increased the expression of lipogenic genes in human prostate cancer LNCaP cells, with ChIP-qPCR analyses showing HOXB13 enrichment at the enhancers of genes such as *FASN*, suggesting that HOXB13 may directly repress their transcription (Lu et al, 2022).

The Hox family of transcription factors can function as either transcriptional activators or repressors (Afzal and Krumlauf, 2022; Bondos et al, 2020). For example, studies using the *dpp674-lacZ* reporter, driven by a visceral mesoderm-specific enhancer of *decapentaplegic* (*dpp*) during embryogenesis, show that Abd-A functions as a repressor, while Ubx and Abd-B act as activators (Capovilla and Botas, 1998). However, Abd-A can also act as an activator in certain contexts. For instance, ectopic expression of *abd-A* in male histoblast nest cells induces *wg* expression in the seventh segment of early pupal abdominal epithelia (Singh and Mishra, 2014). Additionally, in the cardiac tube, Abd-A activates the transcription of *Ih* (encoding a voltage-gated ion channel) and *ndae1* (encoding a Na^+^-driven anion exchanger) during embryogenesis but represses *Ih* expression during the pupal stage (Monier et al, 2005; Perrin et al, 2004). These observations suggest that Abd-A can toggle between functioning as a transcriptional activator or repressor, with this switch being determined by interactions involving the Hox hexapeptide motif, the PFER motif, and a poly(Q) activation domain (Merabet et al, 2003). Elucidating how Abd-A modulates lipid metabolism-related gene expression in larval adipocytes may uncover additional regulatory mechanisms underlying its dual role as both an activator and a repressor.

### The interplay between Abd-A/Abd-B and Wnt signaling

Our genetic and cell biological analyses reveal that the reduced fat accumulation caused by active Wnt signaling is mitigated by depleting *abd-A* and *Abd-B*, suggesting three possible explanations for this phenomenon. First, Abd-A and Abd-B may regulate lipid metabolism through direct interaction with dTCF/Pan (Baeza et al, 2015; Bischof et al, 2018), the key transcription factor downstream of Wnt signaling (Barker and Clevers, 2006; Molenaar et al, 1996). Second, the effect of Abd-A and Abd-B on lipid metabolism might be direct, involving shared target genes with Wnt signaling. However, identifying these direct target genes in larval adipocytes remains a technically challenging task. Third, the interplay between Abd-A/Abd-B and additional signaling pathways, such as Hippo and TGF-β signaling pathways (Massague, 2012; Varelas, 2014; Varelas et al, 2010), may also contribute. Upregulation of these pathways in the ‘*AiBi’* background suggests that the interactions among these signaling pathways could influence lipid metabolism in response to Wnt signaling. These scenarios are not mutually exclusive, and the complexity of these interactions warrants further investigation.

An unexpected finding is that the depletion of Abd-A and Abd-B affects both Wnt-activated and Wnt-repressed genes, suggesting a permissive role of these proteins in regulating Wnt target gene expression in larval adipocytes. While the mechanism remains unclear, we speculate that transcription cofactors essential for both the activation and repression of Wnt target genes may be regulated by Abd-A and Abd-B. Parallels from human studies support this idea. For example, depleting HOXB5 represses *β-catenin* expression and downstream Wnt target genes, thereby inhibiting tumor invasion in non-small cell lung cancer (Yu et al, 2020). Similarly, HOXB7 interacts directly with β-catenin, and its depletion inhibits Wnt/β-catenin signaling, while HOXB8 prevents Wnt/β-catenin activation, thereby suppressing tumorigenesis and metastasis in colorectal cancer (Yu et al, 2020). As *HOXB7* and *HOXB8* are human orthologs of *Ubx* and *abd-A*, respectively (Pearson et al, 2005), these findings suggest a potentially conserved role of HOX proteins in modulating Wnt target gene transcription from flies to humans.

Another intriguing observation is the upregulation of *abd-A* and *Abd-B* transcription by active Wnt signaling (Fig. 6). Our CUT&RUN analysis identified multiple dTCF/Pan binding sites, suggesting that Wnt signaling may directly stimulate *abd-A* and *Abd-B* transcription. However, this effect is restricted to adipocytes where *abd-A* and *Abd-B* are already expressed, predominantly in abdominal adipocytes. This indicates that Wnt signaling does not instruct the transcriptional activation of *abd-A* and *Abd-B* but synergizes with other factors to amplify their expression. Interestingly, the *HoxB9* gene, an ortholog of *Abd-B* (Pearson et al, 2005), has been shown to be a direct target of WNT/TCF signaling in mice (Nguyen et al, 2009), further suggesting a conserved regulatory relationship between Wnt signaling and *HOX* gene expression across species.

These mechanisms, coupled with the exclusive expression of Abd-A and Abd-B in the abdominal adipocytes, explain why active Wnt signaling specifically affects abdominal adipocytes while having little impact on thoracic adipocytes (Fig. 7A). Interestingly, large adipocytes are occasionally observed in the abdominal region under active Wnt signaling (Liu et al, 2024; Zhang et al, 2017). Strikingly, these large adipocytes lack Abd-A and Abd-B expression and respond to Wnt signaling in a manner similar to thoracic adipocytes. Thus, our model (Fig. 7A) provides a mechanistic explanation for this adipocyte heterogeneity within the abdominal region as well. In summary, our transcriptomic and cell biological analyses reveal the critical roles of *abd-A* and *Abd-B* in regulating lipid homeostasis and the transcription of Wnt target genes. This regulation is further potentiated by active Wnt signaling, revealing the intricate interplay between these key factors in defining adipocyte heterogeneity and lipid metabolism.

Notably, we have observed consistent reductions in lipid storage in both *Axn*^*127*^ mutants and in fat body-specific *Axn* knockdown using three different Gal4 drivers (*dCg-Gal4*, *SREBP-Gal4*, and *r4-Gal4* lines), as reported in our previous studies (Liu et al, 2024; Zhang et al, 2017). Furthermore, similar phenotypes were observed upon *slmb* depletion (Liu et al, 2024) or overexpression of *wg* in the larval fat body using *dCg-Gal4* (Lee et al, 2014), both of which led to reduced fat accumulation, particularly in the abdominal region—closely resembling the phenotypes seen in *Axn*^*127*^ mutant or fat body-specific *Axn* knockdown larvae. These findings collectively support a specific and robust role for Wnt/Wg signaling pathway activation in modulating lipid homeostasis in the larval fat body. Moreover, in our previous study, by generating Flp-FRT clones of *Axn* mutant alleles (*Axn*^*127*^ and *Axn*^*S044230*^) in the larval fat body, we observed a marked reduction in fat accumulations specifically within *Axn* mutant clones, but not in the surrounding wild-type adipocytes (Zhang et al, 2017). This observation supports a cell-autonomous role of Wnt signaling in regulating lipid metabolism. To avoid the confounding effects of temperature, we opted not to utilize Gal80^ts^ system, which requires temperature shifts. Since temperature significantly influences various metabolic processes, RNAi efficiency based on the Gal4-UAS system, and developmental timing, its use would have introduced additional variables and complexity into our analyses of Wnt signaling in regulating lipid homeostasis.

### The heterogeneous expression of Abd-A and Abd-B defines adipocyte heterogeneity

The transcriptional regulation of the *BX-C* locus has been extensively studied for its crucial role in establishing the anterior-posterior segmental body plan during embryogenesis (Garcia-Fernandez, 2005; Lewis, 1978; Struhl, 1981). However, while this regulation is thought to be maintained during postembryonic stages by *PcG* and *TrxG* proteins (Muller and Kassis, 2006; Oktaba et al, 2008; Schuettengruber et al, 2007; Schwartz and Pirrotta, 2007), direct evidence supporting their involvement in regulating *BX-C* genes in the larval fat body remains unknown.

In *Drosophila* larvae, ~2100–2500 adipocytes form a cohesive sheet along the anterior-posterior body axis (Rizki, 1978). Previous research by Rizki and colleagues identified differences among larval adipocytes based on variations in autofluorescent metabolites, such as kynurenine and pteridines (Rizki, 1978). Additional studies suggest that specific body regions may provide positional cues for the functional specialization of fat cells, contributing to the biochemical diversity of the larval and adult fat body (Miller et al, 2002). Our study builds upon these findings by demonstrating that endogenous *abd-A* and *Abd-B* are heterogeneously expressed in larval fat body, supporting the earlier reports of differential expression of these proteins (Marchetti et al, 2003). Contrary to the conventional view of the larval fat bodies as homogeneous tissues, our RNA-seq analyses of thoracic and abdominal fat bodies, along with previous studies (Marchetti et al, 2003; Rizki, 1978), reveal substantial heterogeneity. Furthermore, we show that Wnt signaling amplifies this adipocyte heterogeneity, influencing the regulation of lipid homeostasis and potentially other physiological functions. However, beyond lipid metabolism, the functional significance of adipocyte heterogeneity across different body regions warrants further investigation using more advanced analytical approaches (see below).

Our HCR analyses reveal that active Wnt signaling predominantly stimulates higher Abd-A expression in small, Wnt-active adipocytes, while large adipocytes show only moderate changes in *abd-A* expression (Fig. 6E’). Similar patterns were observed for EGFP-tagged Abd-A. Weaker but consistent effects were also noted for *Abd-B* mRNA and Abd-B^EGFP^ expression (Fig. 6). Combined with our genetic data, which suggest a permissive role of Abd-A and Abd-B in regulating Wnt target gene expression, these observations imply that lower *abd-A* and *Abd-B* expression in large abdominal adipocytes and thoracic adipocytes diminishes Wnt activity and Wnt-induced lipid mobilization. Thus, the heterogeneous expression of *abd-A* and *Abd-B* plays a key role in larval adipocyte heterogeneity. Further investigation into the genetic circuits controlling this heterogeneity in larval adipocytes will advance our understanding of *BX-C* gene regulation beyond embryogenesis.

### Evolution and physiological relevance of adipocyte heterogeneity: “*Vive la différence*”

Adipocytes play a crucial role in regulating lipid homeostasis and energy metabolism in metazoans, and their dysregulation is linked to disorders such as obesity, diabetes, and cancer. In mammals, three major adipocyte types (white, brown, and beige) have been characterized (Pfeifer and Hoffmann, 2015; Shinde et al, 2021; Wang and Seale, 2016). White adipocytes primarily store triglycerides, brown adipocytes specialize in thermogenesis, and beige adipocytes share functional and cellular features of both. Despite extensive research in mice and humans, the evolutionary origins and adaptive significance of adipocyte diversification remain poorly understood. In this study, we identified a genetic mechanism that defines larval adipocyte heterogeneity in *Drosophila*. We propose that this cellular diversity may represent an ancestral form of adipocyte specialization that emerged early in invertebrate evolution.

In addition to adipocyte types, their distribution varies by sex and developmental stage, correlating with disease susceptibilities (Tchkonia et al, 2013). For example, visceral obesity is linked to increased risk of metabolic diseases and systemic metabolic dysfunction (Tchkonia et al, 2013). Visceral adipocytes are less sensitive to insulin-mediated suppression of lipolysis compared to leg adipocytes in humans (Meek et al, 1999). Similarly, in our study, abdominal adipocytes showed heightened sensitivity to Wnt/Wg signaling-induced lipid mobilization, driven by specific expression of *abd-A* and *Abd-B*. Depleting *abd-A*, *Abd-B*, or *Axn* altered the expression of genes involved in several signaling pathways, such as Hedgehog, Hippo, MAPK, Toll, and Imd signaling pathways (Fig. 3; Appendix Fig. S18). This indicates that ligands for these pathways may be secreted by other tissues or organs into body cavities, enabling inter-organ communication. It would be interesting to explore whether adipocytes in different fat body regions exhibit distinct sensitivities to these pathways, as observed with Wnt signaling.

Studying adipocyte diversity in invertebrates provides valuable insights into evolutionary adaptations. While genes associated with lipogenesis and lipolysis exist in unicellular organisms such as *Saccharomyces cerevisiae* and *Candida parapsilosis* (Daum et al, 2007; Neugnot et al, 2002; Zweytick et al, 2000), insects are the first organisms to feature dedicated adipocytes for fat storage (Parra-Peralbo et al, 2021). This specialization distinguishes insects from lower multicellular animals, such as nematodes, where lipid droplets are stored in gut epithelial cells. Beyond fat storage, insect adipose tissue also performs endocrine and immune functions, resembling those of higher organisms (Azeez et al, 2014). We speculate that adipocyte heterogeneity in *Drosophila* may represent a primitive analogue of the white and brown adipocytes found in mammals, albeit lacking their sophisticated functions and complex regulatory networks (Hemba-Waduge et al, 2025; Parra-Peralbo et al, 2021). Notably, larval adipocytes display intrinsic differences that become more pronounced under hyperactive Wnt/Wg signaling through the genetic circuit uncovered in this work.

Although the physiological significance of distinct fat body regions and larval adipocyte populations remains unclear, studies in Lepidoptera suggest that regional differentiation within fat body correlates with the segregation of synthetic and storage functions (Haunerland and Shirk, 1995). Several speculative scenarios may further explain the physiological relevance of adipocyte heterogeneity. First, subtle differences among adipocytes may provide adaptive advantages under stress conditions such as starvation, nutrient fluctuations, temperature changes, or bacterial infection. Because all of our analyses were performed under standard conditions, further studies should examine whether regional differences in the larval fat body become more pronounced under physiological perturbations or pathological challenges. Second, it is noteworthy that thoracic adipocytes in wild-type larvae exhibit strong kynurenine autofluorescence (KAF^+^) compared to abdominal adipocytes (Butterworth et al, 1988; Rizki, 1961). Given that tryptophan and kynurenine are precursors of the eye pigment ommochrome and that thoracic adipocytes are located near the eye imaginal discs, these adipocytes may facilitate metabolite shuttling to the discs during metamorphosis (Rizki, 1978). Third, adipocytes in different fat body regions may serve distinct structural and developmental roles. The ventral arm of the thoracic fat body, for instance, contacts and cushions organs such as the salivary glands, central nervous system (brain and ventral nerve cord), and imaginal discs (labial, eye, and leg discs). Preferential mobilization of abdominal lipid stores could meet acute energy demands (e.g., during wandering or pupariation) while preserving lipids in regions essential for structural or developmental functions.

Regional specialization of the fat body has also been documented in other insects (Haunerland and Shirk, 1995). Our proposed model (Fig. 7A) offers a testable framework for elucidating the molecular mechanisms underlying adipocyte heterogeneity in insects and potentially in mammals. This study examined the role of BX-C proteins in larval adipocytes and their contribution to adipocyte heterogeneity in *Drosophila* larvae. Given the evolutionary conservation of both the Wnt signaling pathway and BX-C Hox proteins (Bejsovec, 2018; Bender, 2020; Gehring et al, 2009; Maeda and Karch, 2006; Nusse and Clevers, 2017; Pearson et al, 2005), it will be fascinating to determine whether their interplay similarly regulates adipocyte heterogeneity in mammals. Dissecting these mechanisms in the genetically tractable *Drosophila* model may yield valuable insights into the evolution, specialization, and pathological dysregulation of adipocytes relevant to human diseases.

### Limitations of the study

In *Drosophila* larvae, adipogenesis is completed during late embryogenesis (Hoshizaki, 2005; Rizki and Rizki, 1978), and our analyses focused on L3-wandering larvae (~ 88 h post-hatching). This timeframe limits the duration available for Gal4-UAS activation, RNAi-mediated mRNA depletion, and the observation of measurable effects on lipid metabolism. The relatively milder effects observed from the depletion of *Axn*, *abd-A*, and *Abd-B* could be attributed to the stability of mRNA and proteins or the efficiency of RNAi, potentially underestimating the full impact of their loss. We used EGFP-tagged BX-C lines to detect endogenous BX-C protein expression. However, discrepancies with antibody-based studies highlight challenges in detecting low-expression transcription factors (Banreti et al, 2014; Duffraisse et al, 2020; Marchetti et al, 2003). Variations in developmental stages, fixation methods, or imaging conditions could account for these differences. Additionally, depleting Abd-A and Abd-B in larval adipocytes delayed the larval-to-pupa transition and reduced pupal viability. The underlying cause of lethality remains unclear, as a 20% reduction in triglycerides by itself may be insufficient to explain this phenotype. Further studies are needed to elucidate the mechanisms behind these effects.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
List of *Drosophila melanogaster* stocks	This study	Appendix Table S1
**Recombinant DNA**		
pNP vector	Qiao et al, 2018	N/A
**Oligonucleotides and other sequence-based reagents**		
List of Primers	This study	Appendix Table S2
**Chemicals, enzymes and other reagents**		
DAPI	Sigma-Aldrich	D9542
BODIPY	ThermoFisher	D3922
Phalloidin	ThermoFisher	B3475
HCR Probe abdA-B1-488	Molecular Instruments	PRO337
HCR Probe FASN1-B1-488	Molecular Instruments	PRQ415
HCR Probe fz3-B1-488	Molecular Instruments	RTD102
HCR Probe AbdB-B2-594	Molecular Instruments	RTB307
HCR Probe Lsd2-B2-594	Molecular Instruments	PRQ419
Phusion High-Fidelity DNA Polymerase	ThermoFisher	F530L
TRIzol	ThermoFisher	15596026
Quick-RNA MiniPrep kit	Zymo Research	R1055
TruSeq Stranded Total RNA Library Prep kit	Illumina	20020596
SYBR Green Master Mix	ThermoFisher	A46109
**Software**		
Flybase		https://flybase.org/
ImageJ	National Institutes of Health	https://fiji.sc/
Adobe Photoshop	Adobe	https://www.adobe.com/
SnapGene		https://www.snapgene.com
R (v4.0.4)	R Core Team	https://www.rproject.org/
IGV		https://igv.org
Prism 8	GraphPad	https://www.graphpad.com/scientific-software/prism/

### Methods and protocols

#### *Drosophila* stocks and maintenance

Flies used in this study were maintained at 25˚C on a standard diet consisting of cornmeal, molasses, and yeast. Unless otherwise specified, all larvae analyzed were in the later third-instar wandering stage, which typically lasts 8–10 h and occurs approximately 108–118 h after egg laying at 25 °C (Xie et al, 2015). Our study focused on female larvae in the mid-wandering L3 stage, during which larvae remain motile and continue feeding. The *Axn*^*127*^*/TM6B* and *UAS-Axn*^*RNAi*^ lines were previously described (Liu et al, 2024; Zhang et al, 2017), and the genotypes of additional strains are provided in Appendix Table S1. Using a pNP vector-based system (Qiao et al, 2018), we generated the *UAS-abd.A*^*RNAi*^ *Abd.B*^*RNAi*^ line (primer sequences are listed in Appendix Table S2) and validated through sequencing (Appendix Fig. S8).

#### Cell biological analyses

Staining of the larval fat body with BODIPY, DAPI, and phalloidin was performed as previously described (Li et al, 2022; Zhang et al, 2017). Triglyceride quantifications followed the same protocols, using a colorimetric assay kit (Li et al, 2022; Zhang et al, 2017).

#### The HCR RNA-FISH assay

The multiplexed in situ HCR RNA-FISH assay was conducted as described previously (Li et al, 2022). Probe sets were obtained from Molecular Instruments, including B1-Alexa Fluor 488 amplifiers targeting *abd-A* (lot number PRO337), *FASN1* (lot number PRQ415), and *fz3* (RTD102); and B2-Alexa Fluor 594 amplifiers targeting *Abd-B* (lot number RTB307) and *Lsd-2* (PRQ419). Confocal images were captured using a Zeiss LSM900 confocal microscope, with representative images presented for each experiment. Quantification of HCR RNA-FISH images has been described previously (Liu et al, 2025).

#### RNA-seq sample preparation, library preparation, sequencing, differential gene expression analysis, and gene ontology enrichment analysis

These experiments were conducted following previously described methods (Li et al, 2022; Liu et al, 2024; Liu et al, 2025).

#### Quantitative RT-PCR

The total RNA isolation, reverse transcription, and qPCR analyses were performed as described previously (Zhao et al, 2012). Dissected fat bodies from third-instar wandering larvae (25–35 each) in three biological repeats for each genotype were analyzed. The primer sequences used in qRT-PCR assay are listed in Appendix Table S2.

#### Tagging the endogenous *abd-A* and *Abd-B* loci with EGFP using CRISPR-Cas9

To generate the endogenously EGFP-tagged *abd-A* (*CG10325*) line, the EGFP-PBacDsRed cassette was inserted, replacing the ATG of *abd-A-RB* isoform. A guide RNA (5’-TGACGAATTCGGGGGGGTGG[TGG]-3’) directed the insertion. The cassette includes EGFP and a PBacDsRed selection marker. Homology arms flanking the target site (Appendix Fig. S6A) were amplified from genomic DNA using Phusion High-Fidelity DNA Polymerase (Thermo Scientific) under optimized conditions reflecting the injection strain’s genome. The donor plasmid was constructed via Golden Gate cloning into pUC57-Kan, followed by bacterial transformation, colony PCR, and sequencing. The PBacDsRed marker, flanked by PBac terminal repeats, contains a 3xP3 promoter (three tandem copies of the Pax-6 homodimer binding site and TATA-homology of hsp70) driving DsRed2 expression, facilitating genetic screening. This marker can be excised via PiggyBac transposase, leaving a single TTAA motif. A ‘Val-Lys’ linker (encoded by GTTAAA) remains between EGFP and *abd-A*. Marker excision was confirmed using ‘excision PCR’ with primers targeting EGFP (‘*Excision-abd.A5.1*’) and downstream of the homology arm (‘*Excision-abd.A3.1*’). To prevent re-cutting by Cas9, PAM site mutations (5’-TGACGAATTCGGGGGGGTGG[T**C**G]-3’) were introduced into the donor sequence.

The same strategy was applied to tag *Abd-B-RB* (*CG11648*) (Appendix Fig. S6B), using a guide RNA (5’-AGATGGTGCTGCTGCATGAC[GGG]-3’). In this case, PAM site mutation was unnecessary. CRISPR-mediated mutagenesis was conducted by WellGenetics. Primer sequences are provided in Appendix Table S2.

#### Statistical analyses

*P* values were calculated using one-tailed unpaired *t* tests, where our experimental models are based on well-defined directional predictions regarding the outcomes. Error bars in all figures represent standard deviations. Each experiment was performed with a minimum of three independent biological replicates (unless otherwise mentioned). Statistical significance is indicated as follows: *P* < 0.05 (*/#), *P* < 0.01 (**/##), and *P* < 0.001 (***/###).

## Supplementary information

Appendix

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Appendix Figure S5 Source Data

## Data Availability

The RNA-seq data in this study have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE280511. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-025-00625-z.

# Supplementary material for: Adipocyte heterogeneity regulated by the Bithorax Complex-Wnt signaling crosstalk in Drosophila
**Source:** EMBO Rep. 2025 Dec 3;27(2):367–86. doi: 10.1038/s44319-025-00625-z
**Supplement:** Supplementary file 1 — Appendix

# **Adipocyte heterogeneity regulated by the Bithorax Complex-Wnt signaling crosstalk in *Drosophila***

Rajitha-Udakara-Samath Hembra-Waduge, Mengmeng Liu, Xiao Li, Jasmine L. Sun,  
Elisabeth A. Budzick, Sarah E. Bondos, and Jun-Yuan Ji

## **Table of Contents**

|                        |         |
|------------------------|---------|
| Appendix Figure S1 --  | page 2  |
| Appendix Figure S2 --  | page 3  |
| Appendix Figure S3 --  | page 4  |
| Appendix Figure S4 --  | page 5  |
| Appendix Figure S5 --  | page 6  |
| Appendix Figure S6 --  | page 7  |
| Appendix Figure S7 --  | page 8  |
| Appendix Figure S8 --  | page 9  |
| Appendix Figure S9 --  | page 10 |
| Appendix Figure S10 -- | page 10 |
| Appendix Figure S11 -- | page 11 |
| Appendix Figure S12 -- | page 12 |
| Appendix Figure S13 -- | page 13 |
| Appendix Figure S14 -- | page 14 |
| Appendix Figure S15 -- | page 15 |
| Appendix Figure S16 -- | page 16 |
| Appendix Figure S17 -- | page 17 |
| Appendix Figure S18 -- | page 18 |
|                        |         |
| Appendix Table S1 --   | page 19 |
| Appendix Table S2 --   | page 20 |

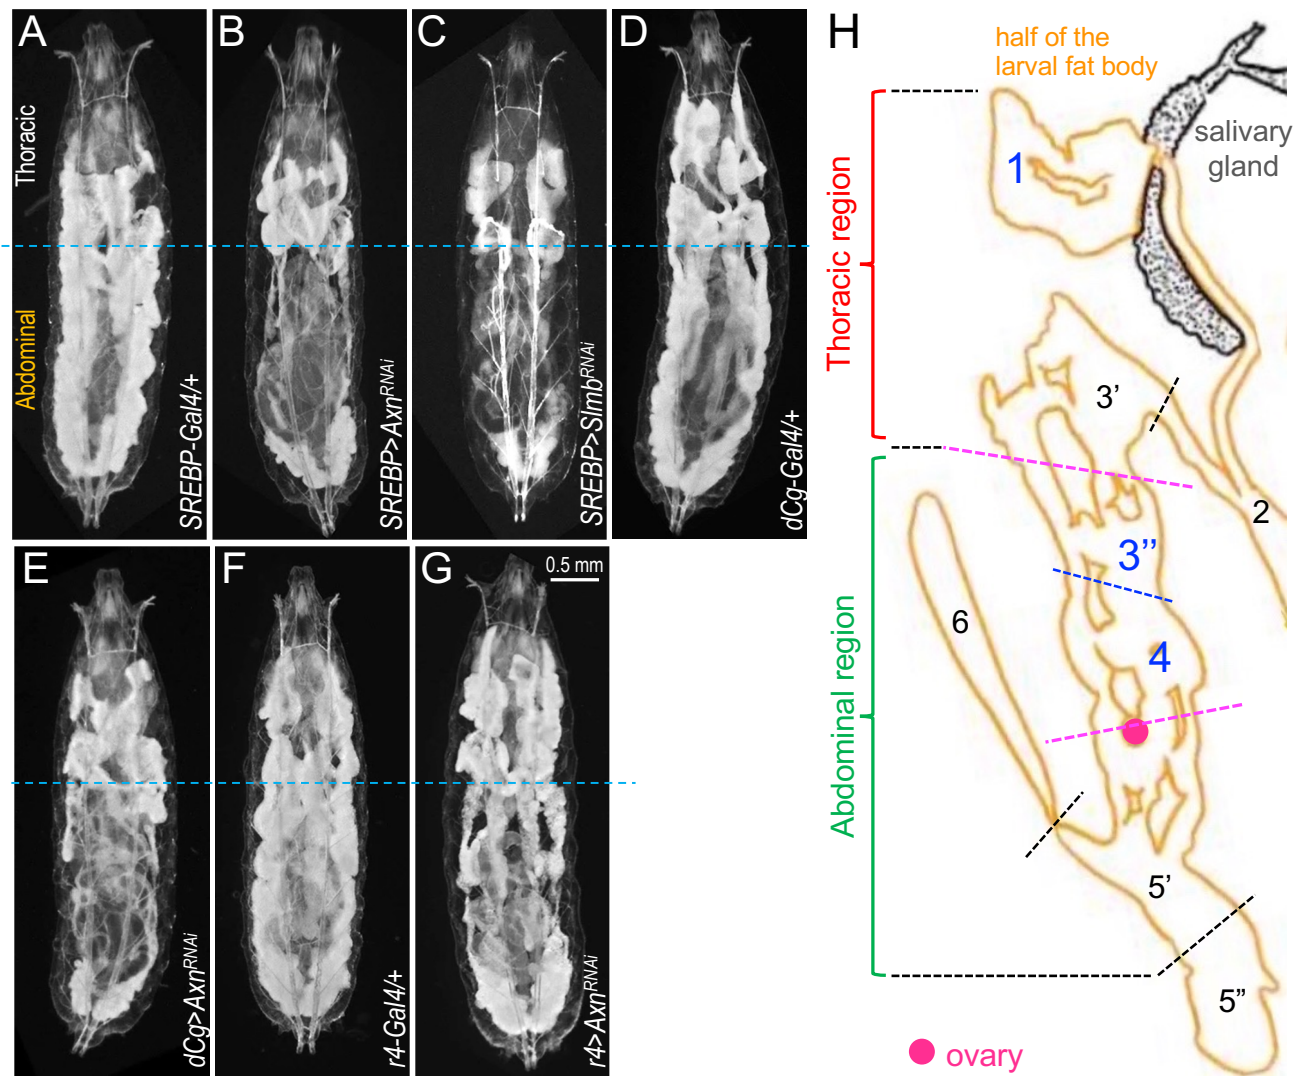

**Appendix Figure S1. Whole larvae images showing the depletion of *Axn* or *slmb* using several fat body-specific Gal4 drivers.** Note the specific reduction in abdominal fat accumulation. Genotypes are as follows: (A) +; *SREBP-Gal4*/+; (B) *UAS-Axn<sup>RNAi</sup>*/+; *SREBP-Gal4*/+; (C) +; *SREBP-Gal4/UAS-Slmb<sup>RNAi</sup>*; (D) *dCg-Gal4*/+; +; (E) *dCg-Gal4/UAS-Axn<sup>RNAi</sup>*; +; (F) +; *r4-Gal4*/+; and (G) *UAS-Axn<sup>RNAi</sup>*/+; *r4-Gal4*/+. Scale bar in panel (G): 0.5 mm. (H) Schematic diagram showing six distinct segments of the larval fat body (adapted from Rizki, T.M. (1964) *J. Cell Biol.* 21, 203-211). Regions 1 to 3' correspond to the thoracic region of the fat body (Region 1 was used for RNA-seq experiments and confocal imaging). Regions 3'' to 5' and 6 correspond to the abdominal region of the fat body (Regions 3''-5' and 6 were used for RNA-seq experiments, while Region 4 was used for confocal imaging). The strawberry-colored dot indicates the position of the ovary. For clarity, only the left half of the fat body is shown. SG refers to salivary glands.

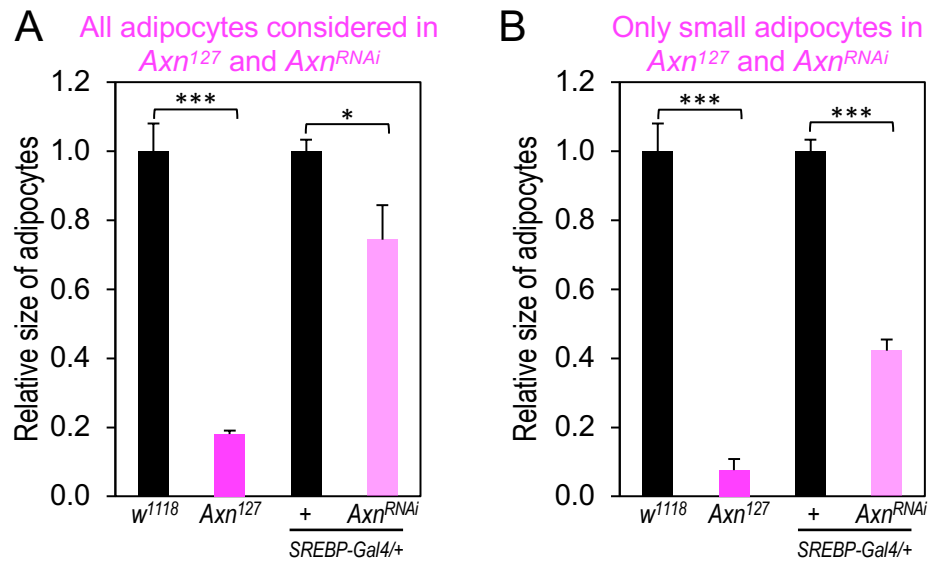

**Appendix Figure S2. Adipocyte size quantifications for *Axn*<sup>127</sup> and *Axn*<sup>RNAi</sup>.** Respective adipocyte size quantifications considering all adipocytes (A) and Wnt-active small adipocytes (B) in *Axn*<sup>127</sup> and *Axn*<sup>RNAi</sup> (n = 3, independent biological repeats). p<0.05 (\*), and p<0.001 (\*\*\*); based on one-tailed unpaired *t*-tests because our experimental model is based on well-defined directional predictions regarding Wnt signaling outcomes.

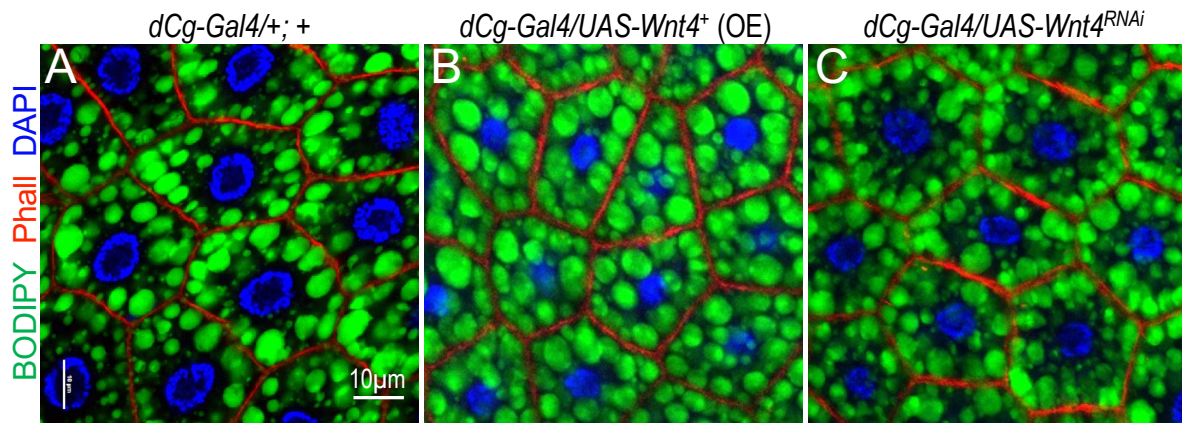

**Appendix Figure S3. Ectopic expression or depletion of *Wnt4* does not result in obvious phenotypic effects in adipocytes.** (A-C) Representative confocal images of larval adipocytes from larvae with the indicated genotypes, stained with DAPI (blue), BODIPY (green), and Phalloidin (Phall; red). Genotypes are as follows: (A) *dCg-Gal4/+; +*, (B) *dCg-Gal4/UAS-Wnt4<sup>+</sup>*; + (OE: overexpression), and (C) *dCg-G4/+; UAS-Wnt4<sup>RNAi</sup>/+*. The scale bar in (A): 10 µm.

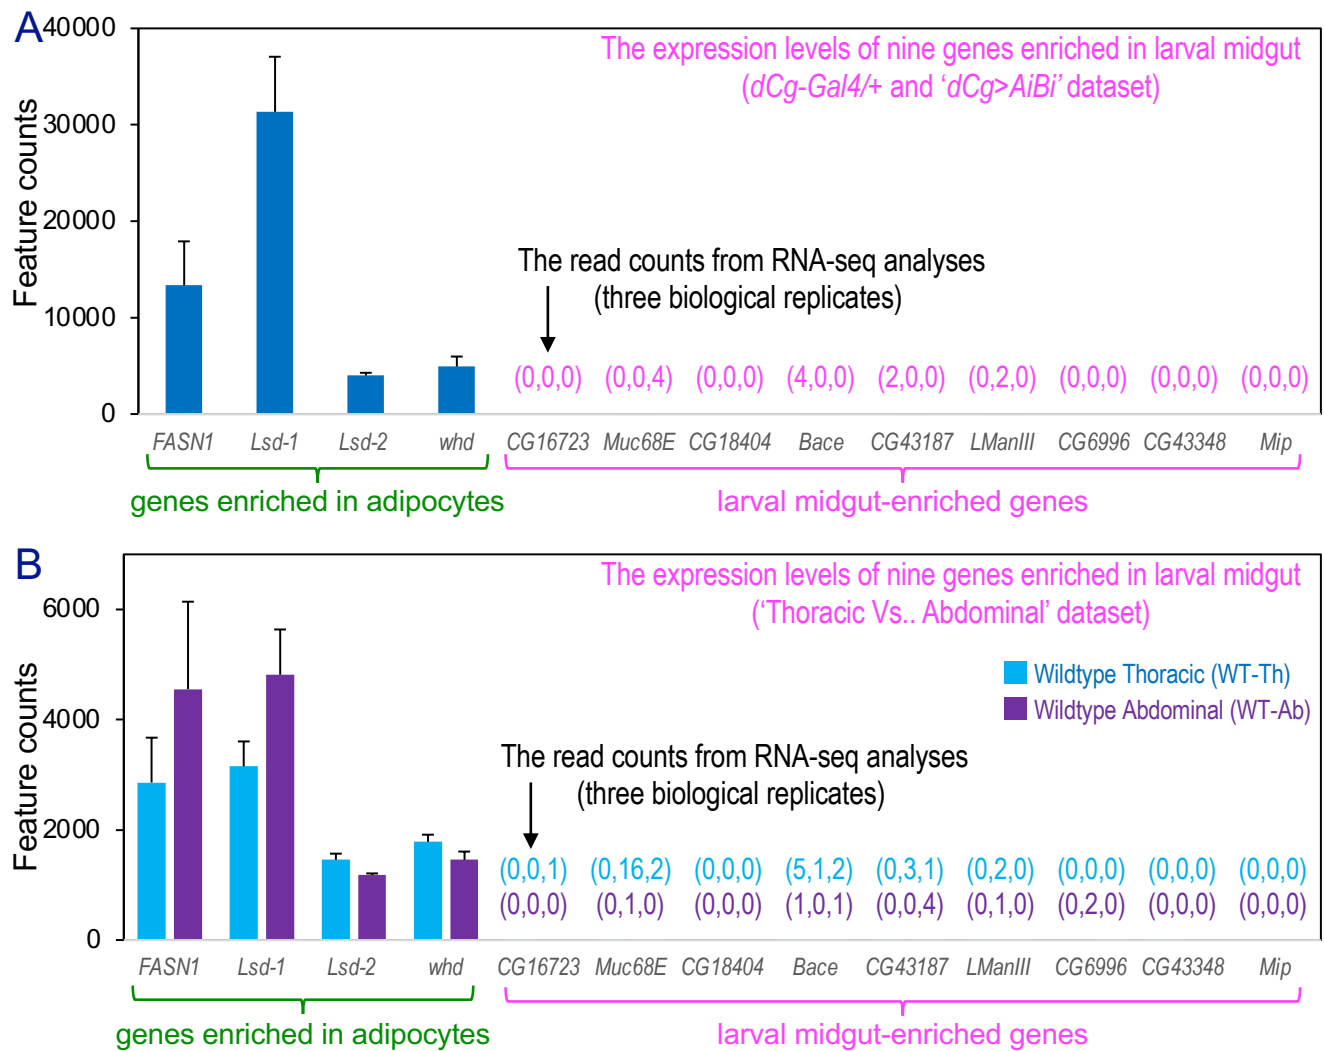

**Appendix Figure S4. Bar charts showing feature counts from RNA-seq data for adipocyte-expressed and larval midgut-specific genes.** Expression levels are shown for four adipocyte-enriched genes (*FASN1*, *Lsd-1*, *Lsd-2*, *whd*) and nine midgut-enriched genes that were detected in RNA-seq datasets derived from dissected fat bodies. (A) Feature counts from the *dCg-Gal4/+* control sample in the *dCg>AiBi* dataset. (B) Feature counts from wild-type thoracic (WT-Th) and wild-type abdominal (WT-Ab) fat body samples. The read counts from RNA-seq analyses (three biological replicates) are shown above each of the nine genes enriched in the larval intestine.

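In the deposited counts, the 9 midgut genes reached at most 4 counts in any of the 3 dCg/+ libraries shown. CG43348 had 0, 1 and 2 counts in the WT-Th libraries.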

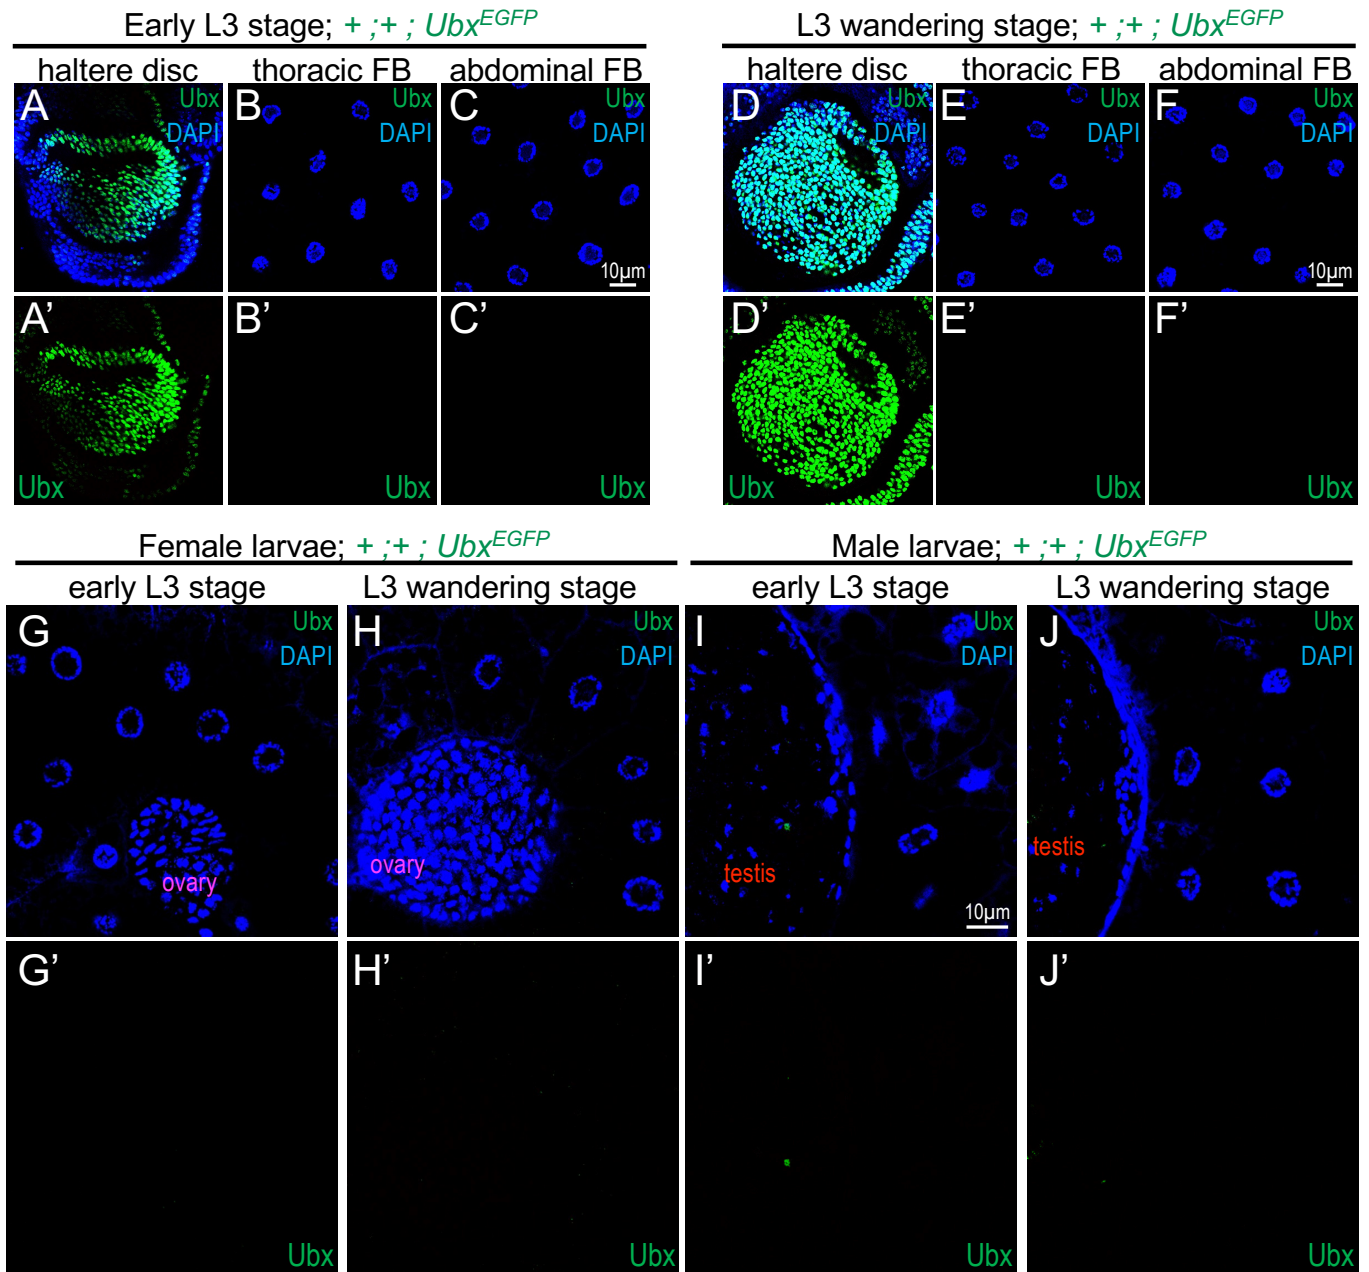

**Appendix Figure S5. Endogenous expression pattern of EGFP-tagged Ubx (*Ubx*<sup>EGFP</sup>).** The endogenous expression pattern of *Ubx*<sup>EGFP</sup> in haltere discs (A/A', D/D'), the thoracic region of the larval FB (fat body) (B/B' and E/E'), and the abdominal region of the fat body (C/C' and F/F') from early L3 stage (A-C) and L3 wandering stage (D-F) larvae. The endogenous expression pattern of *Ubx*<sup>EGFP</sup> in female ovaries (G/G' and H/H') and male testes (I/I' and J/J') from early L3 stage (G/G', I/I') and L3 wandering stage (H/H', J/J') larvae. *Ubx*<sup>EGFP</sup> is shown in green, and DAPI (blue) stains the nuclei. The scale bars in panel (C/F/I): 10 μm.

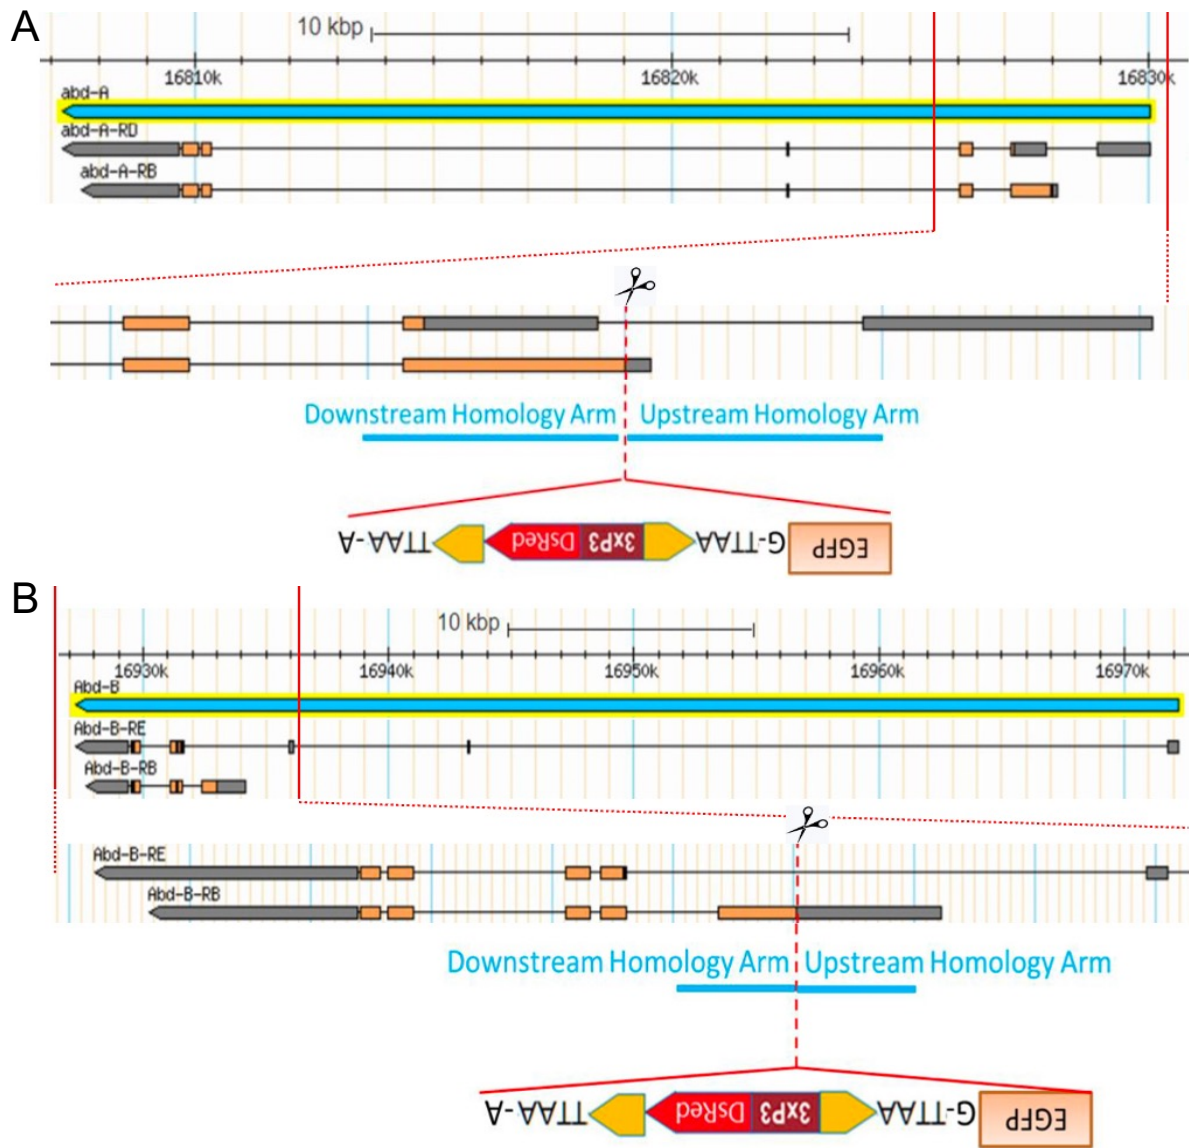

**Appendix Figure S6. CRISPR-Cas9 based EGFP-tagging of *abd-A* and *Abd-B*.** CRISPR/Cas9-mediated genome editing via homology-dependent repair (HDR) was performed using one guide RNA and a dsDNA plasmid donor. The N-termini of Abd-A (RB form) (A) and Abd-B (RB form) (B) were tagged using the “EGFP-PBacDsRed” cassette, which contains EGFP and 3xP3-DsRed flanked by PiggyBac terminal repeats. Two homology arms were cloned into pUC57-Kan as donor templates for repair. Scale bar: 10 kb.

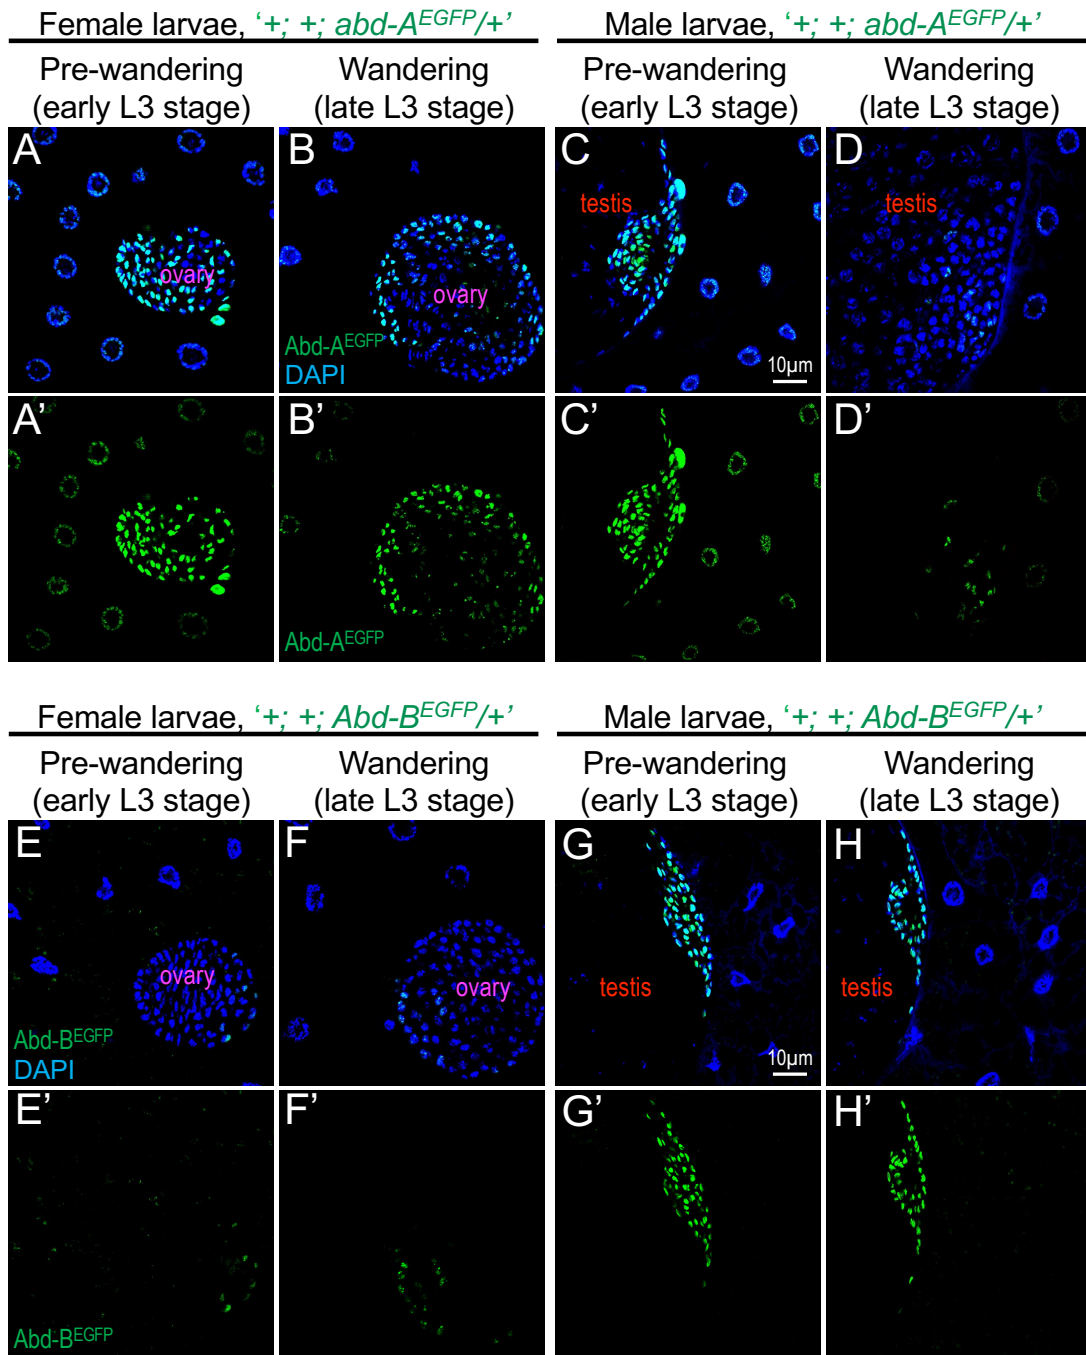

**Appendix Figure S7. Endogenous expression pattern of EGFP-tagged Abd-A (*Abd-A<sup>EGFP</sup>*) and Abd-B (*Abd-B<sup>EGFP</sup>*).** The endogenous expression pattern of *Abd-A<sup>EGFP</sup>* in ovaries (A/A', B/B') and testes (C/C', D/D') from early L3 stage (A/A', C/C') and late L3 stage (B/B', D/D') larvae. The endogenous expression pattern of *Abd-B<sup>EGFP</sup>* in ovaries (E/E', F/F') and testes (G/G', H/H') from early L3 stage (E/E', G/G') and late L3 stage (F/F', H/H') larvae. *Abd-A<sup>EGFP</sup>*/*Abd-B<sup>EGFP</sup>* are shown in green, and DAPI (blue) stains the nuclei. The scale bars in panel (C/G): 10  $\mu$ m.

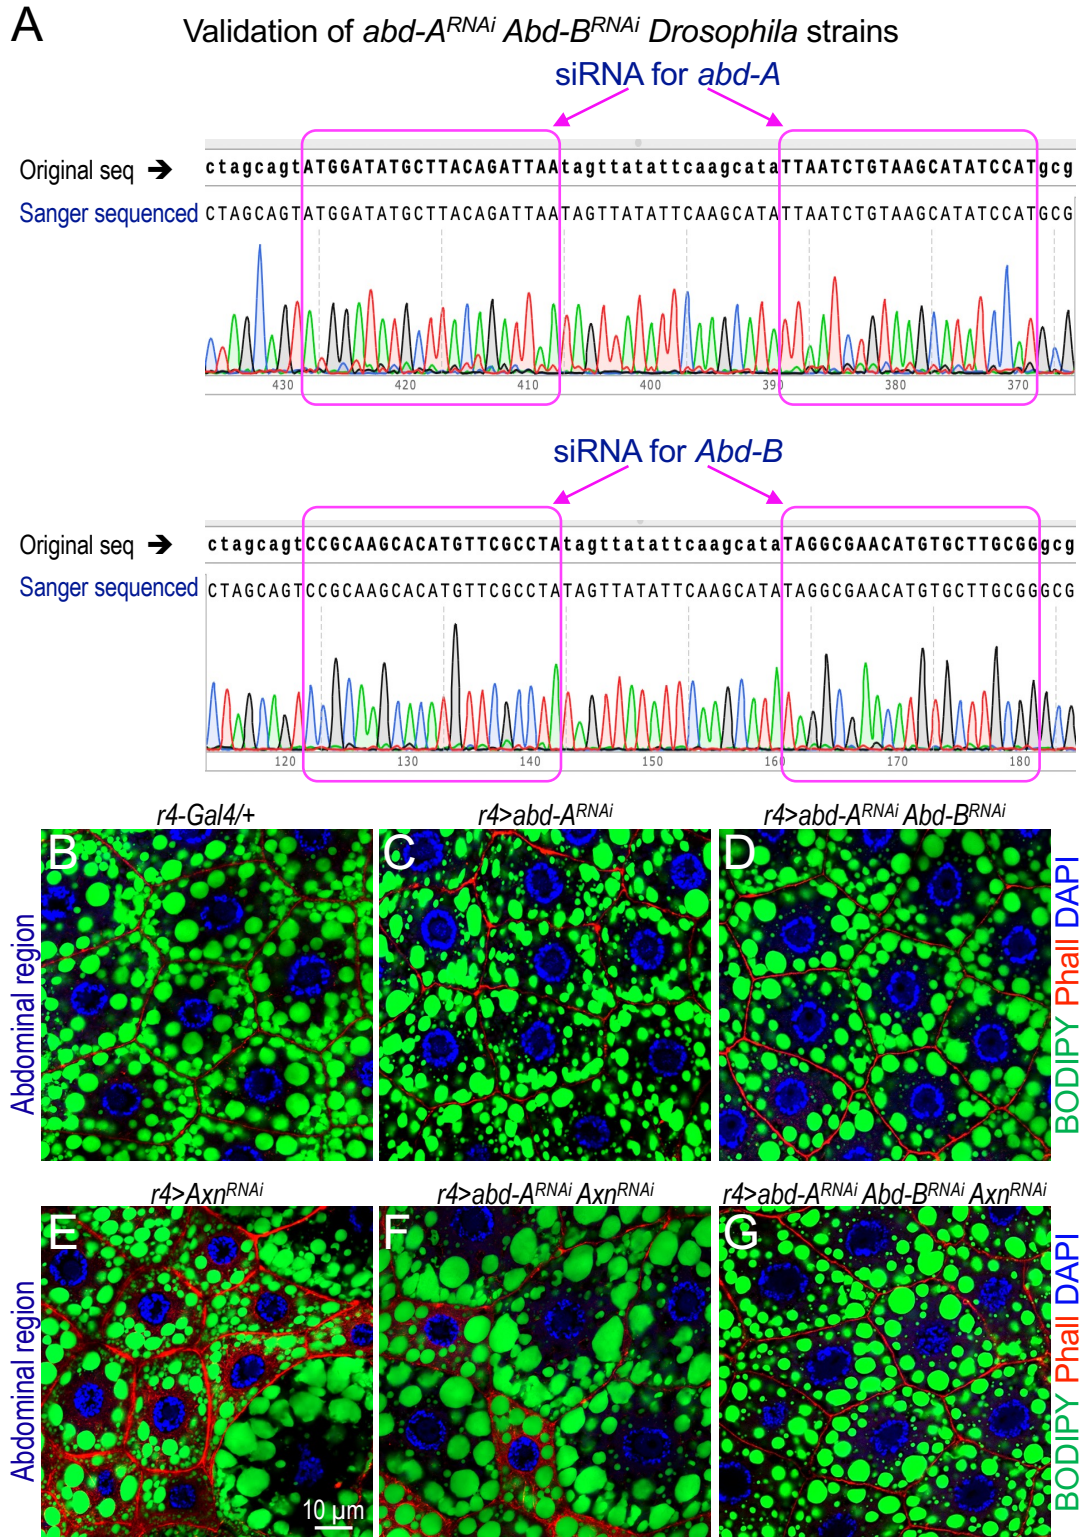

**Appendix Figure S8. Validation of *abd-A<sup>RNAi</sup>* *Abd-B<sup>RNAi</sup>* *Drosophila* strains.** (A) Sequence validation of pNP-based *abd-A* and *Abd-B* double depletion lines using Sanger sequencing. (B-G) Depleting *abd-A* and/or *Abd-B* under active Wnt signaling background using pNP vector-based system. Genotypes are as follows: (B) +; *r4-Gal4/+*; (C) *pNPUAS-Abd-A<sup>RNAi</sup>/+*; *r4-Gal4/+*; (D) *pNPUAS-Abd-A<sup>RNAi</sup> Abd-B<sup>RNAi</sup>/+*; *r4-Gal4/+*; (E) *UAS-Axn<sup>RNAi</sup>/+*; *r4-Gal4/+*; (F) *pNPUAS-Abd-A<sup>RNAi</sup>/UAS-Axn<sup>RNAi</sup>*; *r4-Gal4/+*; and (G) *pNPUAS-Abd-A<sup>RNAi</sup> Abd-B<sup>RNAi</sup>/UAS-Axn<sup>RNAi</sup>*; *r4-Gal4/+*. The scale bar in panel (E): 10  $\mu$ m.

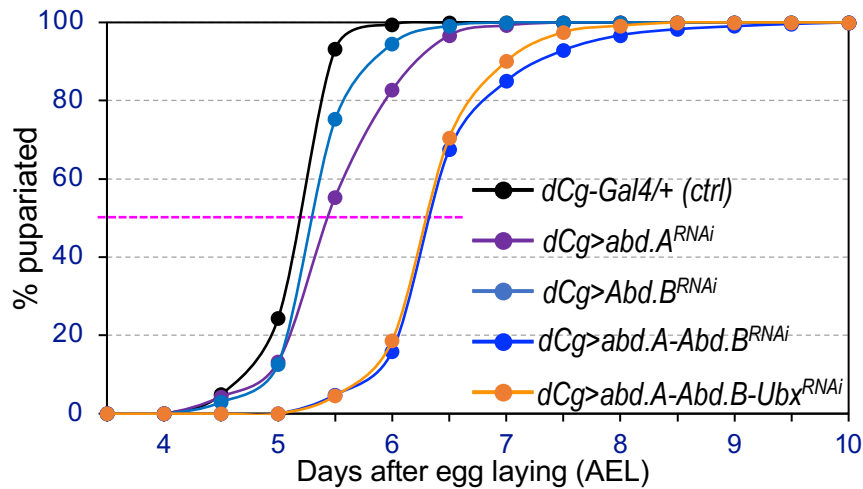

**Appendix Figure S9. Effects of Abd-A and Abd-B depletion on larval pupariation and lipid accumulation in adipocytes.** Pupariation curves showing the percentage of larvae that pupariated over time, measured in days after egg laying (AEL). Genotypes are as follows: *dCg-Gal4/+; +* (black), *dCg-Gal4/+; UAS-abd-A<sup>RNAi</sup>/+* (purple), *dCg-Gal4/+; UAS-abd-B<sup>RNAi</sup>/+* (pale blue), *dCg-Gal4/pNP-[abd-A Abd-B]<sup>RNAi</sup>; +* (dark blue), *dCg-Gal4/pNP-[abd-A Abd-B Ubx]<sup>RNAi</sup>; +* (orange).

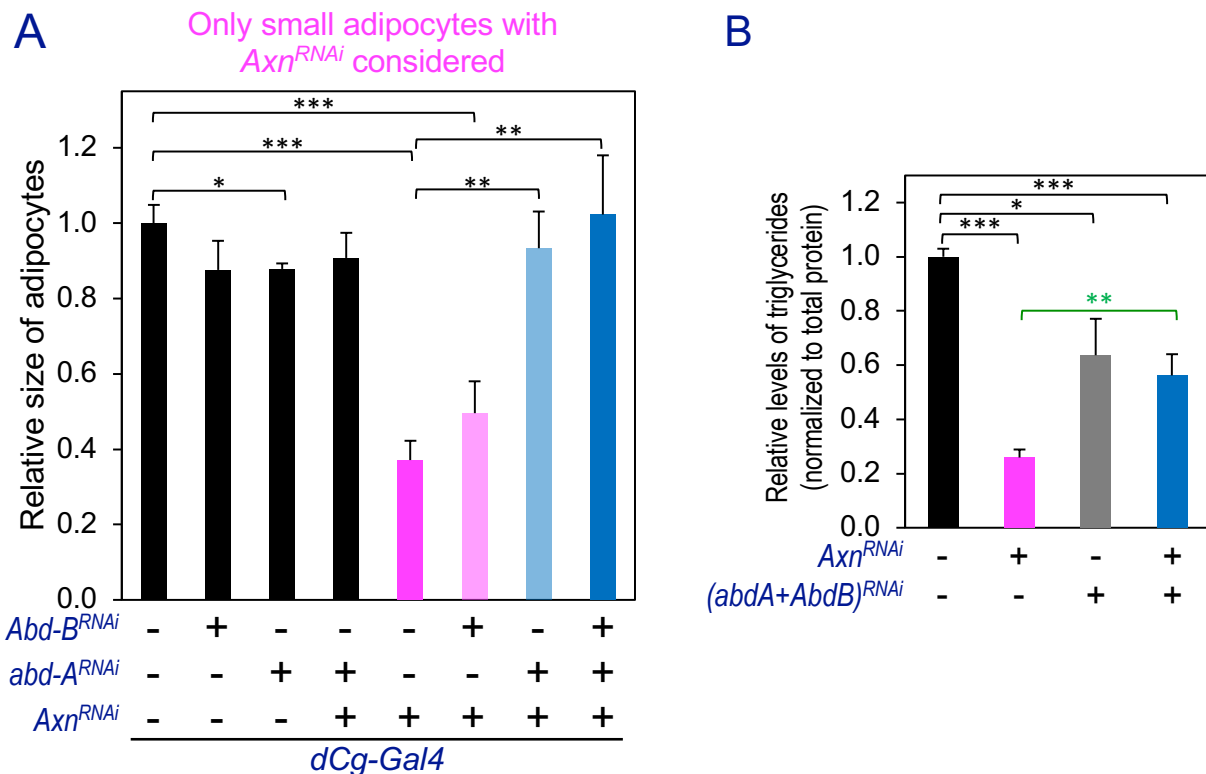

**Appendix Figure S10. Systematic quantification of adipocyte sizes and triglyceride levels upon depleting *abd-A* and *Abd-B* under Wnt-activated background.** Adipocyte quantification considering Wnt-active small adipocytes (A) in *Axn<sup>RNAi</sup>*. Different genetic combinations of *abd-A*, *Abd-B* and *Axn* depletions are shown below. (B) Relative triglyceride levels in larvae with *abd-A/Abd-B* and/or *Axn* depletion in the larval fat body. Triglyceride (TG) levels were measured using a commercial TG quantification kit (n = 3, independent biological repeats). p<0.05 (\*), p<0.01 (\*\*), and p<0.001 (\*\*\*); based on one-tailed unpaired *t*-tests because our experimental model is based on well-defined directional predictions regarding Wnt signaling outcomes.

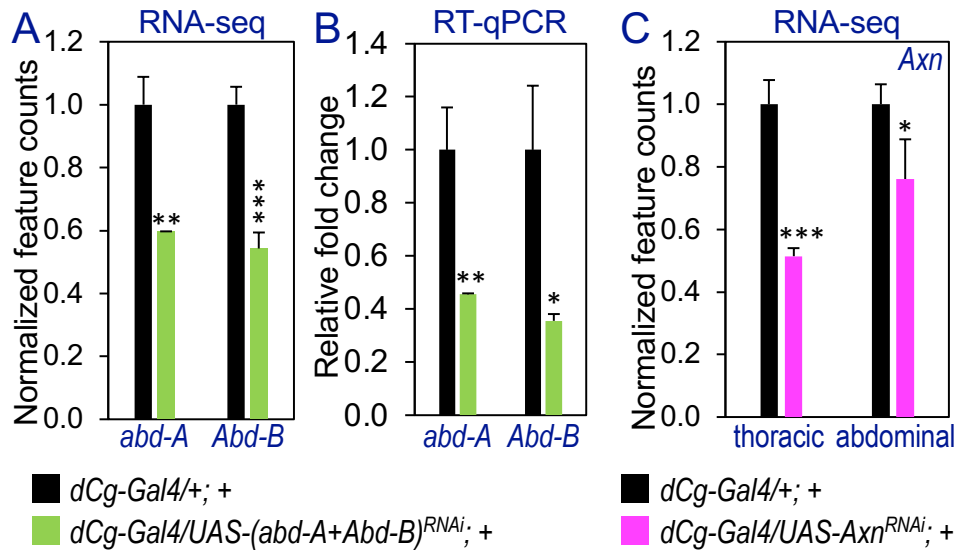

**Appendix Figure S11. Bar charts showing mRNA levels of *abd-A*, *Abd-B* and *Axn*.** (A, B) Simultaneous depletion of *abd-A* and *Abd-B* in the abdominal fat body results in a 40~60% reduction in their transcript levels, as determined by RNA-seq (A) and RT-qPCR (B). (C) RNA-seq analysis of *Axn* mRNA levels in thoracic and abdominal adipocytes following *Axn* knockdown. Genotypes are color-coded and indicated below each chart (n = 3, independent biological repeats). Statistical significance: p<0.05 (\*), p<0.01 (\*\*), and p<0.001 (\*\*\*); based on one-tailed unpaired *t*-tests because our experimental model is based on well-defined directional predictions.

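By RNA counts with n = 3 per group, Axn stood at 51.4% of its control in the thorax and 74.0% in the abdomen after trimmed-mean scaling. The abdominal fall did not pass (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.0594). By total counts Axn was higher in Axn-Ab (17.7 CPM) than in WT-Ab (9.22 CPM), as were most called genes. Totals leave composition out of account: the 10 most abundant genes held 14.7% to 19.5% of counts in Axn-Ab and 45.9% to 51.0% in WT-Ab.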

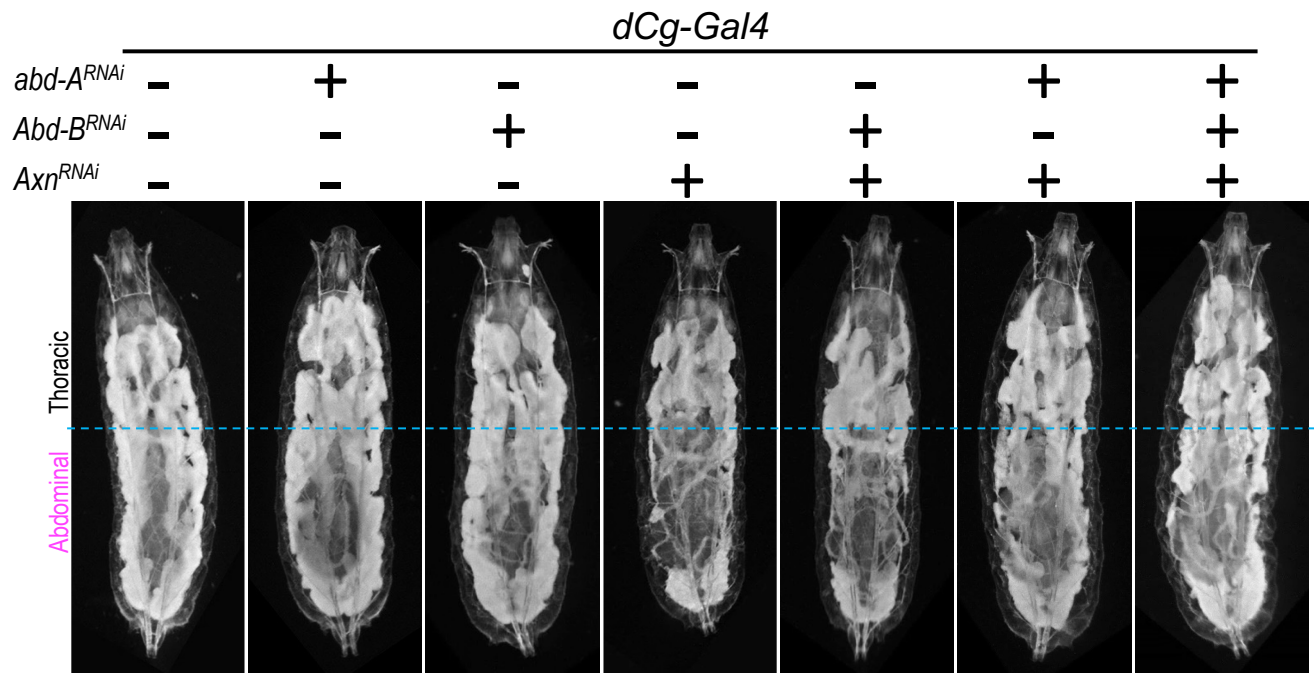

**Appendix Figure S12. Whole larvae images for *dCg-Gal4* driven *abd-A* and *Abd-B* depleted larvae with or without active Wnt signaling induced by depleting *Axn*. Note that Wnt signaling-induced fat body defects in the abdominal region of the fat body are significantly rescued by co-depleting *abd-A* and *Abd-B*.**

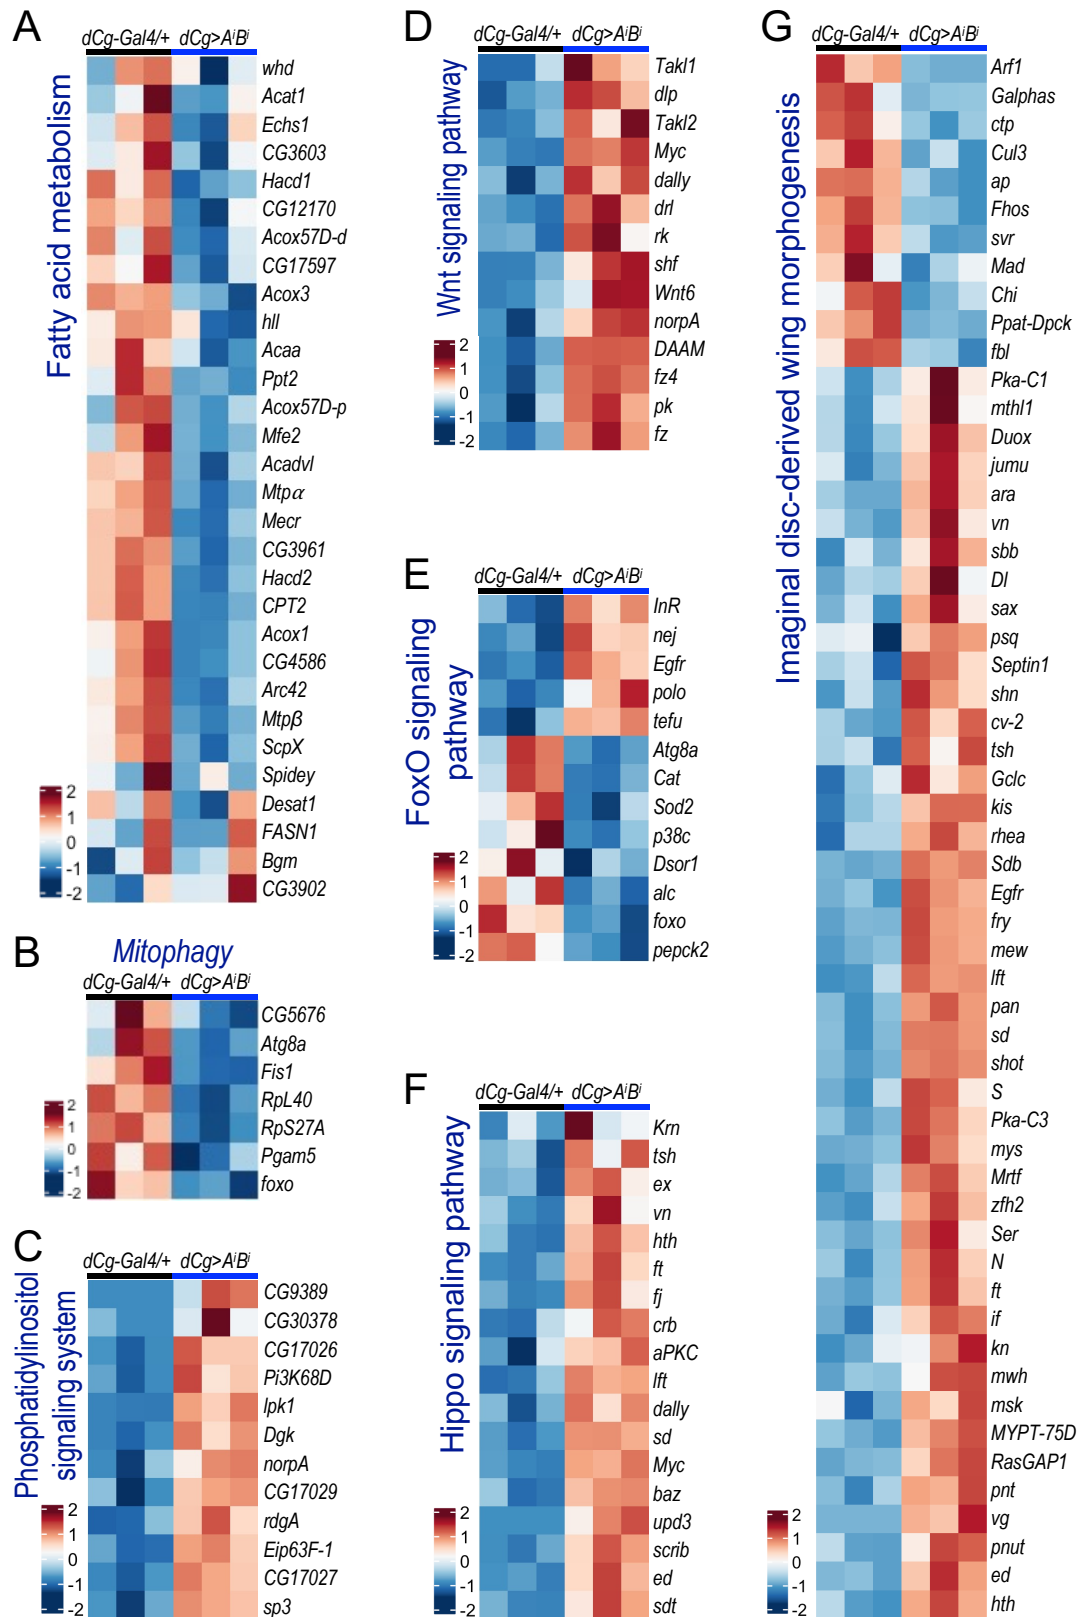

**Appendix Figure S13. Effects of Abd-A and Abd-B depletion in larval adipocytes on lipid metabolism and other developmental signaling pathways.** Heatmaps show the gene expression levels in various pathways: (A) Fatty acid metabolism, (B) Mitophagy, (C) Phosphatidylinositol signaling system, (D) Wnt signaling pathway, (E) FoxO signaling pathway, (F) Hippo signaling pathway, and (G) Imaginal disc-derived wing morphogenesis (n = 3, independent biological repeats).

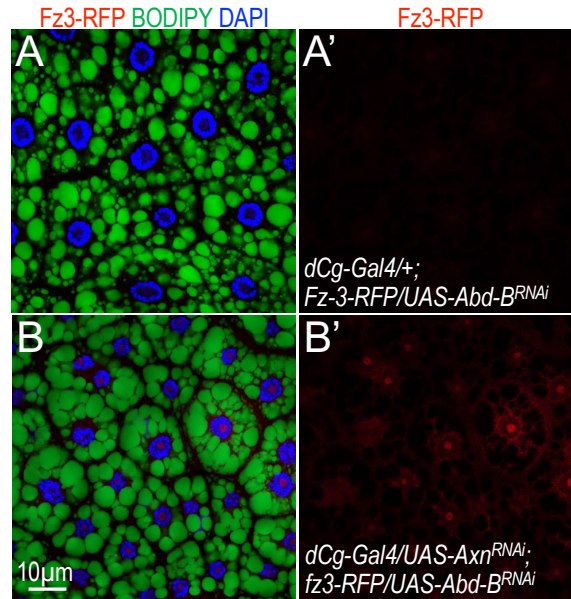

**Appendix Figure S14. *Abd-B* is required for the expression of Wnt-activated target genes in larval adipocytes.** Representative confocal images of abdominal adipocytes stained with BODIPY (green) and DAPI (blue), showing *dCg-Gal4* driven depletion of *Abd-B* with or without *Axn* depletion in the *fz3-RFP* background. Genotypes are as follows: (A/A') *dCg-Gal4/+; fz3-RFP/UAS-Abd-B<sup>RNAi</sup>*; and (B/B') *dCg-Gal4/UAS-Axn<sup>RNAi</sup>; fz3-RFP/UAS-Abd-B<sup>RNAi</sup>*. Scale bar in panel (B) applies to all images in this figure: 10 µm.

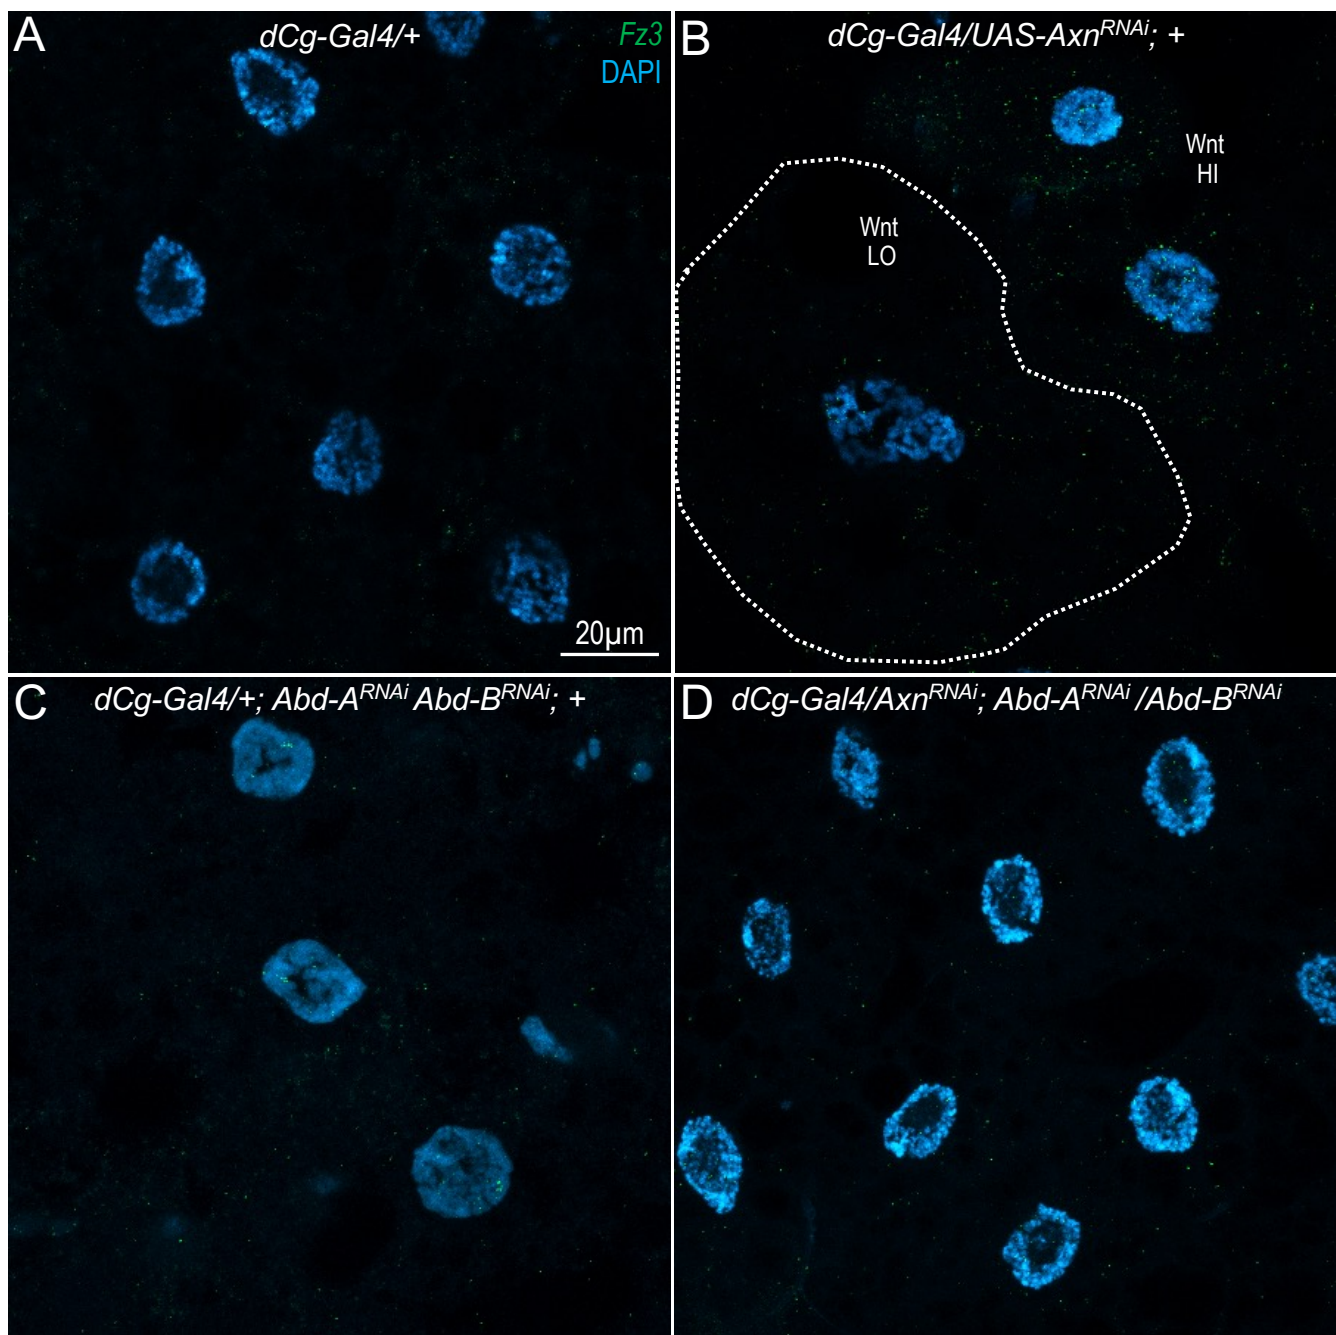

**Appendix Figure S15. Detection of mRNA transcripts of *Fz3* in larval adipocytes.** *Fz3* mRNA transcripts (green) were visualized using the HCR RNA-FISH assay. DAPI (blue) marks the nuclei positions. Large adipocytes, identified as “Wnt LO” (indicating low Wnt/Wg signaling), are outlined with dotted lines, while adjacent smaller adipocytes are labeled “Wnt HI” (representing high Wnt/Wg signaling). Genotypes: (A) *dCg-Gal4/+; +*, (B) *dCg-Gal4/UAS-Axn<sup>RNAi</sup>; +*, (C) *dCg-Gal4/+; Abd-A<sup>RNAi</sup>/Abd-B<sup>RNAi</sup>*, and (D) *dCg-Gal4/Axn<sup>RNAi</sup>; Abd-A<sup>RNAi</sup>/Abd-B<sup>RNAi</sup>*. The scale bar in panel (A): 20  $\mu$ m.

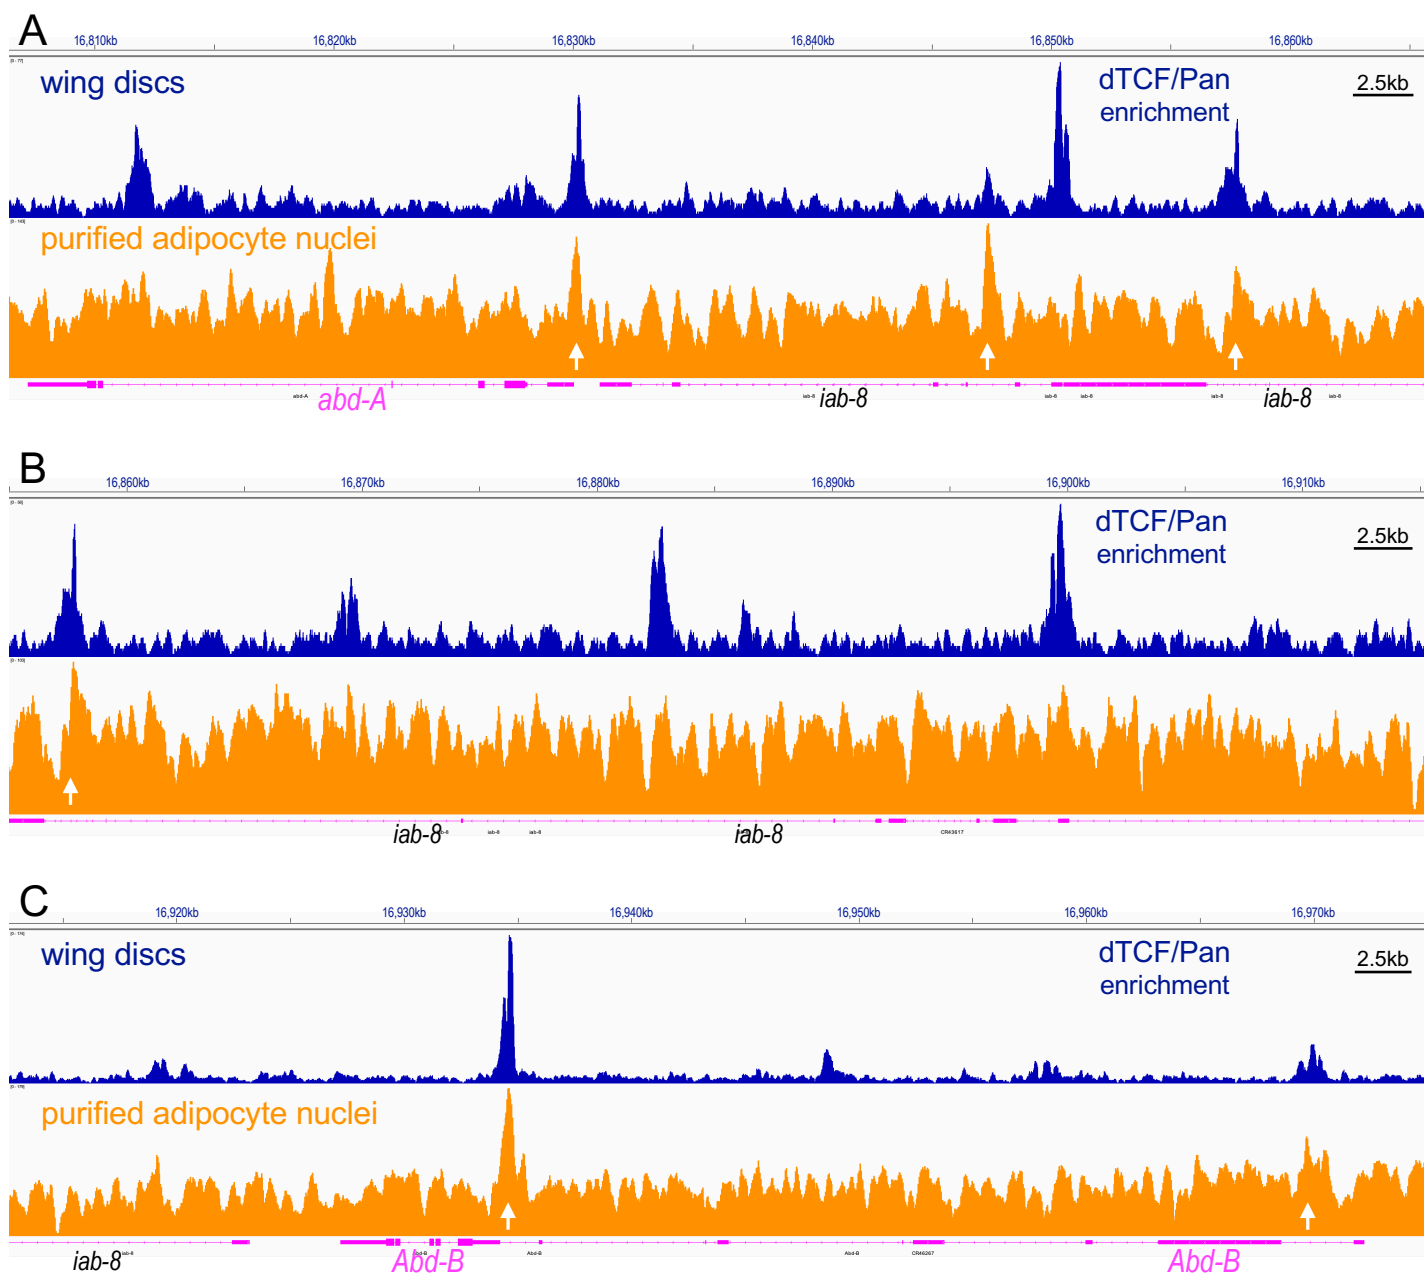

**Appendix Figure S16. Genomics tracks showing dTCF/Pan binding peaks at the *abd-A* (A), *iab-8* (B), and *Abd-B* (C) loci.** These peaks were identified through CUT&RUN analysis performed on wing discs (dark blue) and purified adipocyte nuclei from the larval fat body (orange). These tracks, visualized using the IGV browser, collectively span the entire *abd-A-Abd-B* genomic region. The y-axis is autoscaled, and different gene isoforms are collapsed and displayed in magenta. Several prominent peaks shared by both datasets are indicated by arrows. Scale bars: 2.5 kb.

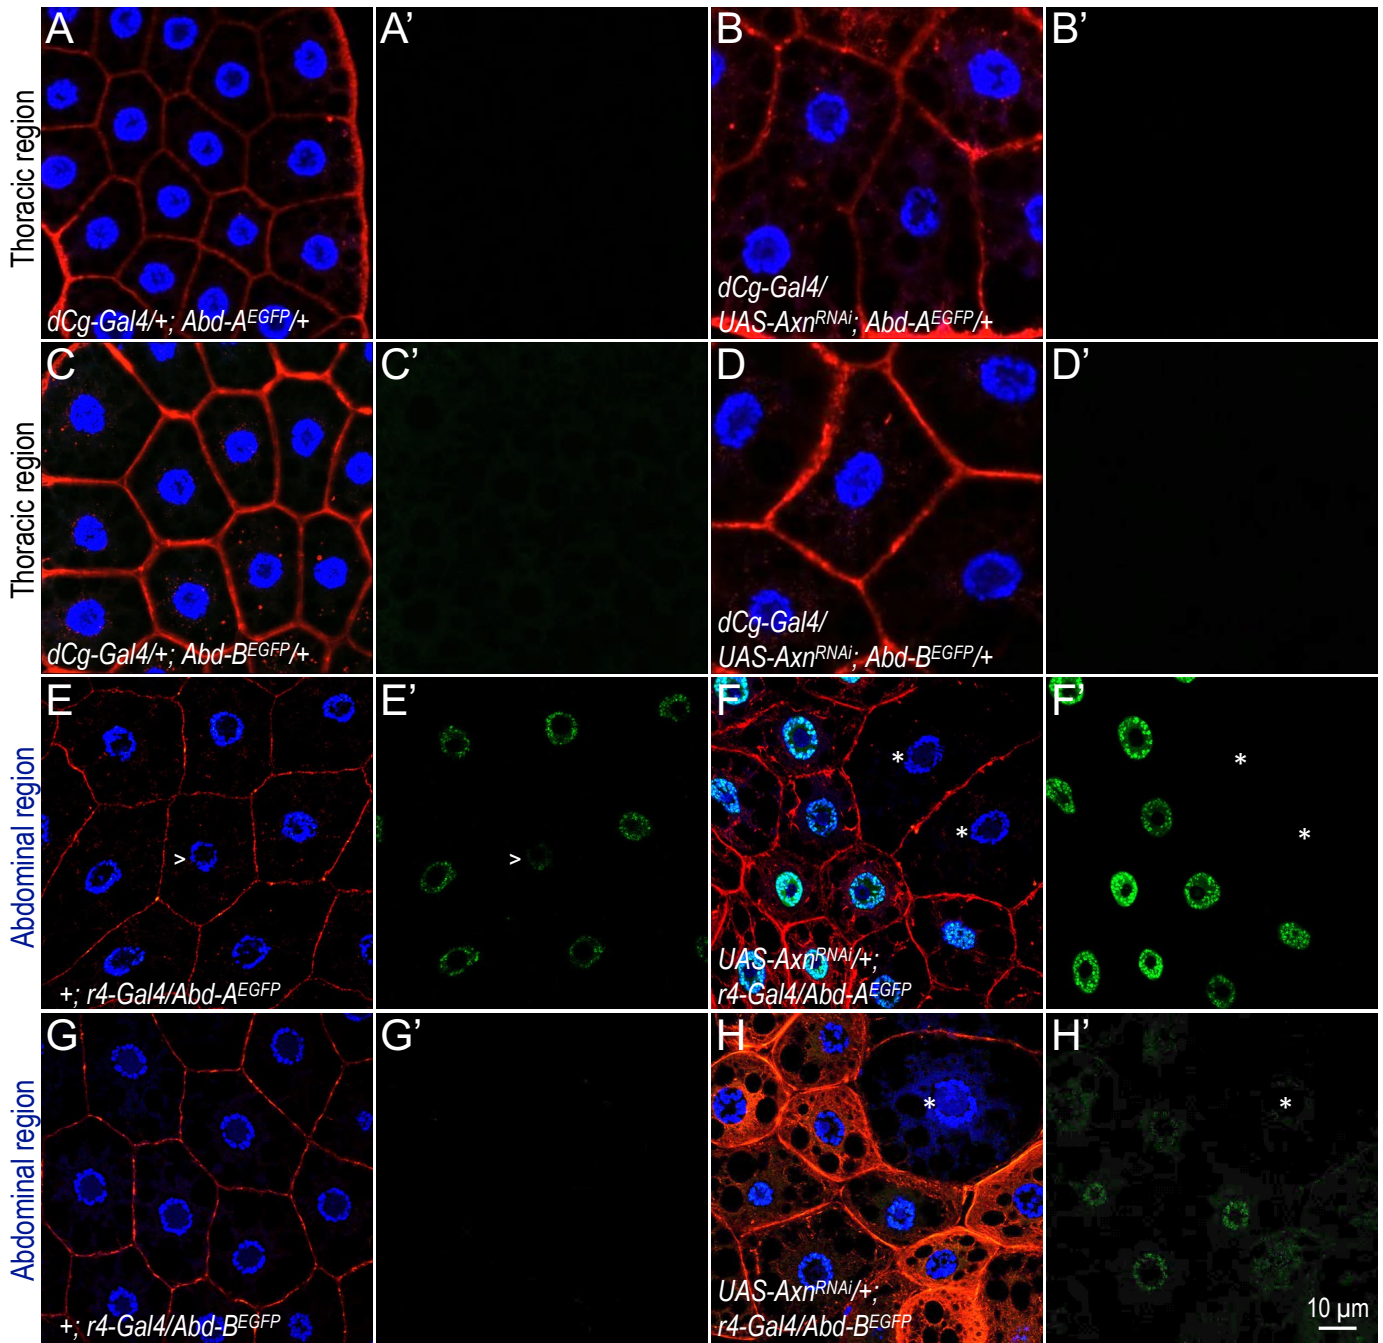

**Appendix Figure S17. Effects of Wnt signaling on *abd-A* and *Abd-B* expression in larval adipocytes.**

(A-B) Thoracic adipocytes stained with DAPI (blue) and Phall (red) in *Abd-A<sup>EGFP</sup>* background: (A/A') *dCg-Gal4/+; Abd-A<sup>EGFP</sup>/+*, and (B/B') *dCg-Gal4/UAS-Axn<sup>RNAi</sup>; Abd-A<sup>EGFP</sup>/+*. (C-D) Thoracic adipocytes stained with DAPI (blue) and Phall (red) in *Abd-B<sup>EGFP</sup>* background: (C/C') *dCg-Gal4/+; Abd-B<sup>EGFP</sup>/+*, and (D/D') *dCg-Gal4/UAS-Axn<sup>RNAi</sup>; Abd-B<sup>EGFP</sup>/+*. (E-F) Abdominal adipocytes stained with DAPI (blue) and Phall (red) in *Abd-A<sup>EGFP</sup>* background: (E/E') *+; r4-Gal4/Abd-A<sup>EGFP</sup>*, and (F/F') *UAS-Axn<sup>RNAi</sup>/+; r4-Gal4/Abd-A<sup>EGFP</sup>*. (G-H) Abdominal adipocytes stained with DAPI (blue) and Phall (red) in *Abd-B<sup>EGFP</sup>* background: (G/G') *+; r4-Gal4/Abd-B<sup>EGFP</sup>*, and (H/H') *UAS-Axn<sup>RNAi</sup>/+; r4-Gal4/Abd-B<sup>EGFP</sup>*. Adipocytes with lower levels of *Abd-A* expression are marked with '>' in (E/E'), and adipocytes with low Wnt activity are marked with an asterisk (\*) in (F/F') and (H/H'). The scale bar in panel (H'): 10  $\mu$ m.

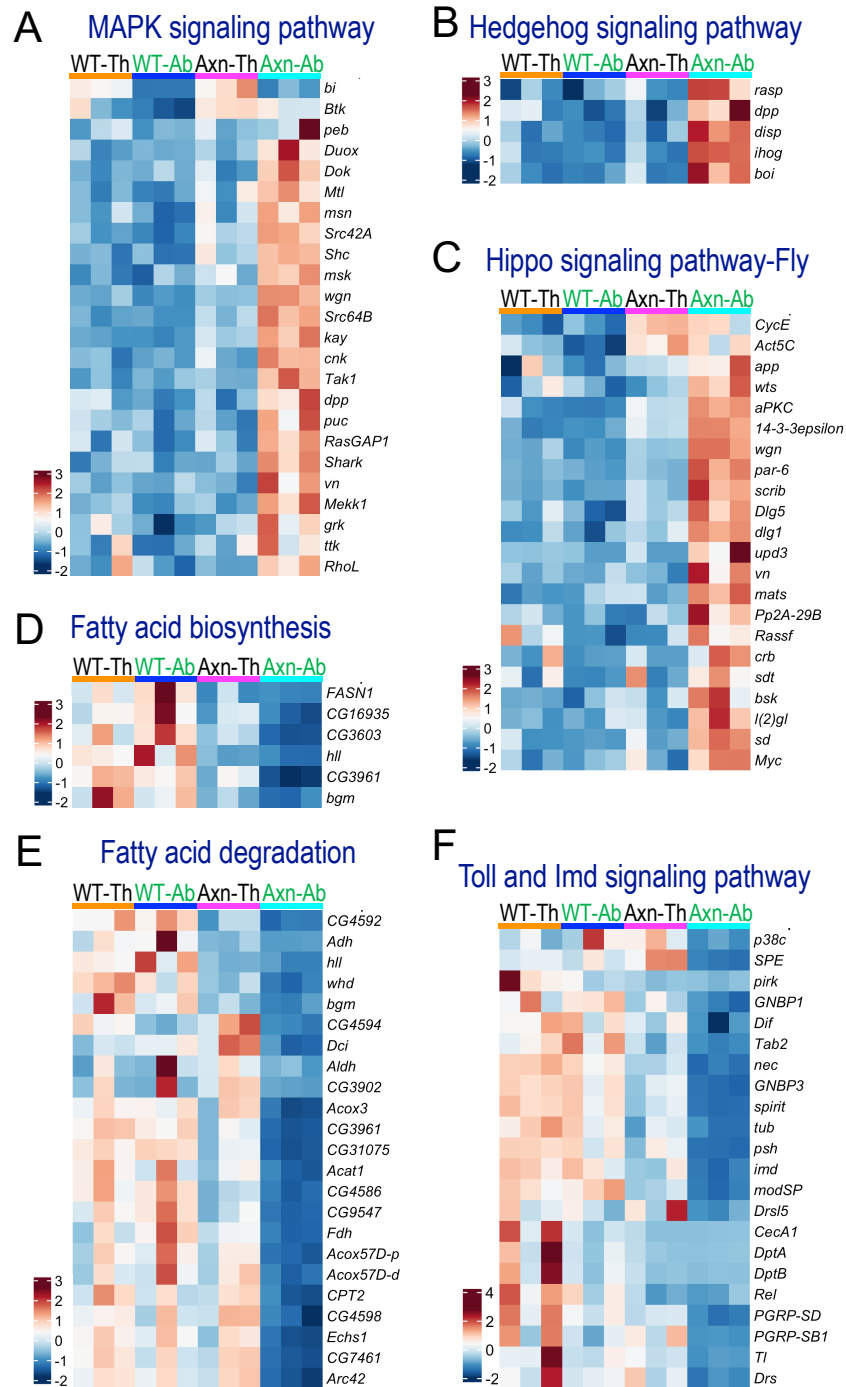

**Appendix Figure S18. Heatmaps showing gene expression levels in thoracic and abdominal regions upon activation of Wnt signaling.** Thoracic and abdominal regions of ‘*dCg-Gal4/+;+*’ (control) larva are labeled ‘WT-Th’ and ‘WT-Ab’, respectively. Thoracic and abdominal regions of ‘*dCg-Gal4/UAS-Axn<sup>RNAi</sup>;+*’ larvae are labeled as ‘Axn-Th’ and ‘Axn-Ab’, respectively. Heatmaps display mRNA levels of genes related to: (A) MAPK signaling pathway, (B) Hedgehog signaling pathway, (C) Hippo signaling pathway-Fly, (D) Fatty acid biosynthesis, (E) Fatty acid degradation, and (F) Toll and Imd signaling pathway (n = 3, independent biological repeats).

**Appendix Table S1. List of the *Drosophila* stocks used in this study.**

| Stock # | Genotype                                                                           | Comments                                         |
|---------|------------------------------------------------------------------------------------|--------------------------------------------------|
| 912     | <i>w[1]; P{w[+mC]=UAS-abd-A.G}21.8</i>                                             | <i>UAS-abd-A</i>                                 |
| 913     | <i>w[1]; P{w[+mC]=UAS-Abd-B.m.C}1.1</i>                                            | <i>UAS-Abd-B</i>                                 |
| 7011    | <i>w[1118]; P{w[+mC]=Cg-GAL4.A}2</i>                                               | <i>dCg-Gal4</i>                                  |
| 7072    | <i>y[1] w[1118]; P{w[+mC]=UAS-drm.G}6.1</i>                                        | <i>UAS-Drm</i>                                   |
| 9902    | <i>w[*]; P{w[+mC]=UAS-odd.H}E</i>                                                  | <i>UAS-Odd</i>                                   |
| 29442   | <i>y[1] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.JF03378}attP2</i>                           | <i>UAS-Wnt4[RNAi]</i>                            |
| 33832   | <i>y[1] w[*]; P{w[+mC]=r4-GAL4}3</i>                                               | <i>r4-Gal4 (III)</i>                             |
| 33986   | <i>y[1] sc* v[1] sev[21]; P{TRiP.HMS00946}attP2</i>                                | <i>UAS-slmB[RNAi]</i>                            |
| 34328   | <i>y[1] sc[*] v[1] sev[21]; P{y[+t7.7] v[+t1.8]=TRiP.HMS01315}attP2/TM3, Sb[1]</i> | <i>UAS-Odd[RNAi]</i>                             |
| 35644   | <i>y[1] sc[*] v[1] sev[21]; P{y[+t7.7] v[+t1.8]=TRiP.GLV21008}attP2</i>            | <i>UAS-abdA[RNAi]</i>                            |
| 35647   | <i>y[1] sc[*] v[1] sev[21]; P{y[+t7.7] v[+t1.8]=TRiP.GLV21012}attP2</i>            | <i>UAS-AbdB[RNAi]</i>                            |
| 38394   | <i>y[1] w[*]; wg[Sp-1]/CyO; P{w[+mC]=GAL4-dSREBPg.K}A45/TM6B, Tb[+]</i>            | <i>SREBP-Gal4 (III)</i>                          |
| 38395   | <i>y[1] w[*]; P{w[+mC]=GAL4-dSREBPg.K}A39; SREBP[189]/TM6B, Tb[1]</i>              | <i>SREBP-Gal4 (II)</i>                           |
| 38625   | <i>w[1118]; PBac{y[+mDint2] w[+mC]=Abd-B-EGFP.S}VK00037/SM5</i>                    | <i>Abd-B[ectopic-EGFP]</i>                       |
| 40848   | <i>y[1] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.HMS02015}attP40/CyO</i>                     | <i>UAS-Pan/dTCF[RNAi]</i>                        |
| 42548   | <i>y[1] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.HMJ02120}attP40</i>                         | <i>UAS-Drm[RNAi]</i>                             |
| 53342   | <i>y[1] v[1]; P{y[+t7.7] v[+t1.8]=TRiP.HMC03571}attP40</i>                         | <i>UAS-Arr[RNAi]</i>                             |
| 62434   | <i>y[1] v[1]; P{TRiP.HMJ23888}attP40/CyO</i>                                       | <i>UAS-Axn[RNAi], Balancer changed to CyO,Tb</i> |
| 68187   | <i>y[1] w[*]; P{y[+t7.7] w[+mC]=sfGFP.FLAG-abd-A.B}attP40</i>                      | <i>Abd-A[ectopic-EGFP]</i>                       |
| 80070   | <i>w[*]; P{w[+mC]=UAS-Wnt4.G}4-6-1, P{UAS-Wnt4.G}4-6-2; P{UAS-Wnt4.G}13</i>        | <i>UAS-Wnt4+ (OE)</i>                            |
|         | <i>+; +; Axn[127]</i>                                                              | generated in a previous study (PMID: 28827348)   |
|         | <i>Sp/CyO; f33-RFP/TM6B</i>                                                        | a kind gift from Dr. Yashi Ahmed                 |
|         | <i>+; +; [EGFP]Ubx</i>                                                             | a kind gift from Dr. Ingrid Lohmann              |
|         | <i>+; +; Abd-A<sup>EGFP</sup></i>                                                  | This study                                       |
|         | <i>+; +; Abd-B<sup>EGFP</sup></i>                                                  | This study                                       |
|         | <i>+; pNP-[abdA]<sup>RNAi</sup>; +</i>                                             | This study                                       |
|         | <i>+; pNP-[AbdB]RNAi; +</i>                                                        | This study                                       |
|         | <i>+; pNP-[Ubx]RNAi; +</i>                                                         | This study                                       |
|         | <i>+; pNP-[abdA-AbdB]<sup>RNAi</sup>; +</i>                                        | This study                                       |
|         | <i>+; pNP-[abdA-AbdB-Ubx]<sup>RNAi</sup>; +</i>                                    | This study                                       |

**Appendix Table S2. Primers used in this study.**

| <b>Primer Names</b>               | <b>Primer Sequence [5' to 3']</b>                                        |
|-----------------------------------|--------------------------------------------------------------------------|
| Abd-A_pNP 5.1                     | ctagcagtATGGATATGCTTACAGATTAA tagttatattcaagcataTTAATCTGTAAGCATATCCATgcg |
| Abd-A_pNP 3.1                     | aattcgcATGGATATGCTTACAGATTAA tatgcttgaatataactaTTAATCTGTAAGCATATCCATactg |
| Abd-B_pNP 5.1                     | ctagcagtCCGCAAGCACATGTTGCGCTA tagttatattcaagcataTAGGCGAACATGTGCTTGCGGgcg |
| Abd-B_pNP 3.1                     | aattcgcCCGCAAGCACATGTTGCGCTA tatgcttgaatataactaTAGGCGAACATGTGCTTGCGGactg |
| Ubx_pNP 5.1                       | ctagcagtCAGGTAAGAGATACTCAGAAT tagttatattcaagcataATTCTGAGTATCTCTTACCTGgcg |
| Ubx_pNP 3.1                       | aattcgcCAGGTAAGAGATACTCAGAAT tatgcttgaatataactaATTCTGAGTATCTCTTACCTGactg |
| pNP_Test 5.1                      | GCTGAGAGCATCAGTTGTGA                                                     |
| pNP_Test 3.1                      | AATCGTGTGTGATGCCTACC                                                     |
| gRNA_Sense oligo [abd-A]          | CTTCGTGACGAATTCGGGGGGGTGG                                                |
| gRNA_Antisense oligo [abd-A]      | AAACCCACCCCCCGAATTCGTCAC                                                 |
| UPS_Homology Arm [abd-A] 5.1      | AATACAACGCAACCCGAGAC                                                     |
| UPS_Homology Arm [abd-A] 3.1      | TGCACATATTTTGCTCTCTGG                                                    |
| DWNS_Homology Arm [abd-A] 5.1     | ACCACCCCCCGAATTCG                                                        |
| DWNS_Homology Arm [abd-A] 3.1     | TGAGAAAGTTCTATCAATGCACTCCA                                               |
| Excision [abd-A] 5.1              | CCCGACAACCACTACCTGAG                                                     |
| Excision [abd-A] 3.1              | GATGAGGAGACGGGTGAGTG                                                     |
| gRNA_Sense oligo [Abd-B]          | CTTCGAGATGGTGCTGCTGCATGAC                                                |
| gRNA_Antisense oligo [Abd-B]      | AAACGTCATGCAGCAGCACCATCTC                                                |
| UPS_Homology Arm [Abd-B] 5.1      | TCGACTGGGAGTGTTCGTT                                                      |
| UPS_Homology Arm [Abd-B] 3.1      | GACGGGCAGGGAGGGAT                                                        |
| DWNS_Homology Arm [abd-A] 5.1     | AGCAGCAGCATCTGCAGG                                                       |
| DWNS_Homology Arm [abd-A] 3.1     | TTAAATGCGTGACGATTCTT                                                     |
| Excision [Abd-B] 5.1              | CCCGACAACCACTACCTGAG                                                     |
| Excision [Abd-B] 3.1              | CTGCTGTACGGCGACAAGT                                                      |
| <b>RT-qPCR Primers [5' to 3']</b> |                                                                          |
| CycD 5.1Q                         | CCAGAAGGATATTACGCCACC                                                    |
| CycD 3.1Q                         | TGGGTCTTGCGTACTGATTTG                                                    |
| nkd 5.1Q                          | CTGCATCCTCAACCCGCTTAT                                                    |
| nkd 3.1Q                          | CCGCCGAGAATTTTATGCTTC                                                    |
| Notum 5.1Q                        | TTCTGCTGCTCTTAGCCACGTT                                                   |
| Notum 3.1Q                        | GGTGTCCCTCAATGGATCCTTC                                                   |
| Rp49 5.1Q                         | ACAGGCCCAAGATCGTGAAGA                                                    |
| Rp49 3.1Q                         | CGCACTCTGTGTCGATACCCT                                                    |

How the deposited data were processed for this re-analysis (not part of the article)

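A pair of bulk RNA-seq experiments on larval fat body was analysed. In the first, fat bodies recorded without a region, called whole fat body here, of dCg-Gal4 controls (dCg/+) and of larvae with abd-A and Abd-B knocked down by 1 construct (AiBi) were compared, with 4 libraries each. In the second, thoracic and abdominal fat body of controls (WT-Th, WT-Ab) and of Axn knockdown larvae (Axn-Th, Axn-Ab) were dissected, with 3 libraries each. The abdominal pieces included the region around the gonad.

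The values used were gene counts as deposited by the authors in 1 table per experiment. According to the file names and columns, reads had been assigned to genes with featureCounts. The aligner, the genome build, the counting options and strand, the tool for differential expression and its threshold are not given in the sources used here. The records name both a polyA label and a library protocol with ribosomal depletion, and both a head region and a thoracic region. Genes carried 17562 identifiers, of which 17477 had a symbol, and 17407 had the same coordinates as in the BDGP6 annotation used here. All 20 count columns were assigned to a group by their labels.

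In the whole fat body table, 70.8% to 77.9% of nonzero counts were even, against 45.6% to 47.4% in the regional table, which fits both mates of a read pair being counted in the first. Dividing those counts by 2 was added as an alternative. Library totals had a median of 18640696 counts in dCg/+, 21611520 in AiBi, 4511773 in WT-Th, 4643073 in WT-Ab, 6574996 in Axn-Th and 5855014 in Axn-Ab. Genes with a count numbered 9527 to 10281 per dCg/+ library, 11389 to 13009 per AiBi library, and 12249 to 13366 per Axn-Ab library. Every pair of replicates differed by more than sampling noise, with a chi-square per degree of freedom of 9.55 to 174.

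The authors state that dCg/+ replicate 4 and AiBi replicate 1 were excluded after principal component analysis, and the paper gives n = 3. The fit over the 6 remaining libraries is therefore given first, and the fit over all 8 beside it. The regional fit held all 12 libraries and 4 groups. The sources do not say whether replicate numbers pair libraries. Deviations from the group means had correlations of 0.204, 0.161 and 0.203 between same-number WT-Th and WT-Ab libraries. Those of different numbers had -0.128 to -0.054. Deviations cancel within a group, so the negative values follow from the positive ones and are no separate evidence. Over all groups, 11 of 36 different-number correlations exceeded 0.1, the highest being 0.456. Pairing of these 2 groups by number was therefore treated as possible, not as shown. No other 2 groups had a correlation over 0.1 for every shared number.

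Counts were processed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr, which left 8594 genes in the regional fit, 8528 in the fit of 6 and 8524 in the fit of 8. Libraries were scaled with trimmed-mean (TMM) factors. Quasi-likelihood F tests were adjusted over all tested genes by the Benjamini-Hochberg method, and genes with adjusted p below 0.05 were called. The residual degrees of freedom were 8 in the regional fit and 4 in the fit of 6. The difference between regions in the effect of Axn knockdown was tested as a contrast of all 4 groups. The standard error was taken as the fitted log2 fold change over the square root of its F statistic. Levels are normalized CPM with SD, n = 3, unless totals are named. For genes without counts in 1 group a lower bound is given with a floor of 3 counts over the group. With 1 to 3 counts, a ratio of summed counts with a 95% interval is given. The reason is that the fitted fold change of such genes depends on the prior count of 0.125. These bounds and intervals come from summed counts and leave out variation between libraries.

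Pathway lists (16) and marker lists (12) were written down from general knowledge of the pathways before the counts were seen, and 1 marker list, midgut digestive enzymes, was added afterwards. The members behind the paper's own gene categories were not used here, so a list of the same name can differ from the paper's. Lists were tested with camera at a preset inter-gene correlation of 0.01, adjusted over the lists of a kind. fry, camera with estimated correlation, and fgsea 1.28.0 were alternatives. No pathway list passed in any comparison when the correlation was estimated.

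Alternatives fixed before the counts were seen were DESeq2 1.42.0, DESeq2 size factors, scaling by library totals, no filter, a replicate block, a fit of the compared groups only, a log2 fold change of at least 1, unadjusted p, all 8 libraries, the list tests named above, lists without the paper's named genes, and leaving out each library in turn. Halved counts and removal of a trend with gene length, with and without the block, were added after the counts were seen. Power was checked on counts simulated from the means, dispersions and library sizes of the same libraries, with 2-fold and 4-fold changes planted. Between 1.79% and 8.89% of genes then called had not been planted. The simulated fits called 31 to 87 genes. The data held about as many calls only in WT-Ab against WT-Th, so elsewhere the recovered shares may be too low.

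Single genes are named by a rule. They are the genes the paper names in text, legends or source data for these RNA-seq experiments, whose values in the paper had been seen. To them were added, for each of 6 comparisons, the 3 largest rises and 3 largest falls among genes with adjusted p below 0.05, a mean of at least 5 CPM over the libraries compared, and, for the 5 comparisons of 2 groups, no overlap of CPM values between the groups. Of these, 6 are not described elsewhere. They are CG6006 in WT-Ab against WT-Th (log2 fold change -3.64), CG14752 (383 counts over Axn-Th and 2 over WT-Th, ratio 117, 95% interval 32.2 to 971) and CG43920 (-6.42) in Axn-Th against WT-Th, and CG7714 (6.24), CG9451 (4.57) and CG8850 (-4.66) in Axn-Ab against Axn-Th. CG6006 and CG8850 overlap genes on the other strand and are uncertain.

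Marker lists gave the following adjusted p values with camera, with the median log2 fold change. In AiBi against dCg/+: blood cells 6.2e-05 (2.08), muscle 1.1e-05 (1.27), Malpighian tubule 0.00284 (3.14), wing imaginal disc 0.0441 (1.496), larval fat body 0.0390 (-0.48), midgut digestive enzymes 8.5e-07 (3.23), salivary gland 0.587 (0.57), nervous system 0.894 (0.06), gonad 0.948 (-0.16), larval cuticle 0.757 (-0.10), male 0.587 (-0.35), ecdysone response 0.587 (0.30), and the 9 midgut genes of the paper 0.321 with 1 gene tested. In WT-Ab against WT-Th: wing disc 0.00112, muscle 0.0221, gonad 2.2e-06 and male 0.0392 (2 genes tested) passed. Of these only gonad held under fry. Salivary gland (0.106), nervous system (0.213), blood cells (0.200), Malpighian tubule (0.0782), cuticle (0.598), larval fat body (0.774), ecdysone response (0.200), the 9 midgut genes (0.113) and midgut enzymes (0.0976) did not pass there. In Axn-Ab against WT-Ab only the larval fat body list passed, and in Axn-Th against WT-Th none.

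Imaging, fluorescence in situ hybridization, RT-qPCR and genetic experiments of the paper were not analysed here, nor were reads.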

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

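Tests in this part were mostly written before their results were seen. These are the splits of libraries, the other abundant genes of WT-Ab, the roX comparison, abd-A in Axn-Th replicate 1, the correlation within classes of expression, that among abundant genes, and the wing disc list without 1 library. The other tests were written only after the result they address was seen.

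Single libraries lay apart in the whole fat body experiment. In 82 groups of 4 values a Dixon test was made, and 10 values lay beyond its limit. They were the total (11685086 counts) and the number of genes with a count (9527) of dCg/+ replicate 2, and Lsd-2 in the same library (365 CPM). They were also Antp (37.7 CPM) and Bace (0.255 CPM) in dCg/+ replicate 1, and Bace (1.99 CPM) and Mip (0.733 CPM) in AiBi replicate 2. In AiBi replicate 1, which the study left out, they were LManIII (31.6 CPM), the sum of muscle genes (1023 CPM) and the sum of the 9 midgut genes (33.8 CPM). With 82 such tests some values beyond the limit are to be reckoned with by chance. The regional groups of 3 libraries were not tested this way. There, too, summed lists of other tissues ranged widely between libraries. Salivary gland genes ran from 186 to 4985 CPM in WT-Ab, larval cuticle genes from 16.6 to 986 CPM in Axn-Ab, and Malpighian tubule genes from 2.46 to 73.4 CPM in Axn-Th.

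The effect of Axn knockdown was tested for a difference between the 2 regions. The difference of effects had 485 genes higher and 1055 lower in the abdomen (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among genes with a mean of at least 5 CPM the largest were CG6277 (8.95), CG10912 (7.71) and CG32170 (5.05), and CG9270 (-4.65), CG6870 (-4.50) and CG34215 (-4.33). CG6277 and CG10912 kept their call in 5 of 12 fits with 1 library left out each, and both also rose in AiBi (6.33 and 5.06). CG9270 and CG6870 overlap genes on the other strand and are uncertain. nkd (3.78), fz3 (3.00) and Notum (2.47) were called as well. With camera at a preset correlation, and not with the correlation estimated, lists passed for fatty acid biosynthesis (-1.23), fatty acid degradation (-1.04), peroxisome (-0.52), Wnt (0.54), Hippo (0.50), Hedgehog (0.78) and MAPK (0.38), and larval fat body genes (-2.82).

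Each comparison was also fitted with its libraries regrouped by other splits into groups of the same sizes. The true grouping counts among the splits. For WT-Ab against WT-Th the true split gave 56 genes and the highest other 1, so 1 of 10 splits reached the true number, and 3 of 10 reached its 3 lists (highest other 8). Same-number control libraries may be paired, and 4 of these 10 splits part all 3 same-number pairs. The 3 of them other than the true one gave 0 genes and 1 to 2 lists, and the splits with 8 lists each part 1 pair. For Axn-Ab against WT-Ab it was 1 of 10 for 3731 genes (highest other 0) and 1 of 10 for 13 lists (highest other 9). For Axn-Th against WT-Th it was 1 of 10 for 745 genes (highest other 0) and 5 of 10 for 4 lists (highest other 8). For Axn-Ab against Axn-Th it was 1 of 10 for 2819 genes (highest other 0) and 1 of 10 for 11 lists (highest other 9). For AiBi it was 1 of 10 for 2907 genes (highest other 0) and 3 of 10 for 8 lists (highest other 9). With 10 splits the share cannot fall below 0.1, so these splits cannot tell whether chance is excluded. For AiBi with all 8 libraries, 1 of 35 splits reached 3361 genes (highest other 1), so chance was excluded for genes, and 7 of 35 reached 9 lists (highest other 11), so it was not for lists. For the difference of effects, 3 of 100 splits drawn from 200 reached 1540 genes (highest other 1903; 1496 among splits that part all 3 control pairs). The 8 splits that keep Axn-Ab apart from Axn-Th gave 1095 to 1903 genes and the other 92 at most 2. The number of genes thus followed the grouping of the Axn libraries. Since 8 of 100 splits share that grouping, chance was excluded neither for it nor for the grouping of the controls. For lists, 6 of 100 reached 11 lists (highest other 12), so chance was not excluded.

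Could the calls in both directions be made by processing? Under library totals, the emptier direction still held 552 genes in Axn-Ab against WT-Ab, 343 in the difference of effects and 331 in AiBi, all among those called with trimmed-mean factors. A single scale factor per library was therefore excluded as the cause of all calls. With a trend of gene length removed, 84.7%, 76.8% and 69.9% of calls were kept in the same direction, and without the count filter 86.4%, 75.5% and 91.9%. Neither accounts for the whole.

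Larval fat body protein genes fell in Axn-Ab, with a median log2 fold change of -3.56. Under library totals the median was -2.19, so scaling alone was excluded. If the libraries merely held less fat body RNA, other abundant genes made only by the fat body would fall alike. The 265 other genes with at least 500 CPM in WT-Ab had a median of -1.19 (10th to 90th percentile -3.25 to -0.33). Of these, 83 fell as far as the list's smallest fall of -2.11, and 84 fell by less than 1 or rose. Whether the 265 genes are made by the fat body alone was not tested, and genes that other tissues also make would fall less. A lower share of fat body RNA can therefore be neither excluded nor shown as the whole cause. A difference in stage between Axn and control larvae would act in both regions, and the list differed between them by -2.82. Stage can act on regions unequally, so this does not decide, and stage remains possible.

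Lists of other tissues rose in AiBi: blood cells (2.08), muscle (1.27), Malpighian tubule (3.14), midgut digestive enzymes (3.23) and wing disc (1.496), while larval fat body genes fell (-0.48). A lower share of fat body RNA would raise each tissue alike. The blood list exceeded the muscle list by 0.81, so this was excluded as the whole cause. Under library totals the smallest median of the 4 tissue lists was 1.71, but totals raise the genes of AiBi in general, so that value alone says nothing about scaling. With trimmed-mean factors the median of all genes was 0.017, beside 1.27 to 3.23 for these 4 lists. A single scale factor shifts every gene alike, so these medians argue against scaling as the cause of the 4 rises. Tissue carried along in dissection may vary among libraries. The highest over the lowest of all 4 AiBi libraries was 5.14 for midgut enzymes, 3.51 for muscle, 1.81 for Malpighian tubule and 1.34 for blood cells. For muscle this rests on the excluded AiBi replicate 1, with 1023 CPM beside 291 to 333 in the other AiBi libraries. These ratios cannot tell carried-along tissue from a response of the tissues.

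In Axn-Ab replicate 3, midgut digestive enzymes summed to 9482 CPM, beside 271 and 595 in replicates 1 and 2, with 14 of 28 genes highest there. The 9 midgut genes of the paper summed to 7.38 CPM in that library, between its neighbours at 11.1 and 2.89. Midgut tissue in that library can neither be excluded nor shown.

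roX1 and roX2, which are RNAs of the male dosage compensation complex, varied together over the 12 regional libraries (Spearman 0.85, permutation p = 9.3e-04; 0.78 without the 2 farthest libraries). RNA of male larvae in varying amounts would give this, though females are described. However, roX2 stood at 19.3 to 44.3 CPM in WT-Th and at 1.55 to 13.2 CPM in WT-Ab. If these groups are paired by number, their pieces share a sex, so a regional difference is possible as well. Deviations from the group means also varied together (Pearson 0.934), so region alone would not give the whole pattern. The correlation cannot tell sex from region.

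abd-A in Axn-Th replicate 1 stood at 13.7% of the way from the other Axn-Th libraries to Axn-Ab. Over 12 other genes higher in the control abdomen, the median was 3.50% (quartiles -0.50% and 11.6%), so abdominal fat body in that library can neither be excluded nor shown.

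Changes in AiBi and Axn-Ab had a Spearman correlation of 0.595. Within 10 classes of expression the median was 0.592 (0.301 to 0.650), and with the length trend removed it was 0.563, so dependence on expression level and on gene length were each excluded as the whole cause. Among the 2014 genes most abundant in both controls it was 0.525. RNA of other tissues would also lower fat body genes among these, so that explanation stays open. Under library totals it was 0.596, which says nothing, since a common factor cannot change such a correlation. Raised Wnt signaling in AiBi cannot be told, since Notum had an adjusted p of 0.0578 there (edgeR's quasi-likelihood test, Benjamini-Hochberg; 0.0453 with all 8 libraries).

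The wing disc list, lower in WT-Ab than in WT-Th, did not pass without WT-Th replicate 1 (adjusted p = 0.148 over the lists). This is consistent with wing disc tissue in that library, where the list summed to 202 CPM beside 116 and 113.

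CG42827 had 3 counts over the 10 libraries with an RNAi construct. A variant in a parent strain is possible, and the counts cannot tell it from regulation.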

How the results depend on the processing

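Halved counts and removal of a trend with gene length, with and without the block, were chosen only after the results were seen, and every other alternative before. Adjusted p values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless another tool is named. Where no reason is given, the cause was not tested.

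Threshold. With unadjusted p below 0.05, WT-Ab against WT-Th had 422 genes higher and 400 lower (28 and 28 adjusted), Axn-Th against WT-Th 1021 and 1036 (383 and 362), and the difference of effects 1154 and 1611 (485 and 1055). Requiring a log2 fold change of at least 1 left 1112 and 1205 in Axn-Ab against WT-Ab (1761 and 1970), 254 and 174 in Axn-Th against WT-Th, 558 and 928 in Axn-Ab against Axn-Th (1199 and 1620), 319 higher in the difference of effects, and 1003 and 239 in AiBi (1525 and 1382). These follow from construction.

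Scaling. By library totals, Axn-Ab against WT-Ab had 6403 higher and 552 lower, or 92.1% higher beside 47.2% with trimmed-mean factors. Axn-Th against WT-Th had 960 and 162 (85.6% beside 51.4%), Axn-Ab against Axn-Th 5442 and 470 (92.1% beside 42.5%), the difference of effects 3931 and 343 (92.0% beside 31.5%), and AiBi 3617 and 331 (91.6% beside 52.5%). The median of all genes shifted by 1.37, 0.32, 1.00, 1.05 and 0.44 in the same order. Axn rose by 0.95 in Axn-Ab (adjusted p = 0.0027) and changed by -0.64 in Axn-Th (0.0920), 1 list passed in Axn-Th, and Abd-B in AiBi changed by -0.47 (0.0567). Signs were reversed under totals for CPT2 (0.25), Lsd-2 (1.05) and Abd-B (1.08) in Axn-Ab against WT-Ab, for the fatty acid degradation list in Axn-Th (0.22), for abd-A in the difference of effects (0.51), and in AiBi for Antp (0.32), FASN1 (0.31) and the Toll and Imd list (0.31). DESeq2 size factors left 99 of 99 gene results unchanged.

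Filter and fit. Without the count filter, Axn-Th against WT-Th had 216 genes lower, and the correlation of AiBi with Axn-Ab was 0.320 in place of 0.595. bgm in AiBi became -0.0030 and Toll and Imd changed direction of the test (median -0.14). With each comparison fitted on its own groups, WT-Ab against WT-Th had 50 lower, and Axn-Th against WT-Th had 241 higher, 227 lower and 2 lists.

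DESeq2 called 70 higher and 76 lower in WT-Ab against WT-Th, with 8 lists, and put Abd-B there at 2.69 (adjusted p = 0.0253). The correlation of AiBi with Axn-Ab was 0.330 under DESeq2. bgm (-0.0044) and the Toll and Imd list (median -0.14) changed direction in AiBi. Of 97 gene results, 93 were the same under DESeq2 and 3 stronger.

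Pairing. The check of deviations left a pairing of WT-Th with WT-Ab libraries by number possible, without showing it. With a replicate block over the 12 libraries, WT-Ab against WT-Th had 16 and 17 genes. croc, spn-E and meep lost their calls, and no other call among the named genes and pathway lists reported for that comparison changed. The block also spans the Axn libraries, so these losses do not by themselves show an effect of pairing. Elsewhere the libraries share only a number, as far as the check shows. Over all 18 same-number pairs of the regional fit, correlations were -0.57 to 0.35 (median 0.054), and Axn-Th with Axn-Ab had -0.57, -0.30 and -0.074. In AiBi and its controls 4 pairs had -0.036 to 0.25. With the block, 2 lists passed in Axn-Th, and AiBi had 933 and 827 with Abd-B at -0.95 (adjusted p = 0.0567). A block costs residual degrees of freedom. Reversed with the block were Ubx (-0.050), Antp (0.10), bgm (-0.47) and Toll and Imd (direction of the test; median -0.11) in AiBi, and FASN1 with all 8 libraries (0.16).

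All 8 libraries. FASN1 became 0.26 in AiBi, and 1761 higher and 1600 lower were called.

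Gene length. With the trend removed in the fit with the replicate block, WT-Ab against WT-Th had 17 higher and 19 lower. With the trend removed and no block, Axn in Axn-Ab against WT-Ab was -0.78 (adjusted p = 0.0036; over all alternatives the adjusted p ran from 0.00271, in the other direction under totals, to 0.245). The difference of effects had 290 higher (21.6% of calls beside 31.5%), and in Axn-Ab against Axn-Th 32.5% of calls were higher beside 42.5%. Ubx (-0.094), bgm (-0.072) and the phosphatidylinositol list (-0.17) reversed in AiBi. Of 48 pathway list results without the block, 39 were the same, 7 weaker, 1 stronger and 1 reversed.

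List tests. Under fry no list passed in WT-Ab against WT-Th and 14 passed in AiBi. With the correlation estimated, 0 passed in each of the 6 comparisons, where camera with a preset correlation passed 3, 13, 4, 11, 11 and 8. fgsea passed 5 in WT-Ab against WT-Th. Under fry and fgsea the Wnt list in WT-Ab against WT-Th changed the direction of its test, with the same median of -0.10. Under fgsea the fatty acid degradation list in Axn-Th did too (median -0.067). Without the genes the paper names, the Wnt list (-0.0096) and the fatty acid degradation list (-0.058) reversed in Axn-Th against WT-Th.

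One library left out. Counts of genes higher and lower ran over 10 to 15 and 11 to 13 in WT-Ab against WT-Th, 1321 to 1453 and 1654 to 1918 in Axn-Ab against WT-Ab, 204 to 322 and 167 to 291 in Axn-Th against WT-Th, 600 to 1466 and 1168 to 1829 in Axn-Ab against Axn-Th, 246 to 785 and 739 to 1324 in the difference of effects, and 1071 to 1373 and 835 to 1265 in AiBi. Lists that passed ran over 3 to 5, 12 to 14, 2 to 4, 8 to 12, 11 to 11 and 7 to 8. Of the developmental genes of the study, 3 to 5 were higher past the threshold over all genes and 3 to 3 lower, and adjusted over the list alone 10 to 10 and 5 to 7. Ranges of log2 fold changes were 3.40 to 3.68 for abd-A and 2.30 to 3.17 for Abd-B in WT-Ab against WT-Th, -0.59 to -0.37 for Axn in Axn-Ab and -1.02 to -0.88 in Axn-Th, and -0.86 to -0.72 for abd-A and -0.98 to -0.82 for Abd-B in AiBi. The correlation of AiBi with Axn-Ab ran over 0.550 to 0.607, and the share of same sign over 92.0% to 94.3%.

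Signs changed within these ranges: in AiBi, Antp (-0.23 to 0.054), FASN1 (-0.35 to 0.063), bgm (-0.29 to 0.37), Ubx (-0.061 to 0.35) and the Toll and Imd list (-0.24 to 0.29); in Axn-Th, the Wnt list (-0.099 to 0.18) and the fatty acid degradation list (-0.15 to 0.098); in the controls, the Wnt list (-0.18 to -0.052, by the direction of the test) and the peroxisome list (-0.061 to 0.043); and abd-A in the difference of effects (-0.80 to 0.25). None of these results was called.

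Calls were lost without a named library for abd-A in WT-Ab (WT-Th replicate 1), abd-A in Axn-Th (WT-Th replicates 1 and 3), nkd in Axn-Th (WT-Th replicates 2 and 3, Axn-Th replicate 1), CG14752 in Axn-Th (each WT-Th replicate, Axn-Th replicate 1), the Wnt list in AiBi (dCg/+ replicate 3), the peroxisome list in Axn-Th (WT-Th replicate 2, Axn-Th replicate 1), the TCA cycle list in Axn-Ab against WT-Ab (WT-Ab replicate 2, Axn-Ab replicate 3), and in Axn-Ab against Axn-Th the fatty acid biosynthesis list (Axn-Th replicate 2, Axn-Ab replicate 1) and the Hippo list (Axn-Th replicate 2, Axn-Ab replicates 1 and 2). In WT-Ab against WT-Th, croc kept its call only without WT-Th replicate 2 or WT-Ab replicate 3, spn-E and meep only without WT-Th replicate 3, Fas2 only without WT-Ab replicate 3 and CG6006 only without WT-Th replicate 1. In the difference of effects, fz3 lost its call without WT-Th replicate 1, WT-Ab replicate 3, Axn-Th replicates 2 and 3, or Axn-Ab replicates 1 and 3. CG6277 and CG10912 lost theirs without WT-Th replicate 2, any 1 WT-Ab replicate, Axn-Th replicates 2 and 3, or Axn-Ab replicate 3. In each of these fits 1 library was left out. Of 672 gene results with 1 library left out, 604 were the same, 54 weaker, 5 stronger and 9 reversed, and of 336 list results 314 were the same.

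Halved counts. With the whole fat body counts divided by 2, all 19 gene results stayed the same. Of 14 pathway list results, 13 were the same and 1 was stronger.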

Differences from the paper's values

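None of the comparisons in this part was chosen after its result was seen, apart from the halved counts and the removal of a trend with gene length.

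Numbers that differ. The paper reports 10 developmental genes higher in the abdominal control fat body, and 6 passed over all genes in the counts used here (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave 8, and adjustment over the 16 tested genes of the list alone gave 10. Neither differs from the paper by more than a factor of 1.5. DESeq2 size factors and no count filter gave 6, a fit of WT-Ab and WT-Th only gave 5, library totals and a replicate block gave 4, and fits with 1 library left out gave 3 to 5. All 10 genes were higher in WT-Ab. Of 16 log2 fold changes in the paper's source data, all 16 had the same sign here and 1 differed by more than the standard error. For Ten-m the paper gives -1.14201 and the counts gave -1.68 (alternatives from -1.83 to -1.54). Ten-m shares bases with lncRNA:CR45962 on its own strand. Its value differs from the paper's under all 12 settings in which it was compared.

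Numbers that did not differ beyond these limits were the counts of genes in AiBi (1525 higher and 1382 lower beside the paper's 1734 and 1249), the levels of abd-A, Abd-B and Axn relative to control, and mean counts of the 4 adipocyte genes. The reductions of abd-A and Abd-B were 41.8% and 46.8%, and under scaling by totals the abd-A reduction was 21.1%.

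Directions and calls. The paper states that Notum, nkd, fz3 and CycD stay as low in the thoracic knockdown as in controls. In the counts, Notum rose by 4.93 and nkd by 1.59 in log2 fold change in Axn-Th against WT-Th, though both rose further in Axn-Ab. For CycD, the paper reports a rise in Axn-Ab against Axn-Th, where the counts gave 0.48 without passing (adjusted p = 0.0525; 1 of 6 fits with a library left out passed).

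The paper reports that Axn was depleted in both regions. The abdominal fall of 0.43 did not pass (adjusted p = 0.0594), and it passed with a trend of gene length removed (adjusted p = 0.0036), a setting chosen after the result was seen, and rose instead under library totals.

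The paper reports both Lsd genes lower in Axn-Ab. Lsd-2 fell by 0.33 without passing (adjusted p = 0.0813). In the controls, the paper reports Abd-B higher in the abdomen. The rise of 2.65 did not pass over all genes with edgeR (adjusted p = 0.0835) and did with DESeq2 (0.0253, the lowest of all alternatives, the highest being 0.293).

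The paper reports fatty acid biosynthesis lower and Toll and Imd, phosphatidylinositol, FoxO and Hippo signaling higher in AiBi. The lists used here gave adjusted p = 0.349 for fatty acid biosynthesis, 0.868 for Toll and Imd, 0.327 for phosphatidylinositol, 0.150 for FoxO with a negative median (-0.12), and 0.0638 for Hippo. Under fry, Hippo (0.0101) and phosphatidylinositol (0.0326) passed upwards, FoxO (0.0326) passed downwards, and with all 8 libraries Hippo passed with camera (0.0269). The members of the paper's lists were not used here. The paper's Figure 3A sets FoxO among the lowered and autophagy among the raised pathways, opposite to its text; both lists leaned lower here.

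The paper reports higher MAPK signaling in Axn-Ab than in Axn-Th. The list gave adjusted p = 0.0594 with camera and 0.00272 with fry. The paper reports peroxisome genes reduced mostly in Axn-Ab. The list also fell in Axn-Th (median -0.27, adjusted p = 0.0468; fry, 0.0976), by less than in the abdomen.

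In the supplement, CG43348 has no counts in WT-Th, and the deposited table held 0, 1 and 2. All other counts of the 9 midgut genes shown there were the same. Figure 1I and its source sheet also differ from each other in the categories shown.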

Other observations

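The values in this part are given without an explanation, and each hypothesis names a test. All of the tests proposed were written after the results were seen.

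CG42827 had 3 counts over 10 libraries with an RNAi construct, with none in 8 of them, and 116 to 684 counts (9.52 to 52.2 CPM) in each of the 10 control libraries. The construct carried differs between AiBi and Axn libraries. Hypothesis: a variant or deletion at CG42827 (3R, 23372924 to 23373600) came with a strain background shared by the RNAi stocks. Test: genotype the locus in each parent stock. Jig and CG14852 are neighbours on 3R (14560935 to 14561521 and 14565927 to 14566513), and both were near absent from dCg/+ and present in AiBi. The same genotyping would apply to them.

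abd-A rose with Axn knockdown in both regions, by 2.27 in the thorax and 1.86 in the abdomen. The paper's RNA imaging already reports more abd-A in abdominal adipocytes with Axn depleted, and little change in thoracic ones. The thoracic rise in the bulk counts differs from that. Hypothesis: Wnt activity raises abd-A RNA in thoracic adipocytes as well. Test: count abd-A RNA in single adipocytes of Axn clones beside wild-type cells of the same region, and sequence more thoracic libraries, since replicate 1 of Axn-Th (43.0 CPM) lay above the others.

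regucalcin had 26576 CPM in WT-Th, 5640 in WT-Ab, 14265 in Axn-Th and 239 in Axn-Ab. It fell by 5.90 from Axn-Th to Axn-Ab (SE 0.437), but it overlaps Chrac-16 on the other strand. Hypothesis: regucalcin marks thoracic adipocytes. Test: in situ hybridization in controls.

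Chs2 rose by 6.12 in Axn-Th and by 7.31 in Axn-Ab against their controls, with a difference of 1.18 (adjusted p = 0.388). CG33093 also rose in both regions, from 3 counts to 379 in the thorax (ratio 77.3, 95% interval 26.2 to 376) and from 0 in the abdomen. Test: examine both by in situ hybridization to find the cells that carry them.

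Changes in AiBi correlated with those in Axn-Ab (Spearman 0.595), less so with those in Axn-Th (0.255), while the 2 Axn effects correlated at 0.466. AiBi and Axn-Ab share no library. Hypothesis: larval age or a general loss of fat body identity moves both in the same direction. Test: sequence AiBi, Axn and control fat bodies from larvae matched by a molting marker rather than by hours.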
